# Bidirectional interaction between protocadherin 8 and the transcription factor Dbx1 regulates cerebral cortex development

**DOI:** 10.1242/dev.205011

**Published:** 2026-01-06

**Authors:** Andrzej W. Cwetsch, Sofia Ferreira, Elodie Delberghe, Javier Gilabert-Juan, Matthieu X. Moreau, Yoann Saillour, Pau García-Bolufer, Saray Calvo-Parra, Jose González-Martínez, Durcia Massoukou, Ugo Borello, Frédéric Causeret, Alessandra Pierani

**Keywords:** Pcdh8, Dbx1, Cortical development, Neuronal identity, Adhesion molecules, Transcription factors

## Abstract

Brain development requires correct tissue patterning and production of appropriate cell types. Transcription factors play essential roles in these processes, regulating the expression of target genes responsible for the specific features of neuronal subtypes. Cell adhesion molecules are key components of developmental processes that control cell sorting, migration, neurite outgrowth/guidance and synaptogenesis. To date, the link between transcription factors and cell adhesion molecules has been considered unidirectional. Here, we demonstrate that ectopic expression of Dbx1 leads to spatiotemporally restricted increased expression of *Pcdh8* and cell aggregation, together with changes in neuronal identity. Surprisingly, ectopic Pcdh8 expression also induces Dbx1 expression, as well as a complete reorganisation of apico-basal polarity and dorso-ventral patterning via Notch signalling. Altogether, our work therefore points to cell adhesion molecules as unexpected, yet important, players in the regulation of cell identity and, in particular, Pcdh8 through its bidirectional interaction with the Dbx1 transcription factor.

## INTRODUCTION

Early steps of brain development rely on the tightly controlled action of transcription factors (TFs) that organise the dorso-ventral (DV) axis of the central nervous system (CNS). The precise expression of TFs in domains along the DV axis ensures robust patterning, and their faulty regulation leads to the disruption of the DV organisation and/or cell identity (Arai et al., 2019; Godbole et al., 2017; Leung et al., 2022; Marklund et al., 2010; Pierani et al., 1999). Among these TFs, developing brain homeobox 1 (Dbx1) acts as a potent DV patterning and cell-fate determinant in different regions of the CNS, such as the mouse spinal cord (Pierani et al., 2001), rhombencephalon (Bouvier et al., 2010) and diencephalon (Sokolowski et al., 2016). In the mouse developing telencephalon, Dbx1 exhibits a very precise expression in ventral pallium (VP) progenitors just above the pallial-subpallial boundary (PSB) and the septum (Bielle et al., 2005). Recently, it was shown that its ectopic expression in the dorsal developing cerebral cortex (Arai et al., 2019) promotes Cajal-Retzius and subplate-like cell fate (Arai et al., 2019), with subplate identity depending on primate-specific *cis*-acting elements acting in postmitotic neurons. In the spinal cord, Dbx1 has been shown to regulate DV patterning expression profiles of TFs and to establish subtype-specific interneuron fate (Pierani et al., 2001). This is mediated by controlling the DV expression profile of Notch ligands, namely suppressing Jag1 expression and promoting Delta1 (Marklund et al., 2010). Last, Dbx1 was reported to drive cell cycle exit in birds and mice (Arai et al., 2019; García-Moreno et al., 2018; Nomura et al., 2008). However, how Dbx1 influences cell fate at the molecular level in the developing cerebral cortex remains unknown (Leung et al., 2022).

Protocadherins are cadherin-superfamily adhesion molecules classified as clustered (cPcdhs) and non-clustered Pcdhs. Their expression is regulated in a spatiotemporal manner during development, being involved in multiple processes of CNS formation. The non-clustered δ-Pcdhs (i.e. Pcdh8, Pcdh9 and Pcdh19) have been associated with dendrite and axon formation, morphology, migration and guidance (Bassani et al., 2018; Biswas et al., 2010; Bruining et al., 2015; Cooper et al., 2015; Cwetsch et al., 2022; Pancho et al., 2020; Yasuda et al., 2007), and human mutations associate with several neurodevelopmental disorders, such as autism, schizophrenia and epilepsy (Kahr et al., 2013). In the mammalian neocortex, patterned Pcdh expression biases the fine spatial and functional organisation of individual excitatory neurons (Lv et al., 2022). However, whether Pcdhs play a role in regulating TF expression to establish neuronal identities or DV patterning in embryonic murine brain is unknown.

We previously demonstrated that ectopic expression (EE) of Dbx1 (hereafter Dbx1 EE) at embryonic day (E) 11.5 in the dorsal pallium (DP) of the developing mouse brain imparts cell identity by inducing ectopic Cajal-Retzius and subplate-like neuron fates (Arai et al., 2019), thus resulting in changes in cell fate in the DP. The molecular mechanism behind this process remains, however, unknown. Here, we report that Dbx1 EE in lateral/ventral pallium (LP/VP) progenitor domains induces cell aggregation through Pcdh8 upregulation and that Pcdh8 is required for Dbx1-driven neuronal fate specification, particularly the generation of Nr4a2^+^ claustro-amygdalar complex (CLA)-like neurons. We used single-cell RNA sequencing (scRNAseq) to characterise distinct expression dynamics for both genes during neuronal differentiation at the VP and septum. Consistently, we reveal that Pcdh8 EE induced a cell-autonomous upregulation of Dbx1 as well as non-cell-autonomous defects in cell proliferation and tissue patterning, resulting in a massive reorganisation of the cortical primordium. Finally, we identified the Notch ligand Jag1 as a downstream effector of Pcdh8. Our findings therefore point to cell adhesion molecules, particularly Pcdh8, as players acting not only downstream, but also upstream of TFs during brain development.

## RESULTS

### Ectopic Dbx1 expression in the LP/VP induces cell aggregation

Using *in utero* electroporation (IUE), we previously investigated the effects of ectopic pCAGGS-Dbx1-iresGFP expression in the E11.5 mouse DP. We found that Dbx1 EE induced the production of neurons harbouring features of Cajal-Retzius [Reln^+^/Calr^+^ (calretinin; also known as Calb2)] and subplate-like Nr4a2^+^Bcl11b^+^ (also known as Nurr1^+^Ctip2^+^) fates 48 h after electroporation (Arai et al., 2019). In the present study, we first validated our experiments by confirming that all Dbx1 EE-electroporated GFP^+^ cells expressed Dbx1 (Fig. S1A-C). Surprisingly, when electroporation of Dbx1 at E11.5 encompassed LP/VP progenitor domains, we noticed 48 h later that transfected cells tended to aggregate, forming cohesive clusters (Fig. 1A,B; Fig. S1B,D,E). Such clusters were preferentially formed in the LP (Fig. 1C,D) at the border between the ventricular/subventricular zone (VZ/SVZ) and the cortical plate (CP) (Fig. 1B; Fig. S1B). They were rarely observed in the medial pallium (MP) or DP, and in GFP-electroporated control brains (Fig. 1B-D). Aggregation also failed to occur when IUE was performed 1 day later, at E12.5 (Fig. S1A,F), suggesting a spatio-temporal modulation in the response to Dbx1 EE. Knowing that cell aggregation often relies on stronger cell-cell or cell-substrate adhesion, we next investigated whether Dbx1 EE affected cell adhesiveness. To this end, we performed a well-established adhesion assay, as previously described (Porlan et al., 2014). Neuronal stem cells were transfected *in vitro* with Dbx1 EE (iresGFP) or a control vector (iresGFP) and, after 24 h, GFP^+^ cells were seeded onto NC929 cell monolayers (overexpressing Ncad; also known as Cdh2), and the number of attached cells was then quantified (Fig. S1G). The number of attached GFP^+^ cells, normalised to transfection efficiency [total GFP^+^ cells before seeding quantified by fluorescence-activated cell sorting (FACS)], showed that Dbx1 EE significantly enhanced adhesion properties (Fig. S1H,I).

**Fig. 1.**
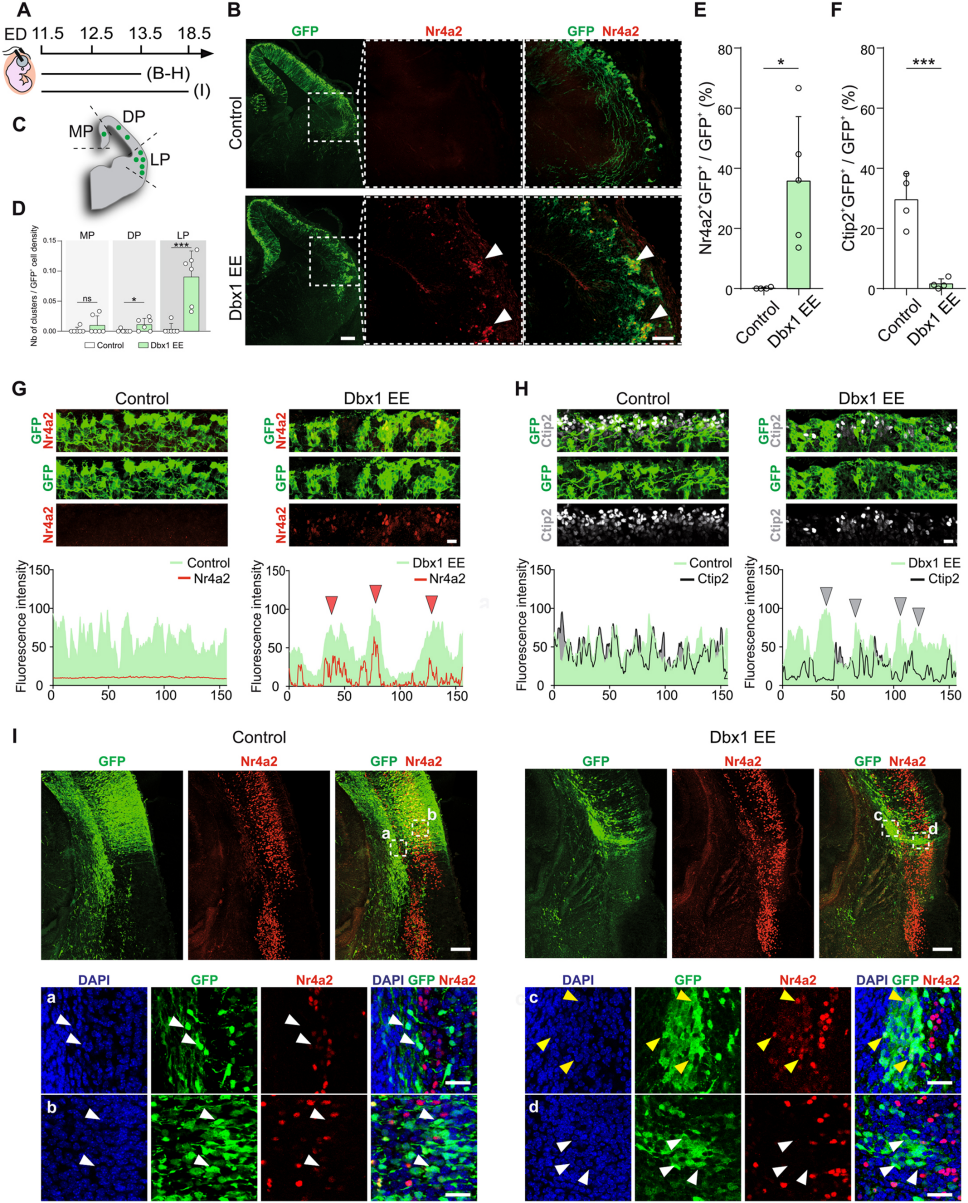
**Dbx1 EE induces cell aggregation in the lateral/ventral pallium.** (A) Timeline of the *in utero* electroporation (IUE). ED, electroporation day. (B) Confocal images of GFP (green) in coronal sections of E13.5 mouse brain cortices electroporated at E11.5 with control or Dbx1 EE, co-labelled with Nr4a2 (red). Dashed squares magnified on the right. White arrowheads indicate aggregates. (C) Aggregate analysis scheme in the medial pallium (MP), dorsal pallium (DP) and lateral pallium (LP). (D) Quantification of GFP^+^ cluster formation across the pallium. Circles represent individual section values (*n*=3 electroporations/condition, two sections/mouse). One-way ANOVA, post hoc Holm–Šidák: ns, not significant, *P=0.0399, ***P=0.0007. (E,F) Percentages of Nr4a2^+^GFP^+^ (E) and Ctip2^+^GFP^+^ (F) cells among GFP^+^ cells. Circles represent values from independent electroporated embryos [*n*=5 (E); *n*=4 (F)]. Two-tailed unpaired Student's *t*-test, (E) *P=0.01, (F) ***P=0.0008. (G,H) Top: confocal images of E13.5 mouse coronal sections showing GFP^+^ (green) cells electroporated with control or Dbx1 EE, co-labelled with Nr4a2 (red, G) or Ctip2, grey) (H). Bottom: fluorescent intensities of GFP^+^ cells (green area) and Nr4a2^+^ (red line, G) or Ctip2^+^ (grey line, H), along the cortical surface (μm). Red (G) or grey (H) arrowheads show positive (Dbx1 EE GFP^+^ areas and Nr4a2 labelling) or negative (Dbx1 EE GFP^+^ areas and Ctip2 labelling) fluorescence correlation. (I) Top: confocal images of GFP (green) in coronal sections of E18.5 mouse brain cortices electroporated at E11.5 with control or Dbx1 EE, co-labelled with Nr4a2 (red) and DAPI (blue). Bottom: dashed squares magnified below (Ia-Id). White and yellow arrowheads indicate Dbx1 EE^−^/Nr4a2^+^ and Dbx1 EE^+^/Nr4a2^+^ cells in the electroporated area. Data are mean±s.e.m. Scale bars: 200 μm (B,I); 100 μm (magnification in B); 25 μm (G, magnification in I).

### Ectopic Dbx1 expression in the lateral/ventral pallium induces Nr4a2^+^ neurons resembling CLA identity

We then investigated whether Dbx1 EE and increased adhesion influenced cell fate. Consistent with our previous findings, we found numerous Nr4a2-expressing cells within Dbx1-induced aggregates, but absent in control GFP-electroporated cells (Fig. 1B,E,G; Fig. S2A). These clusters, however, lacked Ctip2 expression, a marker of early-born and subplate neurons, unlike what is observed following IUE of the DP (Arai et al., 2019). Instead, Ctip2 expression appeared to be excluded from GFP^+^ regions (Fig. 1F,H; Fig. S2B). Quantitative analysis of immunofluorescence (IF) intensity of Nr4a2^+^ or Ctip2^+^ neurons aligned with the GFP signal of Dbx1 EE cells confirmed a positive correlation with Nr4a2 but a negative correlation with Ctip2 (Fig. 1G,H). Surprisingly, Dbx1-induced aggregates were also Reln^−^ and Calb2^−^, with some individual Reln^+^ and Calb2^+^ cells at the cortical surface (Fig. S2C,D). Moreover, the fraction of postmitotic pallial GFP^+^Bhlhe22^+^ was unchanged between Dbx1 EE and control conditions (Fig. S2E,F), indicating that their fate it is not specifically induced by Dbx1 EE in the LP/VP. To determine whether Dbx1-induced neurons persist and acquire a defined identity at later stages, we analysed embryos 7 days after IUE (E11.5-E18.5). At this stage, Dbx1 EE^+^/Nr4a2^+^ cells accumulated in the intermediate zone (IZ)/subplate (Fig. 1Ia,c). Within the CP, Dbx1 EE^+^ were Nr4a2^−^ and coexisted with Nr4a2^+^ non-electroporated cells (Fig. 1Ib,d), the latter being endogenous late-born glutamatergic neurons of the lateral cortex (Fang et al., 2021). To assess whether Nr4a2^+^ neurons derive from Dbx1-expressing progenitors in the developing cerebral cortex, we used *Dbx1^nlslacZ/+^* mice (in which the *lacZ* gene reporter encoding β-galactosidase (β-gal) is driven by the *Dbx1* promoter), allowing short-term lineage tracing of Dbx1-derived cells. We confirmed that β-gal^+^ Dbx1-derived cells located in the postmitotic compartment of the VP expressed Nr4a2 at E12.5 (Fig. S3A). Furthermore, we used *Dbx1^Cre^;Rosa26^YFP^* animals to permanently trace Dbx1-derived progeny. In the rostral LP at E12.5 and later at E14.5, no YFP^+^Nr4a2^+^ cells were detected in the subplate (Fig. S3B,C), consistent with previous observations at E16.5 (Arai et al., 2019). This shows that Dbx1 progenitors do not give rise to Nr4a2^+^ subplate neurons in the mouse. Instead, in intermediate rostro-caudal sections at the VP, we observed ventrally located groups of YFP^+^Nr4a2^+^ cells both at E12.5 and E14.5 (Fig. S3Bb,Bc,Cc). Together with reported Dbx1-lineage tracing data (Puelles et al., 2016), these findings indicate that Dbx1 progenitors in the mouse VP originate pallial Nr4a2^+^ neurons that migrate ventrally, likely corresponding to future CLA neurons (Puelles et al., 2016), and not subplate neurons.

Altogether, these results show that Dbx1 EE promotes cell-cell adhesion in a cell-autonomous manner within the LP/VP, leading to the induction of Nr4a2^+^Ctip2^−^ cells resembling CLA-like neurons. In addition, Dbx1-induced cell aggregation is spatiotemporally restricted by the competence of the cortical neuroepithelium, with no aggregation in DP (Arai et al., 2019), correlating with Dbx1 EE promoting exclusively Cajal-Retzius and subplate-like fates at E11.5 (Arai et al., 2019), and aggregation in LP/VP with CLA-like fate induction. Moreover, we confirm that endogenous VP Dbx1^+^ progenitors do not generate subplate neurons in mice, and subplate-like fate arises from primate-like Dbx1 expression in postmitotic neurons (Arai et al., 2019), whereas Cajal-Retzius and CLA-like neurons are endogenous fates driven by VP Dbx1^+^ progenitors in mice.

### Pcdh8 and Dbx1 show concomitant expression in pallial progenitors and Dbx1-derived neurons

To begin investigating the molecular mechanisms behind Dbx1-induced aggregation, we took advantage of previously published bulk transcriptomic profiles of FACS-purified Dbx1-derived cells from dorsomedial and dorsolateral cortices of E12.5 *Dbx1^Cre^;Rosa26^YFP^* embryos (Fig. 2A-C) (Griveau et al., 2010). We compared the expression level of genes belonging to the Protocadherin (Fig. 2B) and Cadherin (Fig. 2C) families, two major players in neuronal adhesion (Halbleib and Nelson, 2006; Peek et al., 2017; Suzuki and Takeichi, 2008). We found that *Ncad*, *Pcdh8*, *Pcdh9* and *Pcdh19* stood out, with ∼10-fold higher expression levels in comparison to other adhesion molecules (Fig. 2B,C). To better appreciate their possible implication downstream of Dbx1, we used scRNAseq. We first used a previously generated dataset sampling cell diversity around the PSB at E12.5 (Moreau et al., 2021) (Fig. 2D,E). We found *Ncad*, *Pcdh9* and *Pcdh19* broadly expressed without specific enrichment (https://apps.institutimagine.org/mouse_pallium/), which was confirmed by *in situ* hybridisation (ISH) (Fig. S4A-C). In contrast, we detected *Pcdh8* expression in apical progenitors (APs) of the subpallium, VP and septum, but not of LP and DP regions (Fig. 2D,E; Fig. S4D,E). 

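In the scRNAseq dataset of septal explants (Fig. S4D,E), which is 1 pooled library without replicates, expression was counted as unique transcript molecules (UMIs) per cell, and a cell with at least 1 *Pcdh8* UMI was taken as *Pcdh8+*. *Pcdh8* (ENSMUSG00000036422) lies on the minus strand of chromosome 14 of mm10, from 79766775 to 79771312, with 4 annotated transcripts, and it overlaps 1 other annotated gene, Gm9748, so that its count can depend on how reads in the overlap were assigned. AP clusters were named by their likeness to marker genes fixed before the data were examined. Among septal-like APs, 62 of 856 cells were *Pcdh8+* (7.24%, exact Clopper-Pearson 95% interval 5.60 to 9.19%). The share was 78 of 572 in subpallial-like APs (13.6%, interval 10.9 to 16.7%) and 151 of 1433 in pallial-like APs (10.5%, interval 8.99 to 12.2%). All intervals given for cells and UMIs cover counting error only. The median number of UMIs per cell was 11862 in septal-like, 13372.5 in subpallial-like and 15735 in pallial-like APs. After each cell was thinned to 8000 UMIs, leaving out 99 septal-like, 18 subpallial-like and 45 pallial-like cells, the shares were 5.68%, 7.40% and 6.34%, with overlapping intervals. Summed over the cells of a class, *Pcdh8* made up 6.44 CPM (UMIs of the gene scaled to the UMIs of all genes, exact Poisson interval 5.08 to 8.06) in septal-like, 11.9 CPM (interval 9.74 to 14.4) in subpallial-like and 8.75 CPM (interval 7.62 to 10.0) in pallial-like APs. In a subpallial-like cluster further along differentiation, which was not counted among the APs, 5 of 145 cells were *Pcdh8+* (3.45%, interval 1.13 to 7.86%). As a reference for free RNA, hem-like and Cajal-Retzius-like cells held *Pcdh8* in 13 of 341 cells (3.81%, interval 2.05 to 6.43%) at a median of 12139 UMIs, and in 2.82% of the cells after thinning. This is a weak reference, used because only 26 cells of blood or vessel type were found, and the interval of the septal-like APs overlaps it. The reference cells may themselves express *Pcdh8*, so that the overlap does not show free RNA to be the source. In the telencephalic vesicle dataset described below, cells were thinned to 3500 UMIs. Hem-like and Cajal-Retzius-like cells there held *Pcdh8* in 1.36% after this thinning (interval 0.797 to 2.18%). All non-neural clusters there held it in 0.216% (interval 0.0262 to 0.779%). These shares come from another library at a lower depth, so that they are not a measure of free RNA in the septal explants. The shares moved most when at least 2 UMIs were required, to 1.29% of septal-like, 2.80% of subpallial-like and 3.14% of pallial-like APs. The order of the classes depended on the settings. With that threshold, pallial-like APs held the highest share, as they also did at a Leiden resolution of 2.5, with 10.1% in septal-like, 8.87% in subpallial-like and 10.7% in pallial-like APs, and with another random seed, with 8.22% in subpallial-like and 10.3% in pallial-like APs.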

Since *Dbx1* expression initiates in APs of the VP and strongly increases during the transition to the basal progenitor (BP) state (Fig. 2E), we compared the temporal dynamics of *Dbx1* and *Pcdh8* along a previously reconstructed VP differentiation trajectory, which orders cells by pseudotime from APs to neurons at E12.5 (Moreau et al., 2021) (Fig. 2E). *Pcdh8* and *Dbx1* are expressed sequentially in the VP lineage, with *Pcdh8* peaking in APs, followed by *Dbx1* in BPs and *Nr4a2* in neurons (Fig. 2E). To further investigate their co-expression at earlier stages in the VP, we produced an scRNAseq dataset from the entire telencephalic vesicle at E11.5-E12 and detected *Dbx1^+^Pcdh8^+^* cells at the AP-to-BP transition (Fig. 2F), likely belonging to the VP lineage, as *Dbx1* expression is confined to progenitors in this region (Fig. 2G) (Moreau et al., 2021). 

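The telencephalic vesicle dataset was 1 library made with a 10x Genomics Chromium 3′ kit (version 3.1 in the labels) from the pooled vesicles of 3 WT embryos of 2 litters. The paper gives their age as E11.5-E12 and the labels as E12, and the labels give 20000 cells as input. The embryos cannot be told apart in the library, so that it holds no replicates. No significance test between conditions or cell groups was made, and differences are set against counting intervals. The authors deposited the number of UMIs counted per gene and cell barcode without normalisation, and the header of the matrix names Cell Ranger 7.1.0. The genome build and the treatment of intronic reads are not stated for this library. It holds 14283 barcodes, 32286 features and 194821794 UMIs, with a median of 8503 UMIs per barcode (from 500 to 207131) and a median of 3261 genes. Barcodes outside the limits that the paper describes are present in these counts, so that its filters were applied here. A mitochondrial share within 3 median absolute deviations (MAD) of the median left 12471 barcodes, and Scrublet marked 764 of them as doublets (6.13%, against an expected 9.98%), which left 11707 cells. The counts were scaled to 10000 UMIs per cell and log-transformed, and the cells were clustered on 30 principal components of 2000 variable genes, without cell cycle genes and without the genes under study. Of 25 clusters, 3 clusters of shallow cells (967 cells together) stayed without a name. A deeper cell holds a UMI of a weakly expressed gene more often, and shares of cells are therefore also given with every cell thinned at random to 3500 UMIs.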

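*Dbx1* (ENSMUSG00000030507) lies on the minus strand of chromosome 7 of mm10, from 49631499 to 49636849, with 1 annotated transcript of 4 exons. At least 1 *Dbx1* UMI was found in 500 cells of the telencephalic vesicle, and at least 1 *Pcdh8* UMI in 895. Both were found in 85 cells (0.726%, 95% interval 0.580 to 0.897%), where 38.2 cells were expected from the product of the 2 shares, a ratio of 2.22 (interval 1.78 to 2.75). With the expectation taken within each cluster, 57.6 cells were expected. Within clusters and 10 groups of depth together, a comparison chosen after the excess was seen, 73.7 were expected (ratio 1.15, interval 0.921 to 1.43), so that an excess over cells of like cluster and depth was not detectable. Of the 85 *Dbx1+Pcdh8+* cells, 67 lay in AP clusters, hem-like clusters included, 14 in the BP cluster, 3 in a differentiating subpallial-like cluster and 1 in a neuron cluster. Of the 67 cells, 31 were APs without a clear regional likeness and 5 were VP-like APs. The others were 14 septal-like, 9 pallial-like, 5 hem-like and 3 subpallial-like cells. The median depth of the 85 cells was 34357 UMIs, against 9032 UMIs over all cells. The share moved most after thinning, which left out 1144 shallower cells and gave 7 of 10563 cells (0.0663%, interval 0.0266 to 0.136%), at a ratio to the number expected of 1.58 (interval 0.634 to 3.25). With at least 2 UMIs of each gene, 18 cells remained (0.154%), against 2.41 expected from the product of the 2 shares. The ratio was then 7.48 (interval 4.44 to 11.8), and it was not computed within clusters or depth groups. In 494 erythroid-like, macrophage-like and endothelial-like cells, which are taken to lack both genes, *Dbx1* was found in 2 cells (0.405%, interval 0.0491 to 1.45%) and *Pcdh8* in 4 (0.810%, interval 0.221 to 2.06%), at a median of 6047.5 UMIs. Neural cells, with a median of 9589 UMIs, held *Dbx1* in 5.07% and *Pcdh8* in 9.04% of cells. After thinning, which left out 54 of the reference cells and 160 neural cells, *Dbx1* was found in 0 of 440 reference cells, which allows a share of up to 0.682%, and in 1.87% of neural cells. From the co-expressing cells, and from the restriction of *Dbx1* to VP progenitors in this region, the paper proposes that they belong to the VP lineage.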

Consistently, *Pcdh8* mRNA and protein were enriched in progenitor domains adjacent to the most characteristic *Dbx1*-expressing regions of the telencephalon, specifically the VP dorsal to the PSB, and the septum, in embryonic wild-type (WT) brain sections (Bielle et al., 2005) (Fig. 2G). Together, these observations suggest a possible, albeit transient, direct interaction between Dbx1 and Pcdh8 in the VP. We also performed scRNAseq on septal explants collected from E11.5 *PGK^Cre^;Rosa26^YFP^* and E12.5 *Dbx1^Cre^;Rosa26^Tomato^* embryos, the latter enabling genetic tracing of Dbx1-derived cells (Fig. S4D,E) (https://apps.institutimagine.org/mouse_septum/). 

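The septal explants formed 1 library, made with version 2 of the kit (labels) from 12 pooled embryos: 8 E11.5 *PGK Cre;Rosa26 YFP* and 4 E12.5 *Dbx1 Cre;Rosa26 tdTomato* embryos, each kind from 2 litters. In the first, the ubiquitous Cre is used with a YFP reporter, and in the second, tdTomato marks cells whose history includes Cre driven from *Dbx1*. The labels give the genotype as wild-type, and the paper's alleles are used here. About 10000 cells were used as input, and the paper's reported depth is 476000000 reads, which the authors turned into UMI counts with Cell Ranger 2.1.1 on mm10 with the *YFP* and *tdTomato* sequences added. The deposited counts are not normalised and hold 5827 barcodes, 28001 features and 83103280 UMIs. The median is 12722 UMIs per barcode (from 3902 to 84281) and 3622 genes. Mitochondrial share removed 383 barcodes and doublet calling 72 (1.32%, against an expected 4.36%), which left 5372 cells in 25 clusters, all of which could be named. Ages and genotypes can be told apart only through the reporter transcripts, and age and genotype go together, so that the pool holds no replicates of either. Cells with at least 3 *YFP* UMIs come from the E11.5 embryos apart from doublets and free RNA, while cells without *YFP* UMIs can come from embryos of both kinds.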

We observed a robust co-expression of *Dbx1* and *Pcdh8* in both progenitors and septal-derived postmitotic excitatory neurons (*Tbr1*^−^/*Slc17a6*^+^) (Fig. S4D,E). 

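In the septal explants, *Dbx1* was found in 517 cells and *Pcdh8* in 578. Both were found in 55 cells (1.02%, 95% interval 0.772 to 1.33%), against 55.6 expected from the product of the 2 shares (ratio 0.989, interval 0.745 to 1.29). In AP clusters, 29 of 3510 cells were *Dbx1+Pcdh8+* (0.826%, interval 0.554 to 1.18%), where 26.6 were expected. After thinning, which left out 285 of these cells, the share was 12 of 3225 (0.372%, interval 0.192 to 0.649%). In neuron clusters, 59 cells held *Slc17a6* and no *Tbr1* UMI. Of these, 20 were *Dbx1+* and 19 *Pcdh8+*, and 2 held both (3.39%, interval 0.413 to 11.7%), against 6.44 expected. Taking the clusters of septal glutamatergic-like neurons in place of this gate, 19 of 402 cells were *Dbx1+Pcdh8+* (4.73%, interval 2.87 to 7.28%), against 26.5 expected. This share is higher than that in the AP clusters by more than the counting intervals. It was 4.63% (interval 2.61 to 7.52%) after thinning, which left out 78 of the 402 cells. The result moved most with at least 2 UMIs of each gene, which left 9 cells in the whole library (0.168%) and none in the AP clusters or the *Tbr1*-/*Slc17a6*+ gate. As a reference for free RNA, *Dbx1* was found in 3 of 248 GABAergic-like neurons (1.21%, interval 0.25 to 3.49%) at a median of 10233 UMIs, and neural cells as a whole had a median of 12819 UMIs.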

We further validated the co-expression of *Dbx1* and *Pcdh8* by fluorescent ISH (FISH) at E12.5 (Fig. 2H) by observing co-expressing cells within the postmitotic compartment of the septum (Fig. 2H1a, 1b) in a ventrally migrating stream of postmitotic Dbx1-derived cells (Bielle et al., 2005; Griveau et al., 2010) (Fig. 2H2c). Additionally, we detected co-expression in progenitors at the VP/PSB (Fig. 2H3d). At the protein level, Pcdh8 expression in the VP and in Dbx1-derived neurons was confirmed by co-immunostaining of β-gal and Pcdh8 (antibody validation at E12.5, Fig. 2G) on brain sections of E11.5 and E12.5 *Dbx1^lacZ/+^* embryos (Fig. S5A,B). In the postmitotic compartment of the VP of E12.5 WT animals, we found Pcdh8^+^Nr4a2^+^ co-expressing neurons (Fig. S5C). Finally, to confirm the epistasis between Dbx1 and Pcdh8, we analysed *Pcdh8* expression in E11.5 *Dbx1^lacZ/lacZ^* knockout (KO) animals. We observed altered expression domains in the septum and VP/PSB progenitor regions and, importantly, a reduction in ventral and lateral postmitotic compartments where *Pcdh8^+^* cells are normally present (Fig. S5D).

**Fig. 2.**
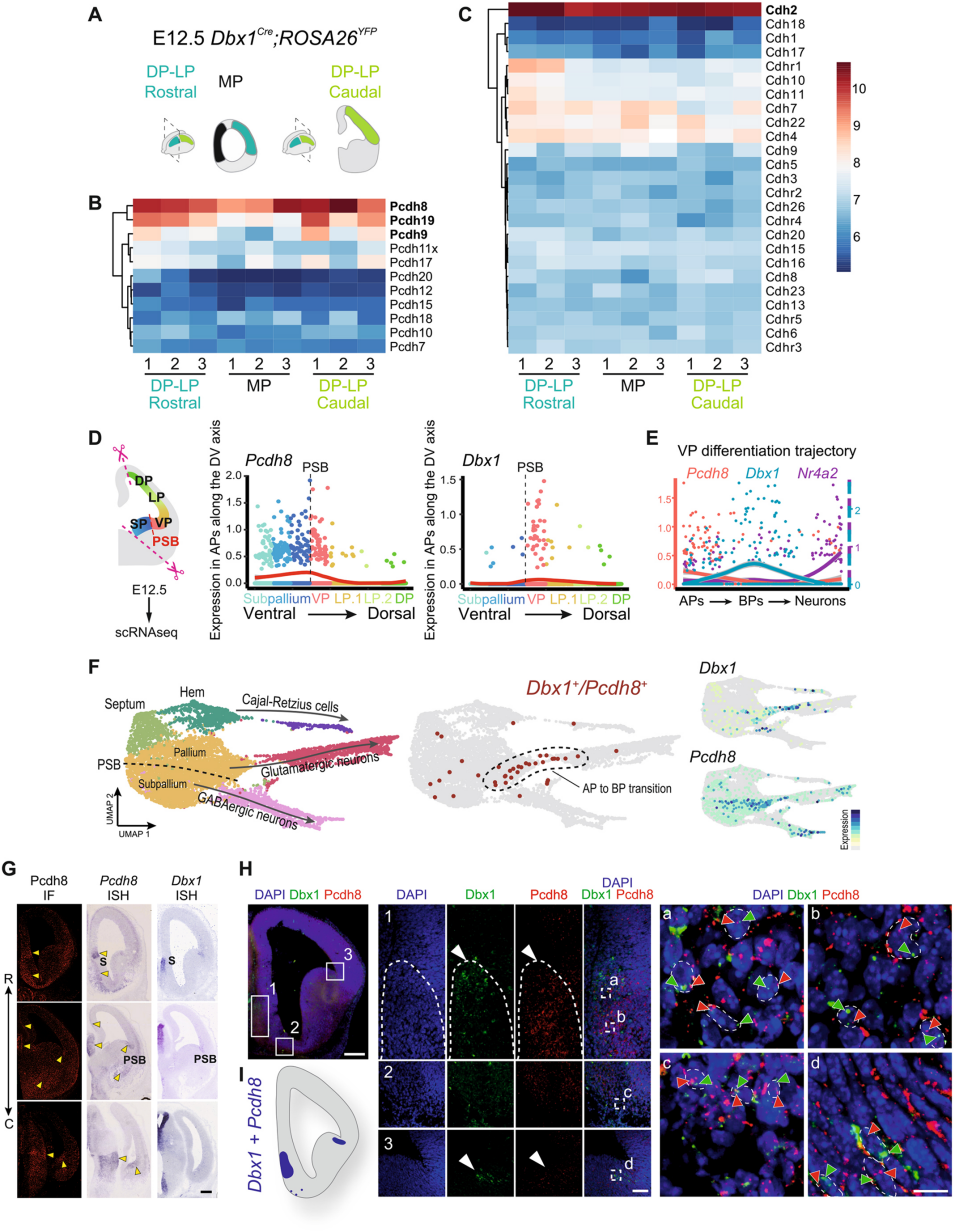
**The endogenous expression of Pcdh8 and Dbx1 partially overlaps.** (A) Experimental design: E12.5 *Dbx1^Cre^;Rosa26^YFP^* brain showing dissected regions of medial pallium (MP), dorsal pallium (DP) and lateral pallium (LP) at rostral and caudal levels used for bulk transcription profiling of FACS-sorted YFP^+^ cells. (B,C) Heatmaps of microarray analysis from E12.5 *Dbx1^Cre^;Rosa26^YFP^* brains (*n*=3) showing expression levels of Pcdhs (B) and cadherins (Cdhs) (C). The colour scale (right) represents expression intensity from low (blue) to high (red). (D) Left: schematic of the dissected brain region from E12.5 WT used for scRNAseq. Right: comparison of *Pcdh8* and *Dbx1* gene expression trends along pseudo-DV scores. Each dot represents a single apical progenitor (AP), color-coded by domain. SP, subpallium; VP, ventral pallium; PSB, pallial-subpallial boundary. The red curve indicates the smoothed expression profile. (E) Comparison of *Pcdh8*, *Dbx1* and *Nr4a2* gene expression trends along the VP differentiation trajectory, from APs to basal progenitors (BPs) to neurons, mapped onto pseudotime. (F) Left: UMAP of the scRNAseq dataset from E11.5-E12 WT telencephalic vesicles, with cells colour-coded by type. Neuron types are indicated, and arrows represent the main differentiation trajectories. The dashed line marks the PSB. Middle: Cells co-expressing *Dbx1* and *Pcdh8* (dark red) are mostly found at the AP-to-BP transition (dashed area). Right: UMAP visualisation of *Dbx1* and *Pcdh8* gene expression. (G) Left: confocal images of Pcdh8 (red) immunofluorescence (IF) in coronal sections of E12.5 WT mouse brain. Right: bright-field images of *Pcdh8* and *Dbx1* ISH in E12.5 WT coronal sections. The double arrow line (far left) indicates the rostro-caudal (R-C) axis. Yellow arrowheads indicate strong correspondence between Pcdh8 signals in IF and ISH, validating the anti-Pcdh8 serum. S, septum. (H) Confocal images of E12.5 WT mouse coronal brain sections showing *Dbx1* (green) and *Pcdh8* (red) FISH, with DAPI (blue). Regions 1-3: (1) medio-ventral septal postmitotic compartment; (2) postmitotic compartment of pallial cells migrating ventrally; (3) PSB. White arrowheads indicate areas of highest Dbx1 and Pcdh8 expression. Dashed squares (Ha-Hd) magnified on the right; dashed circles outline cells co-expressing *Dbx1* (green arrowheads) and *Pcdh8* (red arrowheads) signals. (I) Schematic showing overlapping regions with high *Dbx1* and *Pcdh8* expression detected by FISH. Scale bars: 100 μm (G and H, upper left); 25 μm (H1-H3); 5 μm (Ha-Hd).

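To place the *Dbx1+Pcdh8+* cells of the telencephalic vesicle, the 9755 neural cells were ordered by the log2 ratio of UMIs of 11 neuronal genes to UMIs of 9 AP genes, and divided into 10 bins of equal size. BP marker genes rose above the midpoint of their range from 0 to the maximum in bins 8 and 9, which were taken as the AP-to-BP transition. Of the co-expressing cells, 15 lay in these bins (17.6%, 95% interval 10.2 to 27.4%). Bin 8 held 14 of them, against 3.79 expected from the product of the 2 shares within the bin, and bin 9 held 1, against 1.25 expected. The largest number, 16 cells, lay in bin 7, next to the transition on the AP side, where 7.05 were expected. Bins 3, 4 and 5 held 12, 12 and 13 cells, against 6.30, 6.31 and 5.82 expected. These expected numbers do not take the depth of the cells into account. The share moved most with 5 bins in place of 10, to 31 cells (36.5%, interval 26.3 to 47.6%). Taking the cells of the BP cluster as the transition gave 16.5% (interval 9.31 to 26.1%).

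**Figure D1:**
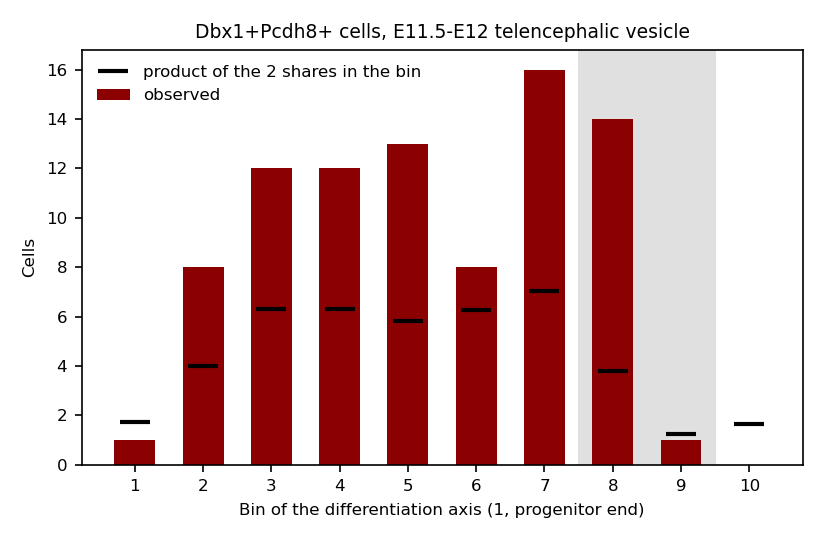
Number of *Dbx1+Pcdh8+* cells in each of 10 bins of neural cells of the E11.5-E12 telencephalic vesicle, from the progenitor end (bin 1) to the neuron end (bin 10) of the differentiation axis. Bars show the cells observed, black dashes the number expected from the product of the 2 shares in the bin, and grey shading the AP-to-BP transition (bins 8 and 9), which holds 15 of the 85 cells.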

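In the telencephalic vesicle, *Dbx1* was highest in BP-like cells, with 40.4 CPM (95% interval 35.5 to 45.8), followed by Cajal-Retzius-like cells with 22.3 CPM (interval 15.2 to 31.4). VP-like APs held 8.30 CPM (interval 6.14 to 11.0), and APs without a clear regional likeness 7.62 CPM (interval 6.69 to 8.65). The level was 2.71 CPM (interval 2.18 to 3.34) in pallial-like, 2.68 CPM (interval 2.09 to 3.40) in septal-like and 2.02 CPM (interval 1.37 to 2.87) in subpallial-like APs, and 0.195 CPM in GABAergic-like neurons. The APs without a clear regional likeness pool clusters that differ, with *Dbx1* in 117 of 706, 19 of 926 and 6 of 375 cells. The cluster of 706 cells also held 26 of the 85 *Dbx1+Pcdh8+* cells. *Pcdh8* was highest in GABAergic-like neurons with 19.7 CPM (interval 16.0 to 23.9). Among APs, it reached 12.8 CPM (interval 11.5 to 14.1) in those without a clear regional likeness, 11.9 CPM (interval 9.24 to 15.0) in VP-like, 7.31 CPM (interval 6.30 to 8.43) in septal-like and 5.93 CPM (interval 4.78 to 7.28) in subpallial-like APs. It was 3.11 CPM (interval 2.53 to 3.77) in pallial-like APs and 2.56 CPM (interval 1.95 to 3.30) in hem-like clusters, which differed by less than the counting intervals. BP-like cells held 8.11 CPM (interval 6.00 to 10.7). As a share of cells, *Pcdh8* was found in 21.9% of 265 VP-like and 6.50% of 1324 pallial-like APs, and after thinning, which left out 3 and 17 of these cells, in 4.96% (interval 2.67 to 8.34%) and 2.14% (interval 1.43 to 3.08%). The thinned share was 2.25% (interval 1.45 to 3.33%) in septal-like and 1.75% (interval 1.04 to 2.76%) in subpallial-like APs. By thinned shares, pallial-like APs were thus not told apart from septal-like and subpallial-like APs, unlike by CPM. Cells of blood and vessel type, thinned in the same way, held *Pcdh8* in 1 of 440 cells (0.227%, interval 0.00575 to 1.26%).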

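Levels along differentiation were compared by dividing the cells of each lineage into 10 bins of equal size along the same axis of neuronal over AP genes. In the telencephalic vesicle, the pallial lineage comprised 2940 cells of the pallial-like and VP-like AP, BP-like and pallial glutamatergic-like clusters. *Dbx1* rose from 5.20 CPM (95% interval 3.79 to 6.96) in bin 5 to 18.1 CPM (interval 15.0 to 21.7) in bin 6 and a maximum of 27.7 CPM (interval 21.8 to 34.8) in bin 7, where BP marker genes were also highest. It fell to 1.66 CPM (interval 0.453 to 4.25) in bin 10. *Pcdh8* was 10.9 CPM (interval 7.71 to 14.9) in bin 1, lay between 2.66 and 7.1 CPM from bin 2 to bin 9, and was highest in bin 10 with 14.5 CPM (interval 10.1 to 20.2), so that its values at both ends differed by less than the counting intervals. *Nr4a2* had its maximum of 38.9 CPM (interval 34.9 to 43.3) in bin 4, fell to 11.5 CPM (interval 7.52 to 16.9) in bin 8, and stood at 32.8 CPM (interval 26.0 to 40.9) in bin 10. Its values in bins 4 and 10 differed by less than the counting intervals. The place of a maximum moved most under a Leiden resolution of 0.8, where that of *Pcdh8* lay in bin 1. In the septal explants, the septal lineage comprised 1258 cells of the septal-like AP and septal glutamatergic-like neuron clusters, without the BP-like cluster. *Dbx1* rose from 3.44 CPM (interval 1.26 to 7.48) in bin 2 to 121 CPM (interval 103 to 140) in bin 9. *Pcdh8* rose from 5.81 CPM (interval 2.51 to 11.4) in bin 7 to a maximum of 38.0 CPM (interval 27.7 to 50.9) in bin 8, which was the bin with the highest BP marker level, and was 21.4 CPM (interval 14.5 to 30.6) in bin 9 and 16.6 CPM (interval 10.7 to 24.4) in bin 10. *Nr4a2* stayed at or below 9.93 CPM (interval 5.56 to 16.4). The *Pcdh8* maximum lay before that of *Dbx1* here, as it did at a Leiden resolution of 2.5, with cell cycle genes kept and with 5 or 20 bins, but in bin 10 and thus after it when doublets were kept, with another random seed, or over all cells other than non-neural clusters. It lay in the same bin as that of *Dbx1* with all deposited barcodes, with at least 1000 genes per cell and at a Leiden resolution of 0.8.

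**Figure D2:**
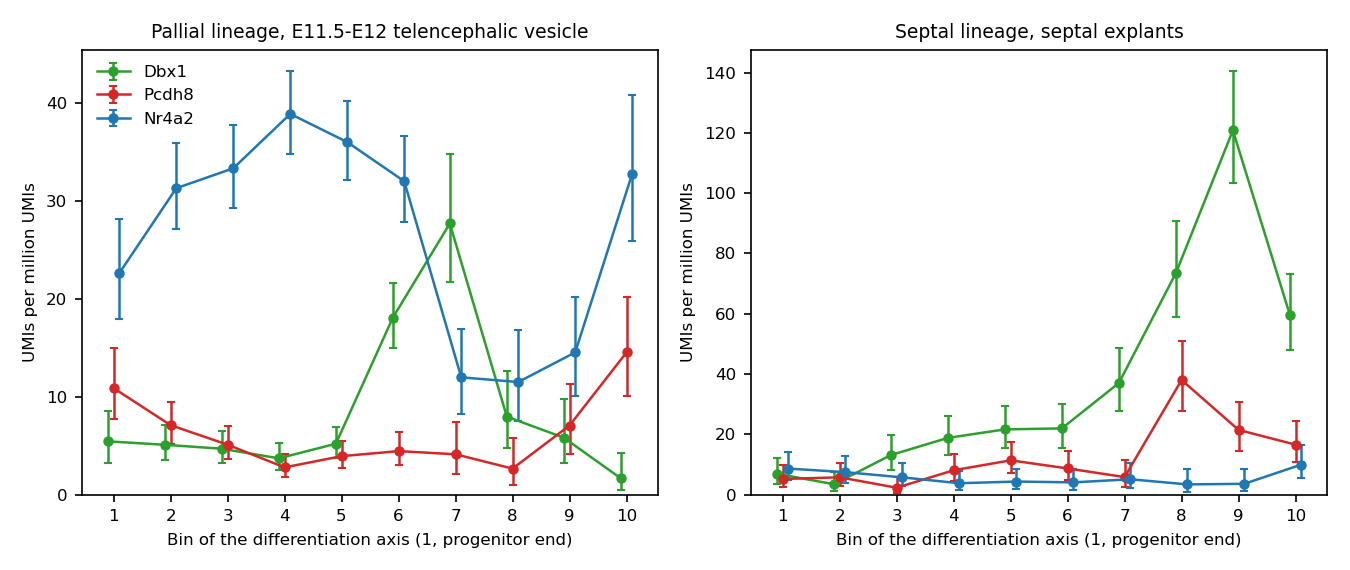
Levels of *Dbx1*, *Pcdh8* and *Nr4a2* in CPM in 10 equal bins of cells ordered from the progenitor end (bin 1) to the neuron end (bin 10), for the pallial lineage of the E11.5-E12 telencephalic vesicle (left) and the septal lineage of the septal explants (right). Points show the level over all cells of a bin and bars the 95% interval, and *Dbx1* peaks at 27.7 CPM in bin 7 on the left and at 121 CPM in bin 9 on the right, and *Pcdh8* at 14.5 CPM in bin 10 and 38.0 CPM in bin 8.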

We therefore conclude that *Dbx1* and *Pcdh8* display interrelated dynamic expression patterns in the developing telencephalon, occurring both concomitantly in AP/BP progenitors between E11.5 and E12.5, and sequentially during neuronal differentiation in both the VP and septal lineages, suggesting possible direct interaction. Furthermore, co-expression studies combined with tracing analysis confirm the existence of endogenous Dbx1^+^Pcdh8^+^ and Dbx1-derived Nr4a2^+^Pcdh8^+^ progenitors and neurons in the embryonic telencephalon.

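Dbx1-derived cells were taken from the septal explants as the 401 cells with at least 1 *tdTomato* UMI, of which 225 lay in AP and 128 in neuron clusters. *Dbx1* was found in 66 of them (16.5%, 95% interval 13.0 to 20.5%) and *Pcdh8* in 42 (10.5%, interval 7.65 to 13.9%). In cells without a *tdTomato* UMI, the shares were 9.07% for *Dbx1* (interval 8.29 to 9.91%) and 10.8% for *Pcdh8*. *Dbx1* and *Pcdh8* together were found in 2 *tdTomato+* cells (0.499%, interval 0.0605 to 1.79%), both in neuron clusters. None of the 225 cells in AP clusters held both, which allows a share of up to 1.33%. *Nr4a2* and *Pcdh8* together were found in 4 *tdTomato+* cells (0.998%, interval 0.272 to 2.53%), 3 in AP clusters and 1 in a neuron cluster. In cells without a *tdTomato* UMI, the share was 1.07% (interval 0.80 to 1.39%) for *Dbx1* with *Pcdh8*. It was 1.11% (interval 0.835 to 1.44%) for *Nr4a2* with *Pcdh8*. Many of these cells come from the E11.5 embryos, which carry no *tdTomato*, so that comparisons with them mix lineage with age and genotype. Cells with neither a *YFP* nor a *tdTomato* UMI can still come from embryos of both kinds. Of these, 17 of 1330 held *Dbx1* with *Pcdh8* (interval 0.746 to 2.04%), and 16 held *Nr4a2* with *Pcdh8* (interval 0.689 to 1.95%). Against neither set was a difference from the traced cells detectable at this depth, for either pair of genes. Among the 291 *tdTomato+* cells without a *YFP* UMI, the numbers of both kinds were again 2 and 4. After thinning, 252 cells still held a *tdTomato* UMI, of which 1 held *Dbx1* and *Pcdh8*, and none held *Nr4a2* and *Pcdh8*, which allows a share of up to 1.19%. The count of *Nr4a2* and *Pcdh8* also fell to 0 of 137 cells with at least 2 UMIs of each gene and of *tdTomato*. As a reference for free RNA and doublets, *tdTomato* was found in 38 of 3053 cells with at least 3 *YFP* UMIs (1.24%, interval 0.882 to 1.70%, median 13646 UMIs), which come from other embryos. It was found in 291 of 1621 cells without a *YFP* UMI (18.0%, interval 16.1 to 19.9%, median 12178 UMIs). From co-expression in these datasets and on sections together with the tracing, the paper concludes that such progenitors and neurons exist in the embryonic telencephalon.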

### Dbx1 EE induces Pcdh8 expression

To address whether Dbx1 EE regulates *Pcdh8* expression*,* we performed quantitative reverse transcription polymerase chain reaction (RT-qPCR) on lateral cortical tissue dissected 48 h post-electroporation (E11.5-E13.5) with Dbx1-iresGFP or GFP control expression vectors (Fig. 3A,B). We included in the analysis *Reln*, *Calb2* and *Nr4a2* given their known upregulation upon Dbx1 EE in the DP (Arai et al., 2019), *Ctip2* given its exclusion from Dbx1-induced aggregates (Fig. 1F,H; Fig. S2B) and *Pcdh9*, *Pcdh19* and *Ncad*. As expected, *Dbx1* mRNA levels increased in Dbx1-electroporated regions compared to controls (Fig. 3C). The expression levels of *Pcdh8*, *Nr4a2* and *Calb2* transcripts were significantly increased in the electroporated areas, while the remaining genes remained unchanged (Fig. 3D). Similar results were obtained 24 h post-electroporation (E11.5-E12.5), with a significant upregulation of *Dbx1*, *Pcdh8* and *Nr4a2* transcripts, arguing for a rapid, if not direct, regulatory effect (Fig. 3E,F). Additionally, following Dbx1 EE (E11.5-E13.5), we observed a significant negative correlation between *Pcdh19* and *Dbx1* gene expression (Fig. S6A), such that samples with higher *Dbx1* expression exhibited lower *Pcdh19* levels, pointing to a *Dbx1*-dose dependent regulation and other possible partners in gene co-regulation networks. This relationship was not observed for other cadherins (i.e. *Pcdh8*, *Pcdh9* and *Ncad*). Consistently, *Pcdh19* expression on sections was detected in DP but not in LP/VP progenitors at E12.5-E13.5 (Fig. S4B,C). In contrast, Dbx1 IUE at E12.5 (E12.5-E14.5) no longer altered *Pcdh8* and *Nr4a2* expression, but resulted in the upregulation of *Pcdh9*, *Pcdh19*, *Ncad* and *Ctip2* (Fig. S6B-E), which overall aligns with the absence of cell aggregates upon Dbx1 EE at this developmental stage (Fig. S6F).

**Fig. 3.**
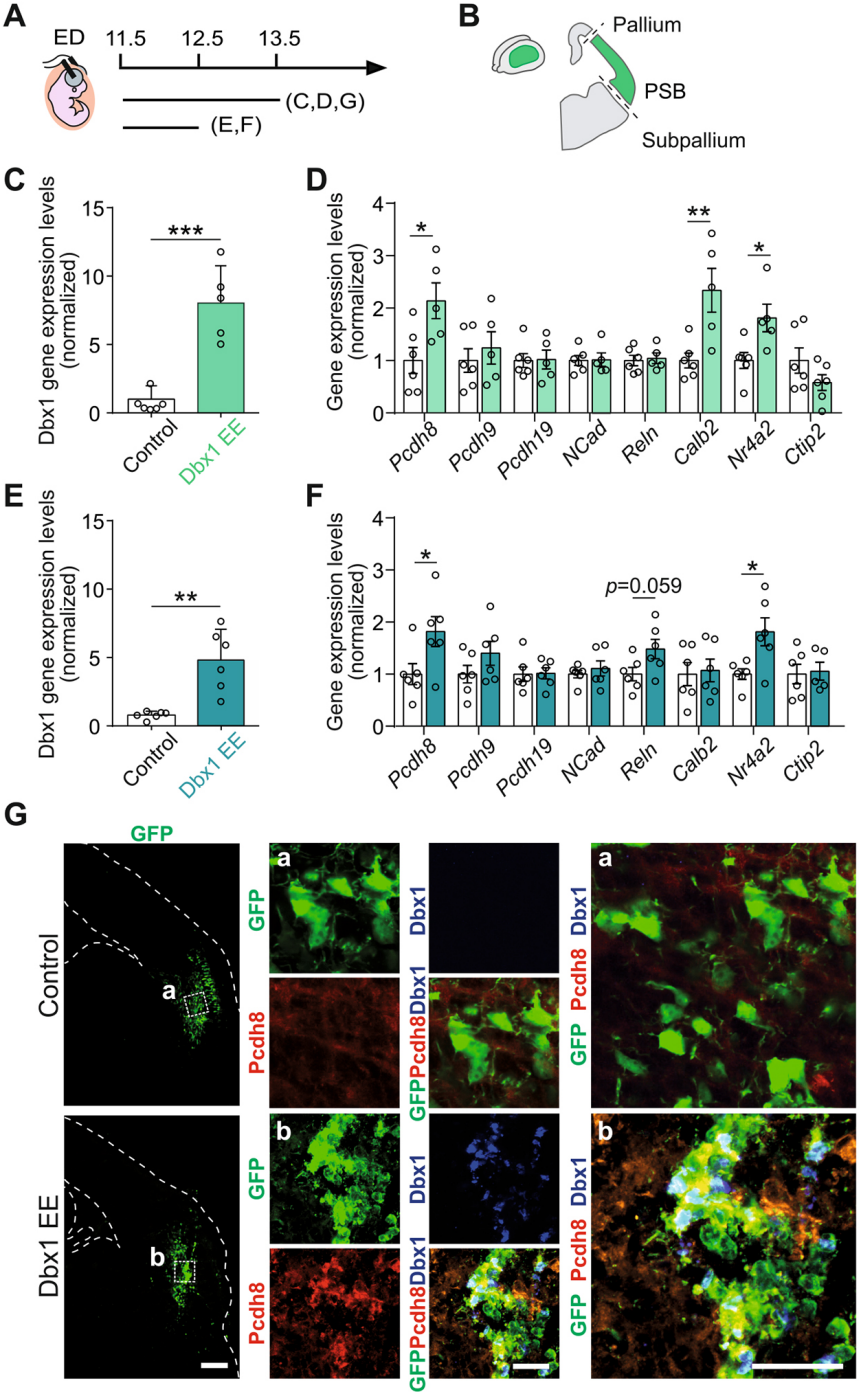
**Dbx1 EE induces *Pcdh8* gene expression in the electroporated area.** (A) Timeline of the *in utero* electroporation (IUE). ED, electroporation day. (B) Electroporated region dissection scheme. (C-F) qPCR quantifications of (C,E) *Dbx1* or (D,F) *Pcdh8*, *Pcdh9*, *Pcdh19*, *Ncad*, *Reln*, *Calb2*, *Nr4a2* and *Ctip2* gene expression upon IUE at E11.5 of a control vector or Dbx1 EE and analysis at E13.5 (C,D) and E12.5 (E,F). Gene expression levels normalised internally to *Gapdh* expression. Data are mean±s.e.m.; circles represent values from independent electroporated embryos (*n*=6 controls, *n*=5-6 Dbx1 EE). Two-tailed unpaired Student's *t*-test: (C) ***P=0.0002; (E) **P=0.0014; (D,F) *P≤0.05 and **P≤0.01. (G) Confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with control or Dbx1 EE, co-labelled with Pcdh8 (red) and Dbx1 (blue). Dashed squares (Ga,Gb) magnified on the right. Dashed lines outline the pallium and ventricle. Scale bars: 200 μm (G); 100 μm (magnification in Ga, Gb).

To validate these findings, and determine whether changes in gene expression are cell-autonomous, we performed co-immunostaining of Pcdh8 and Dbx1 on E11.5 Dbx1-electroporated brain sections. We confirmed higher cell-autonomous Pcdh8 protein expression in Dbx1 EE cells at E13.5 (Fig. 3G). At E18.5, the picture was more complex, as we observed both clusters of Pcdh8^high^Ctip2^−^Nr4a2^+^ cells below the CP (Fig. S7Aa,c; Fig. 1Ia,c), and Pcdh8^low^Ctip2^+^Nr4a2^−^ cell streams within the CP (Fig. S7Ab,d; Fig. 1Ib,d). Furthermore, following IUE at E11.5, the regular lateral Pcdh19 expression on E13.5 control sections was strongly reduced specifically where Dbx1-induced aggregates were formed (Fig. S7B), consistent with the negative correlation with *Dbx1* gene expression (Fig. S6A), supporting a *Dbx1*-mediated repression of *Pcdh19* transcription. Overall, these findings indicate a rapid and possibly time-restricted Dbx1 EE action on Pcdh8 upregulation as well as Pcdh19 repression in a cell-autonomous manner.

Since aggregation and cell fate allocation differed between DP and LP/VP, and δ-Pcdh (i.e. Pcdh8, Pcdh9 and Pcdh19) mediate exclusively homophilic aggregation while avoiding heterotypic aggregation (Bisogni et al., 2018), we examined the *Pcdh8*, *Pcdh9* and *Pcdh19* ISH data to directly compare their expression patterns at E11.5, E12.5 and E13.5 (Fig. S4A-C). This comparison revealed clear differences between LP and DP expression domains. For example, at E11.5/E12, *Pcdh9* exhibits strong expression in the postmitotic compartment with a lateral^high^-to-medial^low^ gradient, and is highly expressed in progenitors around the PSB, whereas at E12.5, *Pcdh19* is highly expressed in progenitors following a medial^high^-to-lateral^low^ gradient, with almost no expression at E12.5-E13.5, except in postmitotic neurons of the future piriform cortex (Fig. S4A-C). Moreover, expression patterns for all three Pcdhs were extremely dynamic between E11.5 (IUE time point) and E13.5 (analysis time point). These results thus reflect important spatio-temporal changes in δ-Pcdh expression that may influence the responsiveness of the cortical neuroepithelium to Dbx1 between E11.5 and E12.5, pointing to possible distinct Pcdh- and Cdh-related programmes induced by Dbx1 at these developmental stages.

### Pcdh8 is required for Dbx1-induced adhesion and fate specification

To determine the contribution of Pcdh8 to Dbx1-induced cell aggregation, we further investigated the epistasis between Dbx1 and Pcdh8 by combining Dbx1 EE with *Pcdh8* knockdown (KD). We first designed three shRNA constructs targeting *Pcdh8* and determined their efficiency by western blot analysis 48 h after co-transfection with a *Pcdh8* expression vector in HEK293T cells. We selected the most effective shRNA, which reduced *Pcdh8* expression by 51% compared to a control shRNA (Fig. S8A,B). When electroporated alone, the Pcdh8 shRNA did not induce obvious changes in cell aggregation (Fig. S8D) or cell identity (Nr4a2, Ctip2) (Fig. S8E,F). Next, we co-electroporated E11.5 mouse brains with Dbx1 EE and Pcdh8 shRNA or control shRNA constructs (Fig. 4A-C). Interestingly, we observed no aggregate formation with *Pcdh8* KD (Fig. 4B,C; Fig. S8G), thus indicating that Pcdh8 is required for Dbx1-induced adhesion. Moreover, we observed a reduced number of GFP^+^Nr4a2^+^ cells (Fig. 4D), and an increased number of GFP^+^Ctip2^+^ cells (Fig. 4E) compared to Dbx1 EE+control shRNA or Dbx1 EE alone, indicating that Pcdh8 is also necessary for Dbx1-induced fate determination. Since *Pcdh8* KD rescued the phenotypes induced by Dbx1 EE, we decided to monitor Dbx1 expression upon *Pcdh8* KD. Surprisingly, we observed a marked reduction of GFP^+^Dbx1^+^ cells compared with both Dbx1 EE+control shRNA and Dbx1 EE alone (Fig. 4C,F,G). We thus conclude that Pcdh8 is an essential component in Dbx1-induced aggregation and cell-fate determination.

**Fig. 4.**
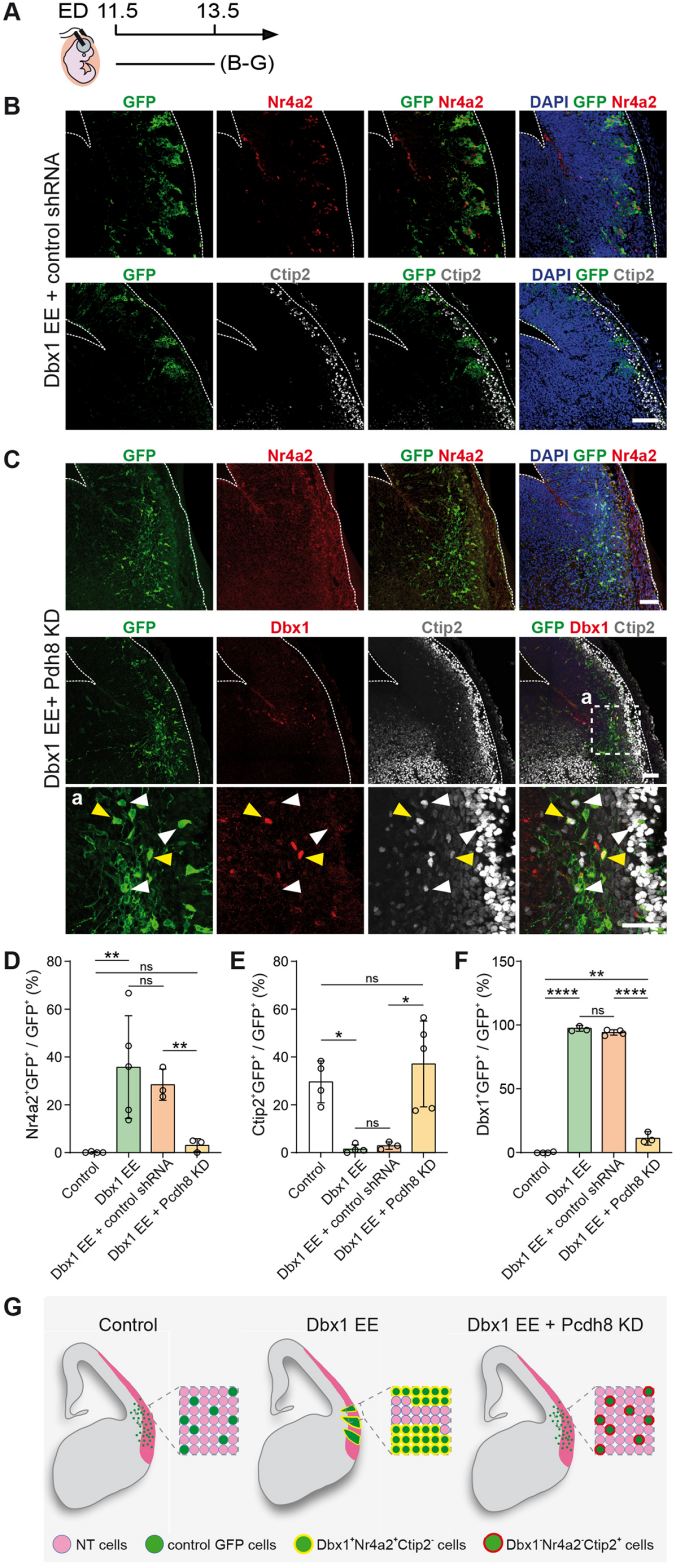
**Pcdh8 is responsible for the Dbx1 EE phenotype.** (A) Timeline of the *in utero* electroporation (IUE). ED, electroporation day. (B,C) Confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with Dbx1 EE+control shRNA or Dbx1 EE+*Pcdh8* KD (Pcdh8 shRNA), co-labelled with Nr4a2 (red) (B,C) or Ctip2 (grey) (B), or with Dbx1 (red) and Ctip2 (C). Dashed square (Ca) magnified below. White and yellow arrowheads indicate Dbx1^−^ and Dbx1^+^ cells, respectively. Dashed lines outline the pallium and ventricle. (D-F) Percentages of Nr4a2^+^GFP^+^ (D), Ctip2^+^GFP^+^ (E) and Dbx1^+^GFP^+^ (F) cells among GFP^+^ cells. Data are mean±s.e.m.; circles represent values from independent electroporated embryos (*n*=4 controls, *n*=3-5 Dbx1EE, *n*=3 Dbx1 EE+control shRNA, *n*=3-5 Dbx1 EE+*Pcdh8* KD). One-way ANOVA, post hoc Holm–Šidák: ns, not significant. (D) **P=0.0099 (control versus Dbx1 EE), **P=0.0034 (Dbx1 EE+control shRNA versus Dbx1 EE+*Pcdh8* KD); (E) *P<0.05 (control versus Dbx1 EE), *P=0.0187 (Dbx1 EE+control shRNA versus Dbx1 EE+*Pcdh8* KD); (F) ****P<0.0001, **P=0.0021. (G) Scheme of *Pcdh8* KD effect on Dbx1 EE-induced aggregate formation and cell fate. Scale bars: 100 μm.

### Pcdh8 EE results in major reorganisation of pallial domains

To further investigate the epistasis between Dbx1 and Pcdh8, we performed Pcdh8 gain-of-function (Pcdh8 EE) in the LP, which is a territory devoid of Dbx1 expression, by IUE at E11.5 (E11.5-E13.5) using a pCAGGS-Pcdh8-iresGFP plasmid. First, we confirmed Pcdh8 ectopic expression through western blotting (Fig. S8A,C) and IF (Fig. S8H). In addition, ISH revealed similar expression levels of *Dbx1* and *Pcdh8* in both Dbx1 EE and Pcdh8 EE experiments (Fig. S8I). Upon Pcdh8 EE, the electroporated cortical region exhibited increased thickness compared to the contralateral non-electroporated hemisphere (Fig. 5A-C). ISH experiments revealed major tissue reorganisation, consisting in the formation of large circumferential GFP^+^ structures that recapitulated the DV partitioning of pallial domains, with patches or stripes of cells expressing the ventral markers *Shh* or *Gsx2* segregated from cells positive for the dorsal markers *Lhx2* or *Bhlhe22* (Fig. 5D; Fig. S8J,K). Moreover, we observed that markers of cycling progenitors such as Pax6 (Fig. 5E,F) or *Notch1* (Fig. 5D; Fig. S8K) were affected and extended outside of the VZ. Strikingly, *Dbx1*, which is normally restricted mostly to BPs of the VP, was found expressed throughout the electroporated area (Fig. 5D; Fig. S8K). Altogether, Pcdh8 EE caused the local overgrowth of rosette-like structures, characterised by an outer layer of *Pcdh8*, *Dbx1*, *Bhlhe22* and *Shh*-expressing cells, segregating and organising *Pax6*, *Lhx2* and *Notch1*-positive cells at the centre. The rosettes often displayed a central lumen lined by PH3^+^ mitotic cells, surrounded by GFP^+^ (Pcdh8^+^) cells (Fig. 5G,H) and delineated by Ncad^+^ apical junctions (Fig. 5I). We observed the delamination of PH3^+^ APs (Fig. 5G) that correlated with the disruption of Ncad^+^ adherens junctions in the neuroepithelial cells lining the ventricle (Fig. 5I).

**Fig. 5.**
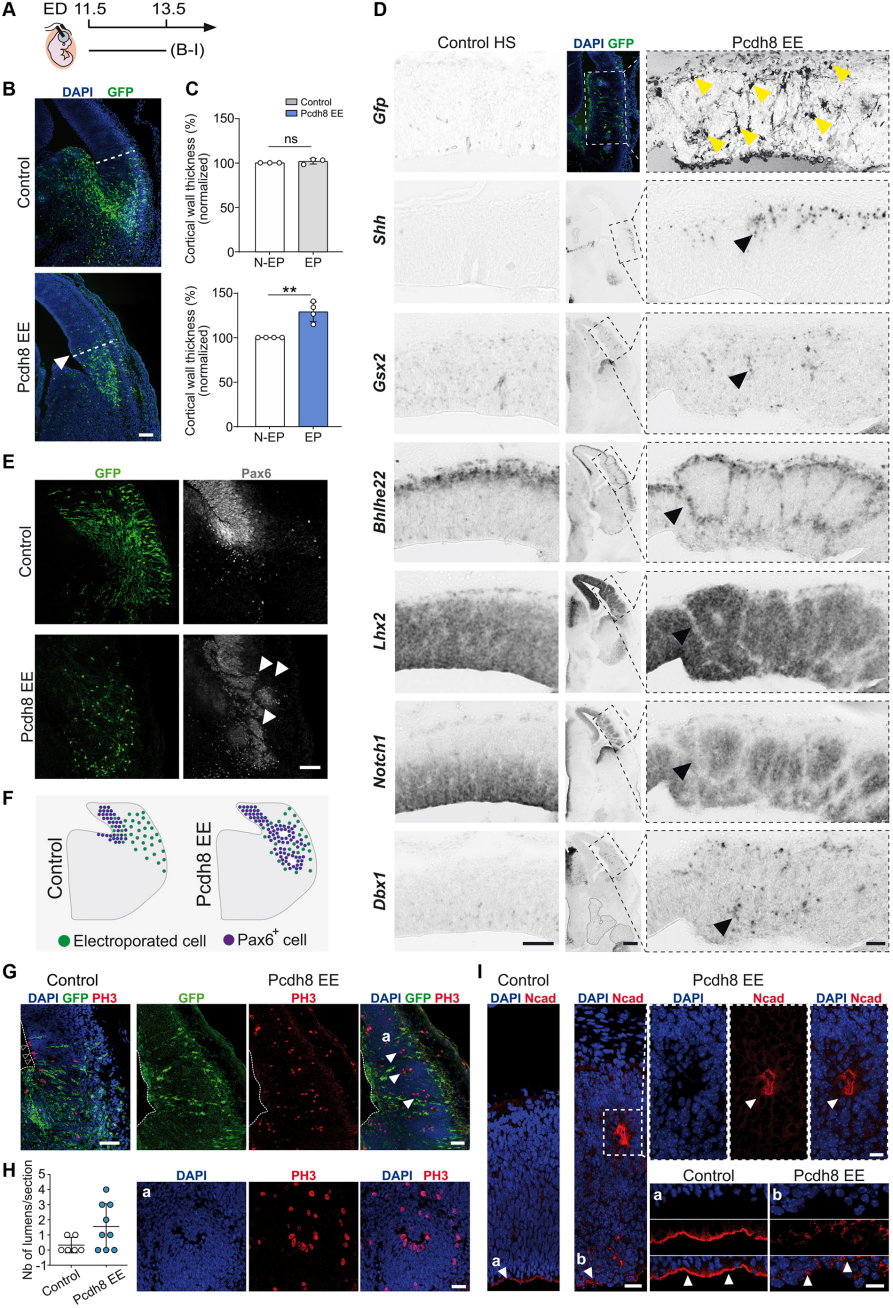
**Pcdh8 EE causes reorganisation of the developing pallium.** (A) Timeline of the *in utero* electroporation (IUE). ED, electroporation day. (B) Confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with control or Pcdh8 EE, counterstained with DAPI (blue). White arrowhead indicates the region of pallial overgrowth. Dashed lines indicate thickness measurements. (C) Quantification of cortical wall thickness in the electroporated (EP) region from B for control (top) and Pcdh8 EE (bottom), normalised to the thickness of the non-electroporated (N-EP) contralateral hemisphere. Data are mean±s.e.m. Circles represent values from independent electroporated embryos (*n*=3 controls, *n*=4 Pcdh8 EE). Two-tailed unpaired Student's *t*-test: **P=0.0020, ns, not significant. (D) Confocal image of GFP (green) in the Pcdh8 EE area (top middle), counterstained with DAPI (blue), and bright-field ISH for *Gfp*, *Shh*, *Gsx2*, *Bhlhe22*, *Lhx2*, *Notch1* and *Dbx1* in coronal sections of E13.5 mouse brains electroporated at E11.5. The left panel shows the contralateral control hemisphere (HS) from the same section as Pcdh8 EE (right panel). Dashed rectangles from the Pcdh8 EE area magnified on the right. Yellow arrowheads indicate cells displaying Pcdh8 EE. Black arrowheads indicate altered mRNA expression. (E) Confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with control or Pcdh8 EE, co-labelled with Pax6 (grey). White arrowheads indicate the disorganisation of Pax6^+^ cells within the ventricular zone (VZ) and ventral pallium (VP). (F) Scheme of Pax6^+^ cell distribution 48 h after IUE as in E. (G) Confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with control or Pcdh8 EE, co-labelled with PH3 (red) and DAPI (blue) counterstaining. Empty and white arrowheads indicate PH3^+^ cells aligned with or outside the VZ (dashed line), respectively. Rosette (Ga) magnified below. (H) Quantification of rosettes in control and Pcdh8 EE brain sections. Data are mean±s.e.m. Circles represent values from individual sections from at least three independent electroporations (*n*=6 controls, *n*=9 Pcdh8 EE, 1-2 sections/mouse). (I) Confocal images of representative regions from control and Pcdh8 EE (IUE E11.5-E13.5) labelled with Ncad (red) and DAPI (blue). Dashed square and VZ (a,b) regions magnified at the top and bottom right, respectively. White arrowheads indicate Ncad lining. Scale bars: 200 μm (B,D); 100 μm (E,G,I and magnification in D); 50 μm (Ga and magnification in I).

We therefore conclude that ectopic Pcdh8 expression disrupts the local organisation of the telencephalic neuroepithelium through the modulation of cell adhesion, resulting in alterations in DV patterning gene expression and apico-basal polarity within the LP.

### Cell-autonomous control of cell fate by Pcdh8

The very precise segregation of gene expression in outer and central domains of the observed rosette-like structures prompted us to evaluate more precisely the cell-autonomous versus non-cell-autonomous function of Pcdh8. We initially performed Dbx1 IF on brain sections of E11.5-electroporated embryos, 48 h after IUE with Pcdh8 EE (E11.5-E13.5). The analysis revealed extensive co-localisation, with 90%±5% of Pcdh8 EE-expressing cells (GFP^+^) being Dbx1^+^, compared to 0% of control GFP-transfected cells (Fig. 6A-C). Furthermore, 16.47%±2.38% of Pcdh8 EE-expressing cells were Nr4a2^+^Ctip2^−^, compared to only 0.29% in controls (Fig. 6D,E), while the Nr4a2^+^Ctip2^+^ subplate-like cells remained low and comparable between Pcdh8 EE and control conditions (Fig. 6D,F). This suggests that, similar to Dbx1 EE, Pcdh8 EE does not produce subplate neurons in the LP. On the other hand, the proportion of Ctip2^+^Nr4a2^−^ cells was reduced among Pcdh8-transfected cells (19.92±0.95%) compared to controls (29.54±4.37%) (Fig. S9A,B). Additionally, and in contrast to Dbx1 EE, the proportion of pallial Bhlhe22-expressing neurons was markedly increased in Pcdh8-transfected cells (42.3±0.95%) relative to controls (16.7%±11.8%), while *Pcdh8* KD did not alter this cell fate (Fig. S9C,D). These findings are consistent with the cell fate effects of Dbx1 EE (Fig. 1), indicating that Pcdh8 can regulate a similar cell fate, likely of the CLA lineage (Nr4a2^+^Ctip2^−^), in the developing LP/VP in a cell-autonomous manner.

**Fig. 6.**
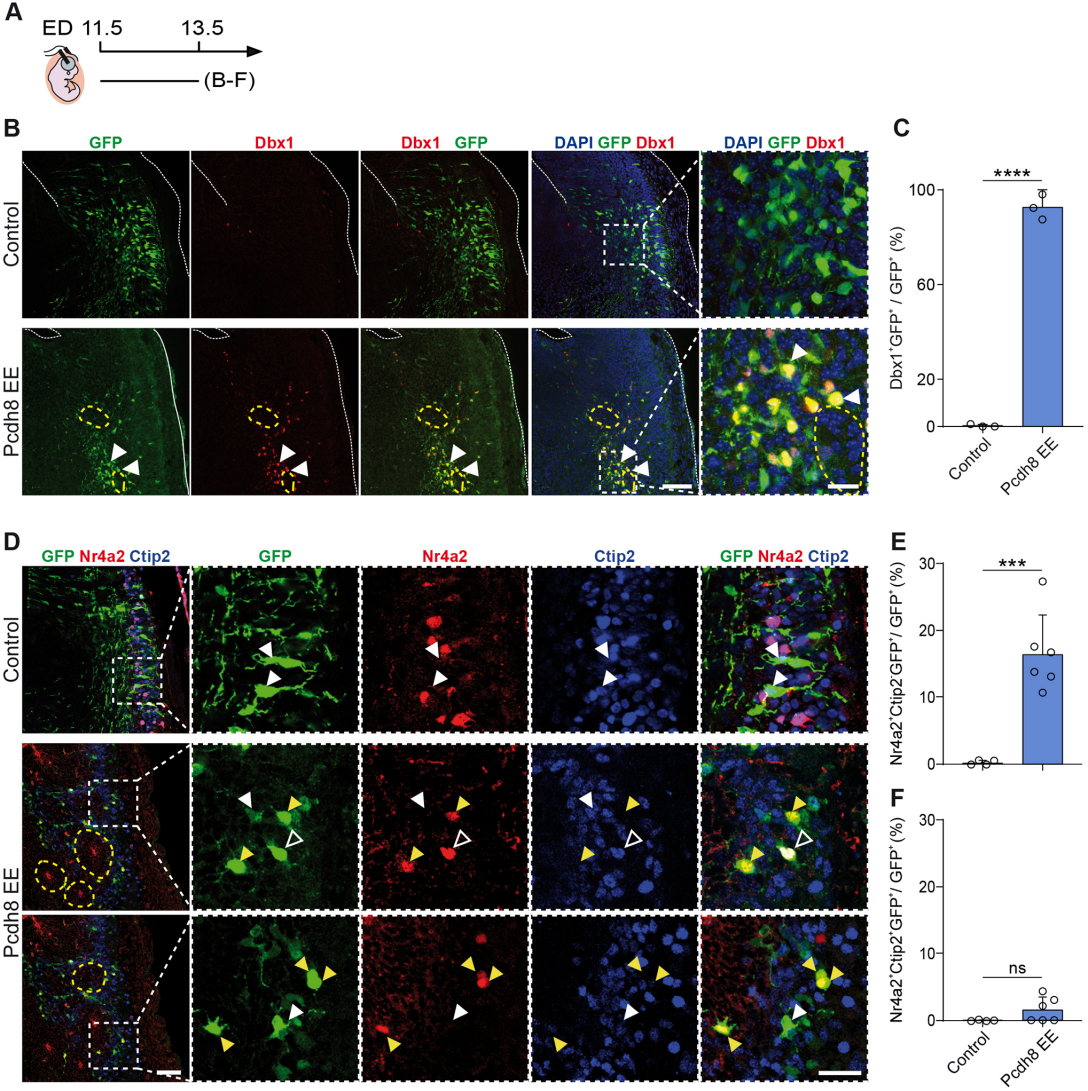
**Pcdh8 EE induces Dbx1 and Nr4a2^+^ CLA-like neuron fate.** (A) Timeline of the *in utero* electroporation (IUE). ED, electroporation day. (B) Confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with control or Pcdh8 EE, co-labelled with Dbx1 (red) and DAPI (blue) counterstaining. White arrowheads indicate Dbx1^+^GFP^+^ cells. Dashed squares highlight GFP^+^ regions magnified on the right. Dashed lines outline the pallium and ventricle. (C) Percentage of Dbx1^+^GFP^+^ cells among total GFP^+^ cells. Circles represent values from independent electroporated embryos (*n*=3 each condition). (D) Confocal images of GFP (green) in coronal sections of E13.5 brains electroporated at E11.5 with control or Pcdh8 EE, co-labelled with Nr4a2 (red) and Ctip2 (blue). Dashed boxes are magnified on the right. Yellow, empty and filled white arrowheads indicate Nr4a2^+^Ctip2^−^GFP^+^, Nr4a2^+^Ctip2^+^GFP^+^ and Ctip2^+^Nr4a2^−^GFP^+^ cells, respectively. (E,F) Percentages of Nr4a2^+^Ctip2^−^GFP^+^ (E) and Nr4a2^+^Ctip2^+^GFP^+^ (F) cells among GFP^+^ cells. Circles represent individual section values (*n*=3 electroporations/condition, 1-2 sections/mouse). Dashed yellow lines outline Pcdh8 EE-induced rosette-like structures. Data are mean±s.e.m. Two-tailed unpaired Student's *t*-test: ****P<0.0001 (C), ***P=0.0006 (E), ns, not significant (F). Scale bars: 200 μm (B); 100 μm (D); 50 μm (magnification in B and D).

### Pcdh8 EE controls progenitor identity by impairing Jag1-mediated Notch signalling

To further investigate the mechanisms by which Pcdh8 controls the establishment of neuronal identity, we monitored cell proliferation and cell cycle exit following Pcdh8 IUE. We first quantified the number of mitotic progenitors among transfected cells (GFP^+^PH3^+^) and compared their positioning within the neuroepithelium of Pcdh8- and control GFP-electroporated brains. We observed a complete cell-autonomous switch from ventricular to abventricular mitotic figures upon Pcdh8 EE (Fig. S10A-E), consistent with the observed disruption of apico-basal polarity (Fig. 5D,G,I). Additionally, after the administration of a single pulse of EdU at E12.5, thus 24 h post-surgery, quantification of EdU^+^ transfected cells revealed that Pcdh8 EE led to a ∼50% reduction in S-phase entry compared to controls (Fig. S10A,B,F) suggesting premature cell cycle exit.

Given the massive disruption of the mitotic/postmitotic compartmentalisation upon Pcdh8 EE (Fig. 5D-H; Fig. S8K) and the role of the Notch pathway in maintaining the radial glia phenotype (Blackwood, 2019) and preventing premature differentiation (Ramos et al., 2010), we examined the expression of Notch ligands Delta1 and Jag1 (Lasky and Wu, 2005; Stump et al., 2002) 48 h after Pcdh8 IUE of E11.5 mouse brains (E11.5-E13.5) (Fig. 7A). We found that a non-cell autonomous Delta1 upregulation at the centre of Pcdh8-induced rosettes (Fig. 7B) is accompanied by a cell-autonomous decrease in Jag1 expression (Fig. 7C). To functionally assess whether Jag1 downregulation is responsible for the observed phenotype, we performed co-electroporation of Pcdh8 EE with a Jag1-expressing plasmid. We showed that Jag1 EE prevented the formation of rosettes, as well as the associated overgrowth and abnormal cell distribution, effectively rescuing the phenotype (Fig. 7D). Together, the differential regulation of Delta1 and Jag1 by Pcdh8 EE, along with the rescue of the phenotype by Jag1 EE, indicate that the Notch pathway mediates the response to Pcdh8. These findings suggest that Jag1 downregulation is responsible for altering the fate programme of transfected progenitors (Fig. 7E) and disrupting the neuroepithelial organisation (Fig. 7F).

**Fig. 7.**
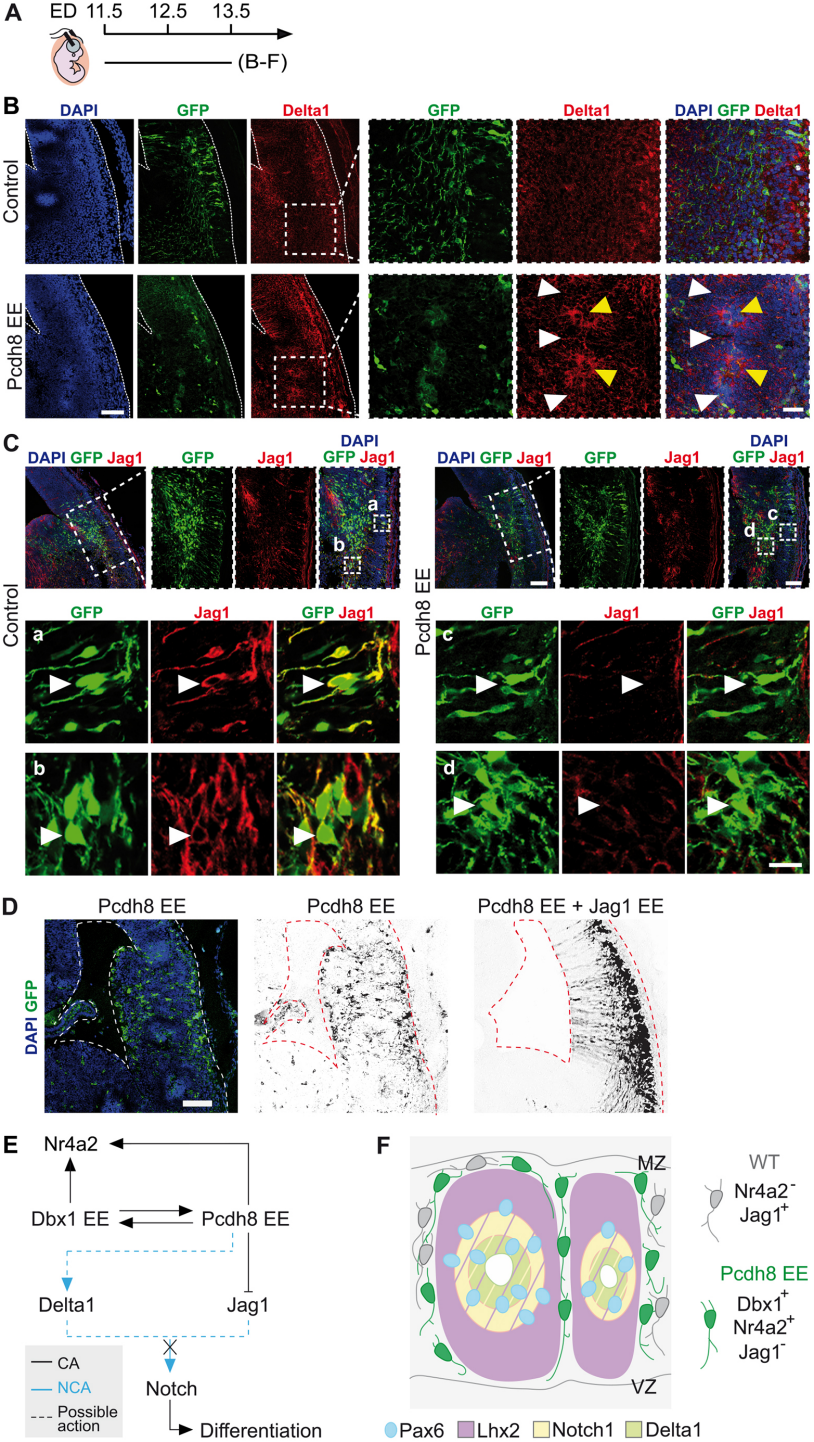
**Pcdh8 EE phenotype is mediated by the Notch1 pathway.** (A) Timeline of the *in utero* electroporation (IUE). ED, electroporation day. (B) Confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with control or Pcdh8 EE, co-labelled with Delta1 (red) and DAPI (blue) counterstaining. Dashed squares are magnified on the right. Yellow and white arrowheads indicate Delta1 accumulation or surrounding GFP^+^ cells with low Delta 1 signal, respectively. Dashed lines outline the pallium and ventricle. (C) Confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with control or Pcdh8 EE, co-labelled with Jag1 (red) and DAPI (blue) counterstaining. Dashed rectangles magnified on the right. Insets in control (Ca,Cb) and Pcdh8 EE (Cc,Cd) magnified in the bottom panels. White arrowheads indicate representative cells of each condition. (D) Confocal images of coronal sections of E13.5 mouse brain cortices electroporated at E11.5 with Pcdh8 EE alone or co-electroporated with Jag1 EE (1:1 ratio). GFP (green) and DAPI (blue) staining and grayscale GFP images are shown. Dashed lines delineate the pallium and ventricle. (E) Scheme of proposed interactions between Dbx1, Pcdh8, Notch signalling and cell fate markers. CA, cell autonomous; NCA, non-cell autonomous. (F) Cartoon depicting rosette-like structure composition formed upon Pcdh8 EE. Scale bars: 200 μm (B,C); 100 μm (D and magnification in C); 50 μm (magnification in B); 25 μm (Ca-Cd).

Taken together, these results show that manipulating cell adhesion through ectopic Pcdh8 expression is sufficient to affect neuronal fate acquisition in a cell-autonomous manner via Notch signalling alteration and premature cell cycle exit.

## DISCUSSION

### Adhesion is an important component of cell identity

TFs accomplish a key role in establishing and maintaining different cell types during development. Indeed, changes in their expression levels (e.g. due to ectopic expression of Pax6, Lhx2 or Dbx1) alter initial programmes of progenitor cells (Arai et al., 2019; Pataskar et al., 2016; Subramanian et al., 2011). Our data demonstrate that changes in Dbx1 expression influence cellular adhesive properties via Pcdh8, making it an essential element of cell identity that is sensitive to Pcdh levels. Interestingly, an emerging role for cPcdhs in the spatial and functional organisation of neurons has recently been shown in the neocortex (Lv et al., 2022). Clustered Pcdhs are expressed in combinatorial patterns by excitatory neurons derived from the same progenitor cell, and these specific surface patterns guide neuronal positioning and connectivity with other neurons (Lv et al., 2022). However, the mechanisms regulating the expression of distinct cPcdhs patterns remain undescribed. Here, we demonstrate that EE of the TF Dbx1 changes the spatiotemporal competence of the cortical neuroepithelium, consistent with its established role as a strong cell-fate determinant across CNS regions (Arai et al., 2019; Bouvier et al., 2010; Pierani et al., 2001; Sokolowski et al., 2016). Specifically, we found that Dbx1 EE imparts different cell fates in a time- and region-dependent manner. Temporally, it promoted the generation of Nr4a2^+^Ctip2^−^ cells (not subplate neurons) at E11.5 and Nr4a2^−^Ctip2^+^ at E12.5 in the LP. Regionally, at E11.5, it gives rise to Cajal-Retzius and subplate neurons in the DP (Arai et al., 2019), while in the LP/VP it induced Nr4a2^+^Ctip2^−^ cells, and not the dorsal pallial marker Bhlhe22, likely characteristic of the CLA (Mantas et al., 2024; Yan et al., 2025 preprint). These distinct outcomes correlated with the induction of distinct Pcdhs, namely Pcdh8 at E11.5 and Pcdh9/Pcdh19 at E12.5, suggesting that progenitor cell competence varies over time, producing daughter cells with different Pcdh expression combinations on their surface. Consistently, our expression analyses show that δ-Pcdhs (Pcdh8, Pcdh9, Pcdh19) display sharply distinct and dynamic spatial patterns between E11.5 and E13.5. Importantly, δ-Pcdhs mediate strictly homophilic adhesion and avoid heterotypic interactions (Bisogni et al., 2018). Even subtle mismatches in δ-Pcdh expression can prevent co-aggregation, implying that adhesive affinity and surface composition determine segregation behaviour. This principle likely explains why Dbx1 EE in the LP leads transfected cells into Pcdh8-expressing aggregates with CLA-like neuron profile (Nr4a2^+^Ctip2^−^Bhlhe22^−^Reln^−^Calb2^−^), whereas in the DP it did not induce aggregation but instead correlated with Cajal-Retzius and subplate-like neuron fates (Arai et al., 2019). We propose that high Pcdh8 expression in Dbx1 EE-expressing cells, combined with low Pcdh19 levels preferentially in LP/VP progenitors, promoted strong homophilic interactions and aggregate formation *in vivo*. Conversely, higher co-expression of other δ-Pcdhs (i.e. Pcdh19) in the DP likely reduces aggregation due to heterotypic incompatibility. Together, we believe that the strong cell-segregative character of Pcdh8, combined with dynamic developmental changes in adhesion molecule combinatorial codes, regional (medial-dorsal-lateral axis) and progenitor-specific differences along the DV axis (i.e. VP and septum versus subpallium), modulate adhesion strength (Bisogni et al., 2018) and possibly neuronal migration, thereby contributing to the segregation of distinct neuronal populations. Moreover, variations in adhesion properties can play a crucial role in organising properly functioning brain areas. Pcdh8 EE resulted in the reorganisation of expression of multiple TFs crucial for correct DV patterning (e.g. *Shh*, *Dbx1*, *Lhx2*), suggesting reciprocal regulation between adhesion molecules and transcriptional networks. Notably, during early stages of spinal cord development, specific cell adhesion molecules have been shown to follow the expression of TFs in selected progenitor domains (Tsai et al., 2020), ensuring robust tissue patterning. Altogether, our findings suggest that Dbx1 expression is both temporally and spatially restricted and, together with Pcdh8, can influence TF spatial organisation, thereby contributing to proper cortical development.

### Crosstalk between Pcdh8 and TFs determines CLA-like fate

Dbx1 was previously shown to function as a potent determinant of cell identity in the mouse spinal cord (Pierani et al., 2001). During early development, Dbx1-expressing domains are present at the borders of the pallium and subpallium, notably the VP/PSB and septum (Bielle et al., 2005; Griveau et al., 2010). Interestingly, we detected co-expression of Dbx1 and Pcdh8 in VP and septal progenitors, and Dbx1-derived cells in the postmitotic compartment of the septum and VP in a ventrally migrating stream toward the prospective CLA. We showed changes in *Pcdh8* expression domains in Dbx1*^lacZ/lacZ^* KO mice, notably a reduction in the *Pcdh8^+^* postmitotic compartment, suggesting that Dbx1 regulates Pcdh8 expression in a region-specific manner, restricting its expression in septal progenitors while promoting Pcdh8-expressing neuronal differentiation in the VP. This pattern correlates with the emergence of the lateral postmitotic Pcdh8^+^ (Nr4a2^+^) population; however, this population appears to be partially lost in the absence of Dbx1, likely resulting from impaired cell-cycle exit (García-Moreno et al., 2018). Moreover, genetic lineage tracing in the developing mouse cortex demonstrated that Dbx1 progenitors also give rise to Nr4a2^+^ and Pcdh8^+^ neurons located in territories corresponding to the future CLA. These data argue in favour of a potential direct, though not exclusive, interaction between Dbx1 and Pcdh8 in cell identity determination. At the molecular level, *Pcdh8* KD in Dbx1 EE cells prevented Dbx1 expression and consequently reversed CLA-like cell identity, whereas Pcdh8 EE induced both Dbx1 expression and CLA-like fate. While Dbx1 may control Pcdh8 expression at the transcriptional level, the use of the same pCAGGS promoter in both EE and KD experiments, together with GFP expression confirming successful transcription and translation, suggests that Pcdh8, in turn, modulates Dbx1 post-transcriptionally. Overall, these results clearly show that Dbx1 and Pcdh8 interact in a reciprocal manner within the VP/LP to specify CLA-like neuron identity. Complementing Arai et al. (2019), our data confirm that in mice, Dbx1^+^ progenitors do not generate subplate neurons, unlike in primates, and identify the bidirectional molecular interaction between Dbx1 and Pcdh8 that mediates Nr4a2^+^ CLA-like neuronal fate. This provides a previously unrecognised and important role for adhesion molecules in regulating TF expression and cell fate, providing key insights into cortical development and functional organisation.

### Pcdh8 regulates cortical development from cell to tissue organisation levels

Disturbance of TF expression such as Lhx2 and/or Pax6 results in re-patterning of TF expression domains (Mangale et al., 2008; Roy et al., 2014; Godbole et al., 2017) and tissue overgrowth (Mangale et al., 2008). We found that Dbx1 EE influenced cell fate by inducing Pcdh8 expression without major DV patterning defects. However, shifting Pcdh8 expression, typically restricted to the septum and/or ventrolateral domains, into more dorsal pallial regions disrupted the expression of TFs Lhx2 and Pax6 in progenitor cells. This was accompanied by AP delamination through loss of Ncad^+^ adherens junctions in the neuroepithelial cells lining the ventricle, and formation of rosette-like structures containing new proliferative centres enriched with Ncad. Moreover, we observed ectopic expression of the subpallial progenitor TF marker *Gsx2* in the DP, while the pallial postmitotic *Bhlhe22* localised to the periphery of the rosettes, both in a cell-autonomous or non-cell autonomous manner. These observations are more profound but still consistent with studies on disruptions of the Gsx2-Pax6-Dbx1 border at the PSB (Cocas et al., 2011) or the hem-antihem balance due to Lhx2 dysregulation, which dramatically impair DV organisation and, consequently, deform the developing pallium (Godbole et al., 2017). Since Pcdh expression localised to apical membranes (Lobas et al., 2012) and Ncad is crucial for neuroepithelial integrity and cortical organisation (Kadowaki et al., 2007), our work adds Pcdh8 as a new DV organiser. The observed phenotypic differences between Dbx1 EE and Pcdh8 EE likely derive from the timing of Pcdh8 expression, whether directly driven by the pCAGGS promoter/enhancer or induced later by Dbx1 EE (itself being first expressed under pCAGGS control). As Dbx1 promotes cell cycle exit (García-Moreno et al., 2018), pCAGGS-driven Pcdh8 will induce expression directly in APs, whereas pCAGGS-driven Dbx1 expression in APs will trigger rapid cell cycle exit, thus likely inducing Pcdh8 expression in young neurons (or BPs). Mechanistically, Pcdh8 may regulate TF expression, notably Dbx1, through post-transcriptional mechanisms mediated by its intracellular domain (ICD). The ICD links cadherin-mediated adhesion to Wnt signalling, crucial for cell fate, migration and tissue patterning (Pancho et al., 2020), by activating TAO2β and p38-MAP kinases, which regulate nuclear speckle function, RNA processing and post-transcriptional gene expression (Gao et al., 2003; Mahtani et al., 2001; Yasuda et al., 2007). Pcdh8 also modulates both non-canonical and canonical Wnt/β-catenin and AKT/GSK3β/β-catenin pathways (Unterseher et al., 2004; Zong et al., 2017). GSK3, a central regulator of neuronal development (Gizak et al., 2020), controls cadherin mRNA stability through β-catenin-dependent and -independent mechanisms (Farina et al., 2009; Gizak et al., 2020; Unterseher et al., 2004; Zong et al., 2017). Moreover, Pcdh8 activates Wnt/planar cell polarity (PCP) signalling, coordinating cell polarity and morphogenesis (Kraft et al., 2012; Medina et al., 2004). Its ICD further interacts with Sprouty, NLK1 and CK2β signalling factors to fine-tune Wnt signalling and Pcdh8 stability, while Pcdh8 expression itself is regulated by Wnt/PCP activity, forming a feedback loop (Schambony and Wedlich, 2007). Collectively, these results demonstrate that Pcdh8, which is normally strongly expressed in septal and VP/PSB progenitors, when ectopically expressed at or dorsal to the PSB can profoundly affect DV organisation and TF activity in both cell-autonomous and non-cell autonomous manners.

### Notch signalling as a downstream partner of Pcdh8

The Notch signalling pathway tightly controls both the temporal and spatial patterning of neuronal populations (Wang et al., 2015; Ware et al., 2016). Notch1 inactivation has been associated to accelerated neuronal differentiation in the mouse spinal cord and developing brain (Kong et al., 2015; Tokunaga et al., 2004; Yang et al., 2006). Additionally, it controls the number of neural progenitor cells that exit the cell cycle and undergo differentiation (Moore and Alexandre, 2020). We showed that Pcdh8 influences cell cycle exit and postmitotic fate acquisition, and that it represses Notch1 signalling ligands Jag1 and Dll1 in cell-autonomous and non-cell autonomous manners, respectively, thus suggesting a potential impact on differentiation. A rescue experiment combining Pcdh8 EE with Jag1 EE further demonstrated that restoring Jag1 in Pcdh8 EE restored normal pallial formation, providing strong evidence that Jag1 downregulation underlies the Pcdh8 EE-induced phenotype. Interestingly, Dbx1 was also shown to influence Jag1 expression in the spinal cord (Skaggs et al., 2011) and promotes cell cycle exit (García-Moreno et al., 2018). Together, these findings position the Notch pathway as a relevant candidate for the cooperative function between Pcdh8 and Dbx1, which pushes progenitors out of the cell cycle toward premature differentiation.

In summary, our study establishes adhesion molecules, notably Pcdh8, as newly discovered players in pallium morphogenesis and cell fate determination. Above all, we demonstrate that Pcdh8, through a bidirectional regulatory mechanism with the TF Dbx1, governs cell cycle dynamics and fate acquisition, ultimately shaping cortical organisation. Moreover, by identifying Notch signalling as a downstream effector of Pcdh8, our findings shed light on the regulatory mechanism coordinating adhesion, transcriptional control and neurogenesis, providing new insights into the molecular orchestration of neural development.

### Study limitations

The main limitation is the lack of specific embryonic CLA markers to formally demonstrate that the identity of Nr4a2^+^-induced neurons fully recapitulate mature CLA fate. Most known CLA markers are defined in adults (Fodoulian et al., 2025; Hara et al., 2025; Kaur et al., 2025), and developmental trajectories linking embryonic and mature populations remain unresolved. Nr4a2 thus remains the most representative early marker for CLA-like neurons. Dbx1-derived CLA neurons in the mouse represent a small subset of the Nr4a2^+^ population (Puelles et al., 2016), requiring other early markers to investigate changes in cell identity in the Dbx1 KO. Furthermore, studies using ectopic gene expression or KD strategies bear intrinsic drawbacks, such as non-physiological protein levels or potential off-target effects. Despite these limitations, our findings demonstrate a model in which TFs and cell adhesion molecules interact bidirectionally to define cell identity during cortical development.

## MATERIALS AND METHODS

### Animals

The following mouse lines were used and maintained on a *C57BL/6J* background: *Dbx1^lacZ^* (Pierani et al., 2001), *Rosa26^YFP^* (Srinivas et al., 2001) and *Rosa26^tdTomato^* (Madisen et al., 2012). All animals were handled in strict accordance with good animal practice as defined by the national animal welfare bodies, and all mouse work was approved by the Veterinary Services of Paris (authorisation number 75-1454) and by the Animal Experimentation Ethical Committee Paris-Descartes(CEEA-34) (reference 2018012612027541).

### Plasmid DNA cloning

For the study we used a pCAGGS-HA-mouseDbx1-ires-NLS-EGFP vector previously published in Arai et al. (2019). The Pcdh8 overexpression sequence was subcloned into the pCAGGS vector backbone using In-Fusion^®^ HD Cloning (Takara Bio) accordingly to the manufacturer's instructions.

Pcdh8 shRNAs and scrambled shRNA sequences were designed and subcloned into psiSTRIKECAG-ires-GFP vectors (a gift from Dr Billuart, Université Paris Cité, IPNP, INSERM U1266, and Institut Imagine, Paris, France) using In-Fusion^®^ HD Cloning (Takara Bio) according to the manufacturer's instructions. The most efficient shRNA, reducing Pcdh8 expression by 51% in HEK293T cells 48 h after co-transfection with the *Pcdh8* expression vector, was identified by western blot analysis.

### *In utero* electroporation

The procedure was carried out following previously published protocols (Arai et al., 2019; Szczurkowska et al., 2016). Briefly, to ensure the welfare of the animals used, 30 min before the surgery 50 µg/kg of Buprenorphine followed by 5 mg/kg Ketoprofen post-surgery subcutaneous administration were performed. WT *C57BL/6J* pregnant mice at E11.5 or E12.5 were subjected to incision under anaesthesia with Isoflurane (AXIENCE SAS), and the uterine horns were exposed onto 1× phosphate-buffered saline (PBS)-moistened cotton gauze. Embryos were visualised using appropriate flexible light sources through the uterus. Plasmid DNAs mixed with a filtered Fast Green dye were injected into the lateral ventricle through a glass capillary. A pair of 3 mm electrodes was applied to the embryos through the yolk sac, and a series of square-wave current pulses (25 V, 50 ms) was delivered six times at 950 ms intervals using a pulse generator (NEPA21, NEPAGENE). Uterine horns were repositioned into the abdominal cavity, and the abdominal wall and skin were sutured. The concentration of plasmid DNAs used was between 1 and 3 μg/μl. The animals were checked in the post-surgery care room (heating pad, wet food and, if necessary, additional dose of painkiller was administrated).

### Immunofluorescence

Mice were killed by cervical dislocation and embryos were collected and fixed at 4°C for 2 h (E11.5-E12.5), 2.5 h (E13.5), 3 h (E14.5) or 4 h (E18.5) in 4% paraformaldehyde (PFA)/PBS, washed in PBS 3×1 h at 4°C, cryoprotected in 30% sucrose/PBS overnight at 4°C, and embedded in Tissue-Tek O.C.T compound (Sakura Finetek). Coronal cryosections of mouse embryos (20 µm, E11.5-E14.5; 25 µm, E18.5) were blocked with 0.2% Triton X-100 in 10% horse serum/1× PBS for 30 min. For Pcdh8 immunostaining, before blocking, sections were incubated for 10 min at 95°C in antigen retrieval solution (10 mM sodium citrate, pH 6.0) and cooled down for 20 min at room temperature (RT). Sections were subsequently incubated overnight at 4°C with primary antibodies, followed by incubation with fluorescently labelled secondary antibodies and DAPI in 0.2% Triton X-100, 1% horse serum, 1× PBS buffer for 45 min at RT. Sections were mounted with Vectashield mounting medium. Primary antibodies used were: Bhlhe22, 1:200; Calb, 1:1000; Ctip2, 1:2000; GFP, 1:2000; Dbx1, 1:10,000; Delta1, 1:100; Jag1, 1:500; Ncad, 1:400; Nurr1/Nr4a2, 1:200; Pax6, 1:1000; Pcdh8, 1:700; Pcdh19, 1:500; PH3, 1:500; Reln, 1:1000; Tle4, 1:500. Secondary antibodies used were: Alexa 488, 1:700; Cy3, 1:700; Cy5, 1:500 (see Table S1 for full details of antibodies and reagents).

### cDNA synthesis and qPCR

RNA samples from electroporated tissue were retro-transcribed to cDNA using the RevertAid First Strand cDNA Synthesis Kit, according to the supplier's instructions. For qPCR analysis of gene expression in each electroporated region, we used 500 ng of RNA. The genomic DNA was removed by incubation for 30 min in 37°C with DNase I, RNase-free. All qPCR reactions were performed on an Eppendorf machine in 20 μl reaction volume of Go Tag qPCR Master Mix (1× SYBR^®^Green PCR Master Mix and 200 nM of each primer). The following thermal programme was applied: denaturation for 2 min at 95°C followed by 40 amplification cycles of 15 s denaturing step (95°C) and 1 min annealing–extension step (60°C). Afterwards, to verify that results are coming from the single transcript, the automatic programme for melting curve analysis was performed using standard machine settings. Expression data were normalised to the geometric mean of housekeeping gene *Gapdh*, which showed stable expression across all samples. The correlation plots in Fig. S6A depict gene expression levels relative to *Dbx1* expression in each electroporated sample, whereas the analyses in Fig. 3C-F and Fig. S6D,E represent mean gene expression values, normalised to *Gapdh*, across all control and Dbx1 EE samples.

### *In situ* and fluorescent *in situ* hybridisation

ISH was performed as previously described (Griveau et al., 2010). For each gene of interest, a DNA fragment (typically 500-800 bp) was amplified by PCRs from an embryonic brain cDNA library using Phusion polymerase (Thermo Fisher Scientific) and primers indicated in Table S1. The promoter sequence of the T7 RNA polymerase (GGTAATACGACTCACTATAGGG) was added 5′ of the reverse primers. Antisense RNA probes were labelled using a DIG-RNA labelling mix (Roche). Alternatively, for mouse *Gsx2*, *Lhx2* (gift from Dr S. Retaux, CNRS and the Université Paris-Saclay, Gif-sur-Yvette/Saclay, France), *Notch1* (gift from Prof. U. Lendahl, Karolinska Institutet, Stockholm, Sweden) and *Shh* (gift from Dr S. Garel, Collège de France, IBENS and CIRB, Paris, France), a plasmid containing part of the cDNA was linearised by restriction enzyme digestion and subsequently submitted to reverse transcription. Sections were mounted with Mowiol 4-88. For FISH, antisense RNA probes were labelled using either the DIG-RNA labelling mix (Roche) or the Fluorescein labelling mix (Roche). Fluorescent detection was performed using Anti-FITC-POD (Roche) or Anti-DIG-POD (Roche), followed by signal amplification with Alexa Fluor™ 488 Tyramide SuperBoost™ (Invitrogen) or Cyanine 3 Tyramide (Biotechne), respectively (Table S1). Co-localisation of *Pcdh8* (red signal) and *Dbx1* (green signal) was identified in cells outlined by DAPI-stained nuclei.

### Image acquisition and quantifications

*In situ* hybridisation images were obtained using a Hamamatsu Nanozoomer 2.0HT slide scanner with a 20× objective. The scans were verified using NDP Viewers and imported into Adobe Photoshop for figure adjustments.

All fluorescence images and tile scan images were acquired using a Leica TCS SP8 SMD confocal microscope equipped with a 40× objective, analysed with ImageJ and imported into Adobe Photoshop for figure adjustments. Using ImageJ, cluster quantification was performed across the MP, DP and LP regions, each defined using consistent region of interest (ROI) masks. GFP^+^ cell density per ROI was calculated by dividing the total number of GFP^+^ cells (identified using DAPI nuclear counterstaining) by the ROI area. The number of clusters (defined as groups of more than three closely associated cells) was normalised to GFP^+^ cell density within each ROI. For cell identity, the proportion of the marker-positive cells among the GFP^+^ was quantified using ImageJ. Data shown in Fig. 1E,F, Fig. S1C, Fig. 4D,E,F, Fig. S2F and Fig. S9D for control and/or Dbx1 EE originate from the same set of experiments and are included in multiple figures to enable cross-comparisons while minimising animal use.

### EdU pulse labelling and staining

EdU injection was carried out by intraperitoneal injection of 100 µl of 1 mg/ml EdU (Invitrogen) in PBS into pregnant females at E12.5 after electroporation at E11.5. IF and EdU staining was performed using Click iT EdU Alexa Fluor 647 Imaging Kit (Invitrogen).

### Cell culture, transfection, sample preparation and adhesion assay

Human embryonic kidney (HEK) 293T cells were grown in Dulbecco's modified Eagle's medium (DMEM; Gibco) containing 10% foetal bovine serum (FBS) and 1% penicillin-streptomycin (P/S; Gibco) and maintained at 37°C in a 5% CO_2_ atmosphere. Cells were seeded onto six-multiwell plates at a density of 62,500 cells/cm^2^. Then, 24 h later, transfection with 2 µg of pCAGGS constructs containing control GFP or Pcdh8, and with 4 µg of Pcdh8 scrambled shRNA or Pcdh8 shRNA, was performed for 4 h using Lipofectamine 2000 (Invitrogen) according to the manufacturer's instructions. Non-transfected cells (treated with transfection reagent only) were also used as control. Cells were maintained in serum-free Opti-MEM (Gibco) supplemented with 1% P/S after transfection and cultured for an additional 40 h. Cell lysates were collected using RIPA buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate) supplemented with 2 mM EDTA and protease inhibitors (cOmplete™ EDTA-free tablets, Roche). Samples were then left in a rotator for 30 min at 4°C to better dissolve the proteins and centrifuged at maximum speed for 10 min at 4°C in order to pellet out crude undissolved fractions. The supernatant was stored at −20°C until use. Protein quantification was determined using the bicinchoninic acid (BCA) protein assay reagent kit (Pierce™, Thermo Fisher Scientific) using bovine serum albumin as standard.

L929 cells were plated and maintained in DMEM supplemented with 1% L-glutamine and 10% FBS. Cultures were incubated at 37°C in a 5% CO_2_ humidified incubator.

Adult subependymal zone (SEZ) neural stem cell (NSC) cultures were obtained from 2- to 3-month-old mice, following the protocol described by Belenguer et al. (2016). NSCs were cultured in DMEM/F-12 (Gibco) medium supplemented with 20 ng/ml epidermal growth factor (EGF, Gibco), 10 ng/ml basic fibroblast growth factor (bFGF, Sigma-Aldrich), and B27 supplement (Thermo Fisher Scientific). Cultures were maintained for 7-10 days at 37°C in a 5% CO_2_ humidified incubator.

For adhesion experiments, L929 cells overexpressing N-cadherin were seeded onto glass coverslips and allowed to reach confluence over 24-48 h. Passage 2 NSCs were freshly dissociated from the SEZ of three adult WT mice (2-3 months old) and transfected with either a Control or Dbx1 EE vector using the NSC Nucleofection Kit (Lonza) and Amaxa Nucleofector II (Amaxa), following the manufacturer's instructions. After 24 h, transfected cells were analysed via FACS (BD LSRFortessa™ Cell Analyzer) to determine the percentage of GFP^+^ cells. Subsequently, NSCs were seeded at a density of 1.25×10^4^ cells/cm^2^ onto the pre-formed L929 monolayers. After 45 min of incubation, cultures were thoroughly washed to remove unattached cells, followed by fixation and analysis.

### Western blot analysis

Protein samples were added to 1/4 volume of 4× LDS sample buffer (141 mM Tris, 106 mM Tris-HCl, 2% LDS, 10% glycerol, 0.51 mM EDTA, 0.22 mM SERVA Blue G, 0.175 mM Phenol Red, pH 8.5), to 1/10 of sample reducing agent 10× (50 mM DTT) and boiled at 95°C for 5 min. Protein samples (10 µg of lysates) were separated by SDS-PAGE on 3-8% tris-acetate gels (NuPAGE, Invitrogen) under reducing conditions at 150 V at 4°C and electro-transferred to 0.45 µm nitrocellulose membranes for 1.5-2 h at 0.5 A at 4°C. After 1 h blocking at RT with 5% (w/v) milk in Tris-buffered saline (50 mM Tris, 150 mM NaCl, pH 7.6) containing 0.1% Tween-20 (TBS-T), the membranes were incubated overnight at 4°C with the following primary antibodies: Pcdh8 (1:1000) and αTubulin (1:10,000). After three washes of 10 min with TBS-T, the membranes were incubated with the appropriate HRP-conjugated secondary antibodies (1:20,000) diluted in TBS-T with 5% (w/v) milk for 1 h at RT. After three 10 min washes with TBS-T, blots were developed with SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific) and visualised on the ChemiDoc apparatus (Bio-Rad). Densitometry analysis was determined using Image Lab™ software (Bio-Rad). The densities of protein bands were quantified with background subtraction. The bands were normalised to αTubulin loading control. The molecular weights were determined by using an appropriate pre-stained protein standard (HiMark 31-460 kDa, Invitrogen).

### Microarray and scRNAseq analysis

*Dbx1^Cre^;Rosa26^YFP^* cell sorting and microarray analysis at E12.5 were performed as previously described in Griveau et al. (2010). scRNAseq was performed as previously described for the VP (Moreau et al., 2021). The entire telencephalic vesicle dataset was generated using three WT embryos aged E11.5-E12 from two distinct litters. For the septum analysis, explants encompassing the septum were dissected and pooled from eight E11.5 *PGK^Cre^*;*Rosa26^YFP^* embryos originating from two distinct litters and four E12.5 *Dbx1^Cre^*;*Rosa26^tdTomato^* embryos from two litters. The dissected tissue was dissociated using the Neural Tissue Dissociation Kit (P) (Miltenyi Biotec) and a gentleMACS Octo Dissociator following the manufacturer's instructions. Cell clumps and debris were removed via filtration through 30 µm cell strainers (Miltenyi Biotec) followed by two consecutive rounds of centrifugation for 3 min at 200 ***g***. Pipetting through Gel Saver tips (QSP) and a final filtration using a 10 µm cell strainer (pluriSelect) allowed us to obtain a single-cell suspension. Approximatively 10,000 cells were used as input on the 10x Genomics Chromium controller. A Single Cell 3′ Kit v2 library was produced and sequenced on a NextSeq500 sequencer at a total depth of 476 million reads. Raw sequencing reads were processed to count matrix with Cell Ranger version 2.1.1 using default parameters and the mm10 mouse genome reference to which the sequences of *YFP* and *tdTomato* were added. Bioinformatic analyses were performed with R version 4.1.1. Cells were filtered based on the percentage of mitochondrial reads, removing those outside three median absolute deviation (MAD) from the median. The count matrix was library size normalised using Seurat V4.1.0 (Hao et al., 2021). Doublet removal was achieved using Scrublet (Wolock et al., 2019). In some instances, the SPRING tool (Weinreb et al., 2018) was used for dimensionality reduction. Gene expression curves in Fig. 2D-E represent normalised gene expression, calculated using the Seurat function ‘NormaliseData()’ with the parameters normalisation.method=’LogNormalise’ and scale.factor=10,000. The curves were plotted using the ggplot2 function ‘geom_smooth()’ with default parameters.

### Statistical analysis

All data are expressed as mean±s.e.m. *P*-values <0.05 were considered significant and set as follows: *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001. According to the data structure, two-group comparisons were performed using two-tailed unpaired Student's *t*-test or Holm–Šidák as post-hoc test following one-way ANOVA. Statistics and plotting were performed using GraphPad Prism 7.0.

## Supplementary Material

10.1242/develop.205011_sup1 Supplementary information

# Supplementary material for: Bidirectional interaction between protocadherin 8 and the transcription factor Dbx1 regulates cerebral cortex development
**Source:** Development. 2026 Jan 6;153(1):dev205011. doi: 10.1242/dev.205011
**Supplement:** Supplementary information

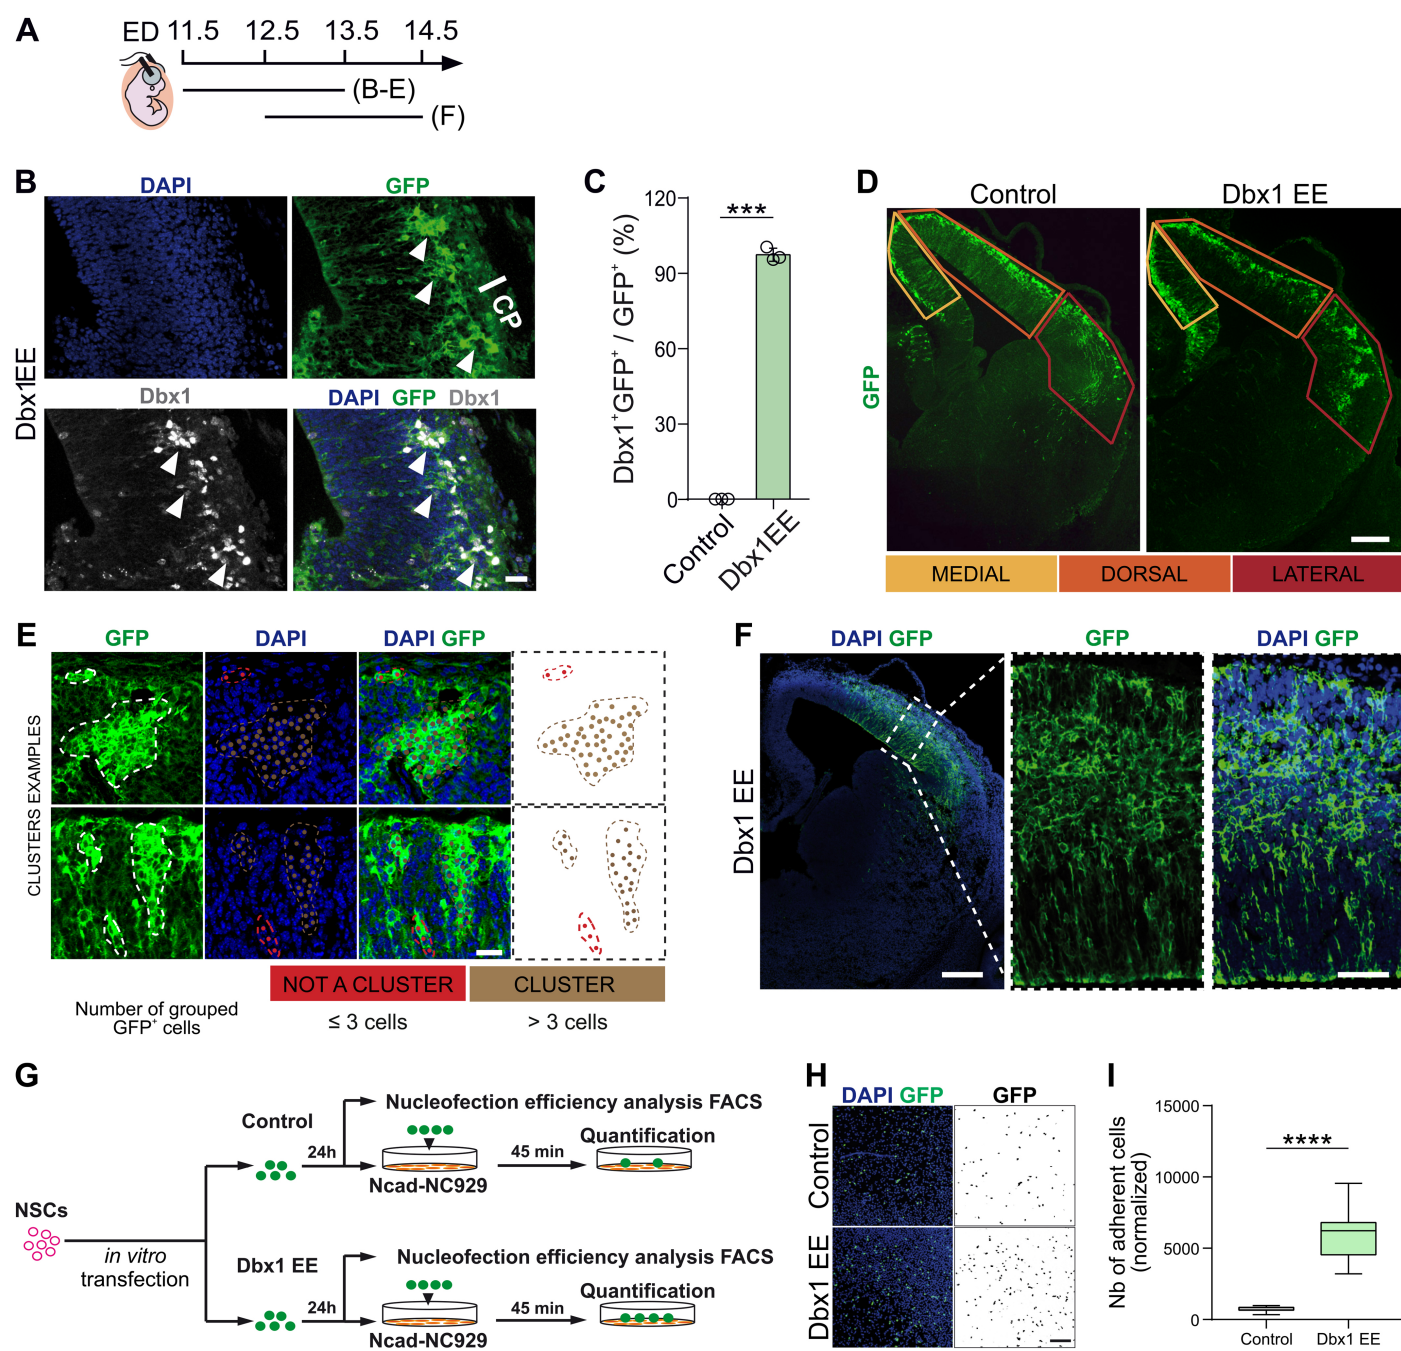

**Fig. S1. Dbx1 EE at E11.5 induces the formation of cell aggregates in the lateral/ventral pallium through increased adhesiveness.**

(A) Timeline of the IUE. ED, electroporation day. (B) Confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with Dbx1 EE, co-labeled with Dbx1 (gray) and DAPI (blue) counterstaining. White line shows the C. White arrowheads indicate Dbx1<sup>+</sup>GFP<sup>+</sup> cells. Scale bar: 50  $\mu$ m. (C) Percentage of Dbx1<sup>+</sup>GFP<sup>+</sup> cells among GFP<sup>+</sup> cells. Data are mean  $\pm$  SEM; circles represent values from independent electroporated embryos ( $n=3$  each condition). Student's  $t$ -test: \*\*\* $p<0.001$ . (D) Representative confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with control or Dbx1 EE. The outlined regions indicate the medial, dorsal and lateral pallium masks used for cluster quantification. Scale bar: 200  $\mu$ m. (E) Representative images showing GFP<sup>+</sup> (green) clusters and non-clustered cells (outlined with dashed lines). Individual GFP<sup>+</sup> cells (dots) were identified based on nuclear DAPI (blue) staining. A cluster was defined as a group of more than 3 GFP<sup>+</sup> cells in close proximity. Scale bar: 50  $\mu$ m. (F) Confocal images of GFP (green) in coronal sections of E14.5 mouse brains electroporated at E12.5 with Dbx1 EE, with DAPI (blue) counterstaining. Dashed rectangle magnified on the right. Scale bars: 200, 100  $\mu$ m (magnified). (G) Schematic showing the *in vitro* adhesion assay. Twenty-four hours after transfection, neural stem cells (NSCs) transfected with either a control vector or Dbx1 EE were analyzed by FACS to assess nucleofection efficiency, or seeded onto Ncad-expressing NC929 cell monolayers for 45 min before quantification. (H) Confocal images of transfected GFP<sup>+</sup> (green) cells with a control vector or Dbx1 EE plasmid, with DAPI (blue) counterstaining. Black-and-white images of adherent GFP<sup>+</sup> cells are shown in the right panel. Scale bar: 100  $\mu$ m. (I) Quantification of the number of adherent cells transfected with control or Dbx1 EE vector normalized to the percentage of all GFP<sup>+</sup> detected by FACS in each corresponding condition. Student's  $t$ -test: \*\*\*\* $p\leq 0.0001$ .

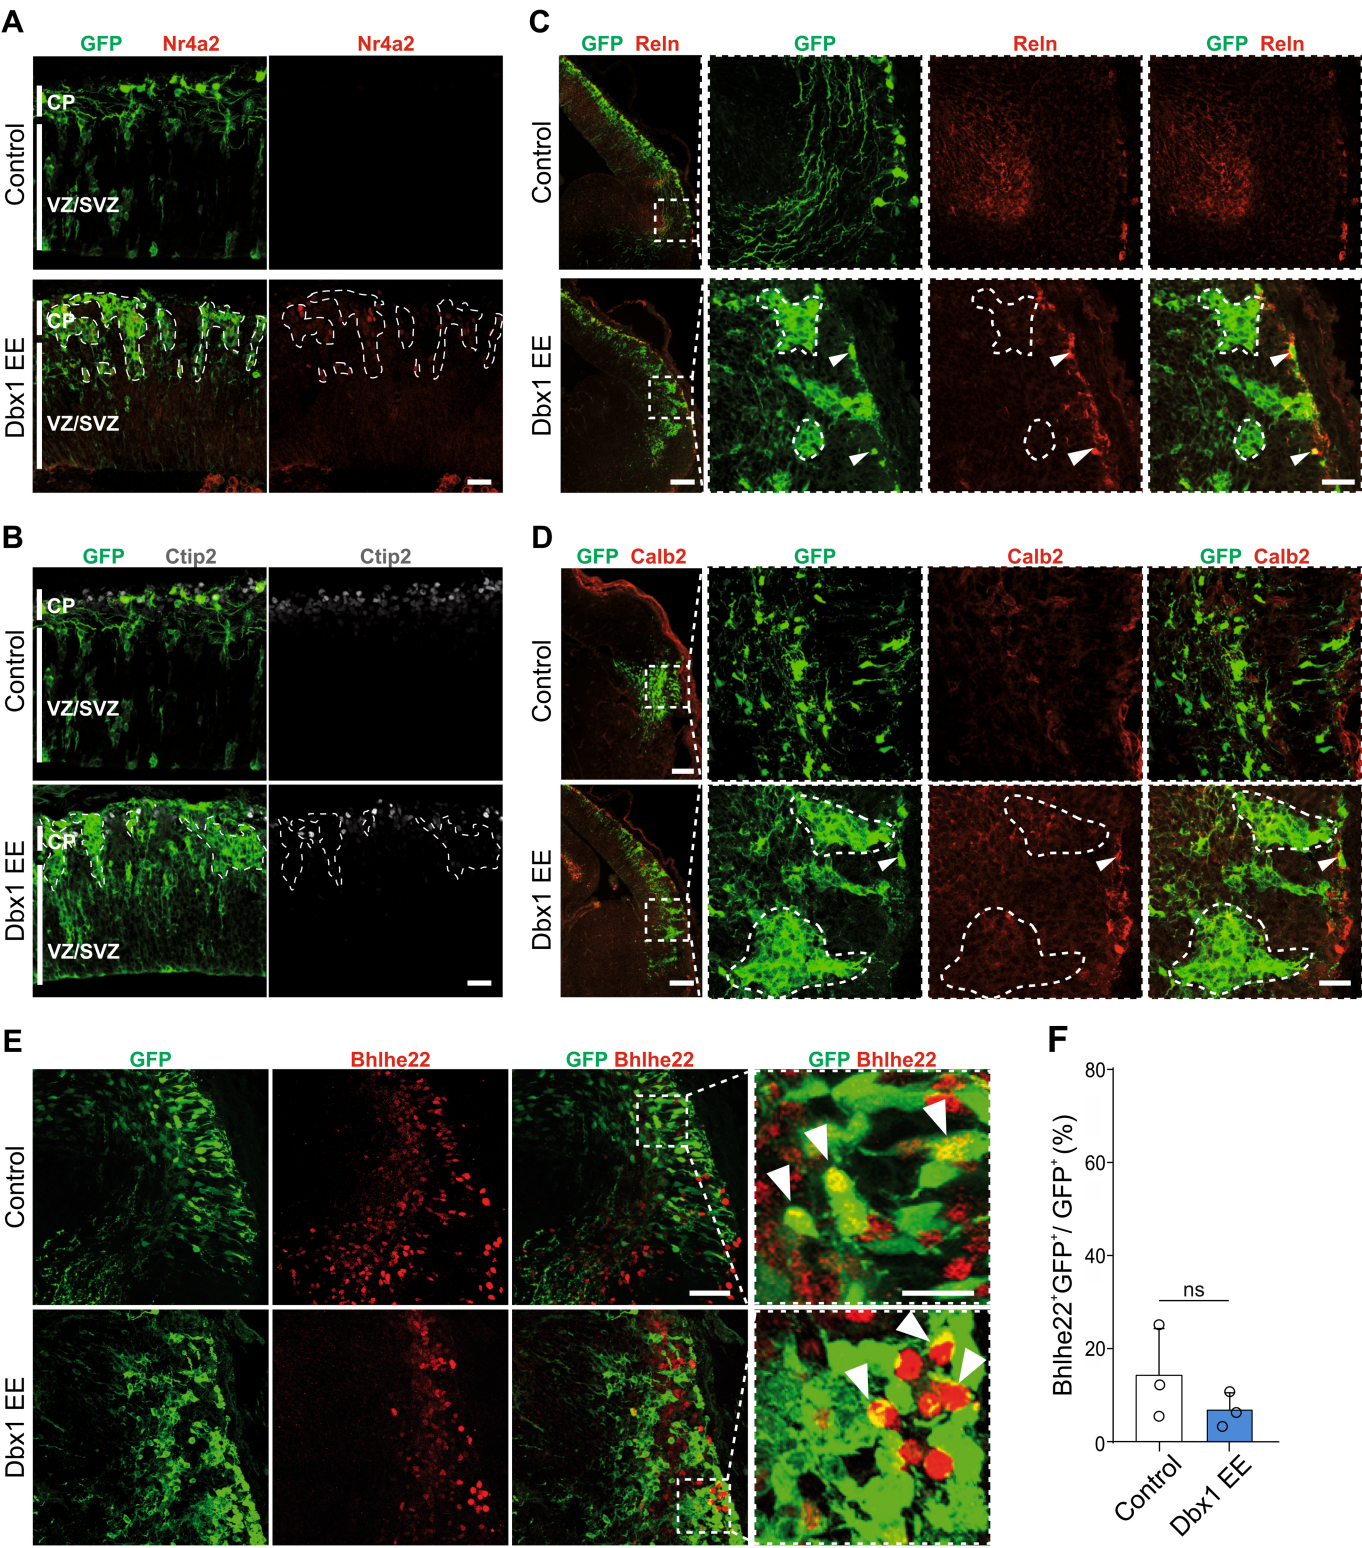

**Fig. S2. Dbx1 EE at E11.5 in the lateral/ventral pallium does not induce a dorsal pallial identity**

(A, B) Confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with control vector or Dbx1 EE, co-labeled with (A) Nr4a2 (red) and (B) Ctip2 (gray). White lines show the CP and the ventricular/subventricular zones (VZ/SVZ). Scale bars: 50  $\mu$ m. (C, D) Confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with control vector or Dbx1 EE, co-labeled with (C) Reln (red) or (D) Calb2 (red). Scale bars: 200  $\mu$ m. Dashed squares magnified on the right. Scale bars: 50  $\mu$ m. White arrowheads indicate (C) GFP<sup>+</sup>Reln<sup>+</sup> and (D) GFP<sup>+</sup>Calb2<sup>+</sup> cells localized outside the aggregates. Dashed areas delineate Dbx1 EE-induced aggregates. (E) Confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with control or Dbx1 EE, co-labeled with Bhlhe22 (red). Dashed squares magnified on the right. White arrowheads indicate GFP<sup>+</sup>Bhlhe22<sup>+</sup> cells. Scale bars: 100  $\mu$ m; 25  $\mu$ m (magnified). (F) Percentage of Bhlhe22<sup>+</sup>GFP<sup>+</sup> cells among GFP<sup>+</sup> cells. Data are mean  $\pm$  SEM; circles represent values from independent electroporated embryos ( $n=3$  each condition). Student's  $t$ -test: ns, not significant.

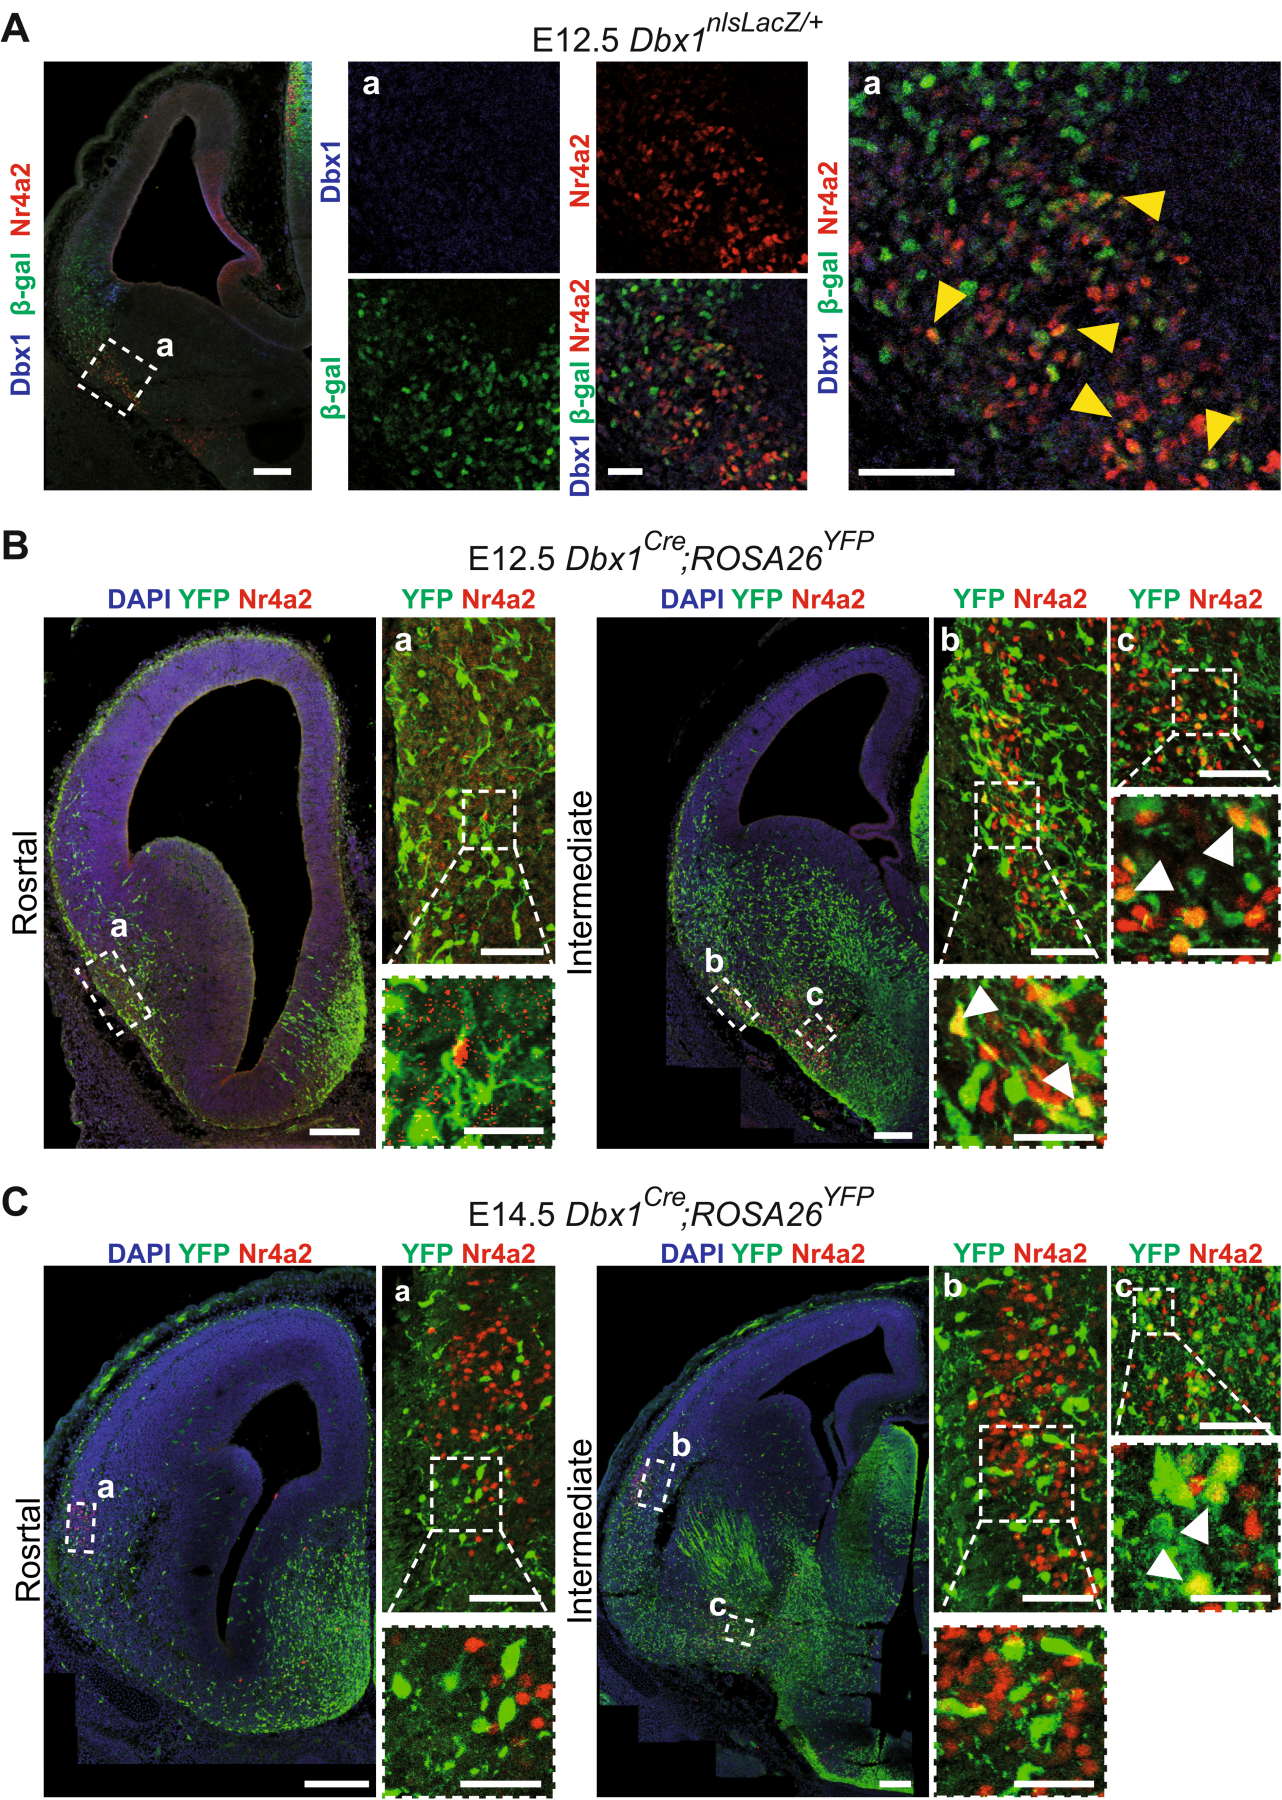

**Fig. S3. Dbx1-derived cells express Nr4a2 in the ventral pallidum.**

(A) Confocal images of coronal brain sections from E12.5 *Dbx1<sup>nlsLacZ/+</sup>* embryos, labeled for  $\beta$ -gal (green), Dbx1 (blue) and Nr4a2 (red). The dashed square (a) magnified on the right. Yellow arrows indicate  $\beta$ -gal<sup>+</sup>Nr4a2<sup>+</sup> cells. Scale bars: 100  $\mu$ m, 50  $\mu$ m (a). (B, C) Confocal images of coronal brain sections from (B) E12.5 and (C) E14.5 *Dbx1<sup>Cre</sup>;Rosa26<sup>YFP</sup>* embryos labeled with YFP (green), Nr4a2 (red) and DAPI (blue). Dashed boxes (a, b, c) magnified on the right of each panel. Dashed squares highlighting selected groups of cells in panels a, b and c magnified below. White arrowheads indicate YFP<sup>+</sup>Nr4a2<sup>+</sup> cells. Scale bars: 100  $\mu$ m; 50  $\mu$ m (top magnified); 25  $\mu$ m (bottom magnified).

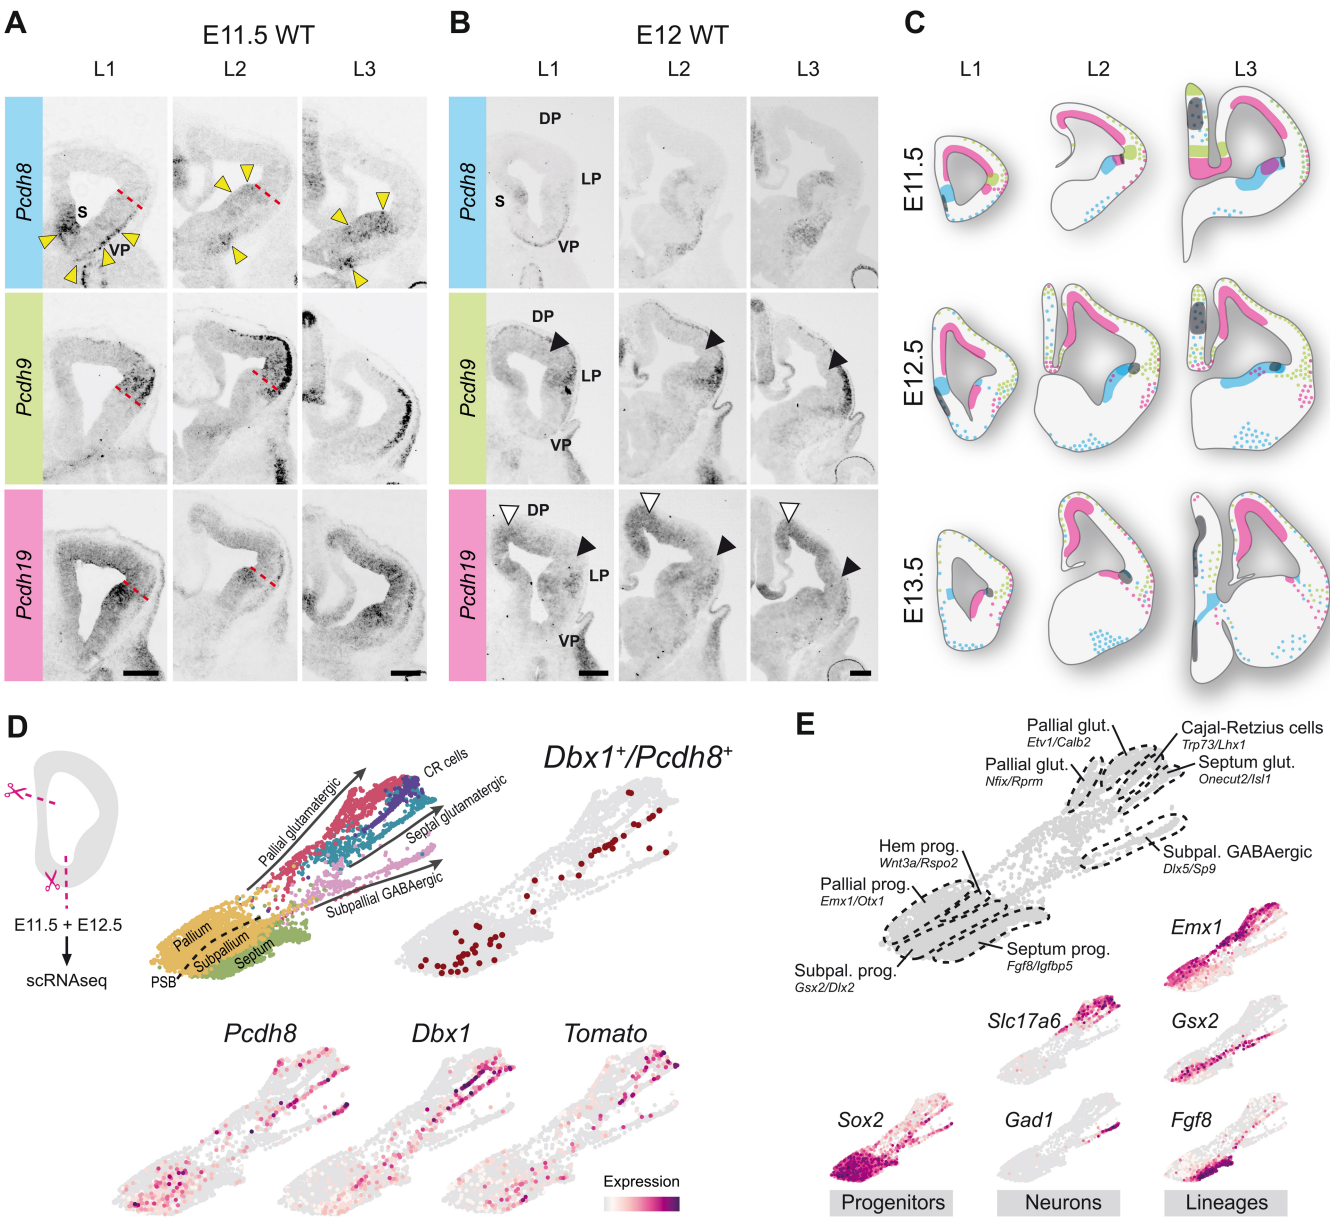

**Fig. S4.  $\delta$ -Pcdh expression is very dynamic in the embryonic telencephalon and distinct lineage trajectories emerge around the septum.**

(A, B) Bright-field images of in situ hybridization for *Pcdh8*, *Pcdh9* and *Pcdh19* in coronal brain sections of (A) E11.5 and (B) E12 WT embryos. Red dashed lines mark the pallial-subpallial boundary. Yellow and white arrowheads indicate regions of high *Pcdh8* or *Pcdh19* expression, respectively, while black arrowheads indicate progenitor regions with low *Pcdh9* and *Pcdh19* expression. S, septum; DP, dorsal pallium; LP, lateral pallium; VP, ventral

pallium. Scale bars: 100  $\mu\text{m}$ . **(C)** Schematic showing *Pcdh* mRNA expression patterns at E11.5, E12.5 and E13.5. The following color code was used: blue for *Pcdh8*, green for *Pcdh9*, pink for *Pcdh19*, grey for *Dbx1*. L1, L2 and L3 correspond to rostral, intermediate and caudal section levels, respectively. **(D)** Top left: Schematic showing the dissection used for scRNAseq profiling. Top: SPRING dimensionality reduction of the septum dataset, with cells colored by cell type and origin. Arrows indicate the main differentiation trajectories, and the dashed line marks the PSB. CR, Cajal-Retzius. Cells co-expressing *Dbx1* and *Pcdh8* are shown in dark red (top right). 

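Across the classes of cells in the septal explants, *Dbx1* was highest in Cajal-Retzius-like cells with 103 CPM (95% interval 90.6 to 116) and septal glutamatergic-like neurons with 83.4 CPM (interval 75.1 to 92.5). Among APs it was 15.9 CPM (interval 13.7 to 18.4) in septal-like, 9.40 CPM (interval 7.48 to 11.7) in subpallial-like and 1.78 CPM (interval 1.29 to 2.39) in pallial-like cells. *Pcdh8* was highest in GABAergic-like neurons with 37.9 CPM (interval 30.9 to 46.0), followed by septal glutamatergic-like neurons with 24.4 CPM (interval 19.9 to 29.5) and pallial glutamatergic-like neurons with 15.8 CPM (interval 12.8 to 19.3). In Cajal-Retzius-like cells, where *Dbx1* was highest, *Pcdh8* was 3.57 CPM (interval 1.63 to 6.78). *tdTomato* reached 47.6 CPM (interval 41.3 to 54.5) in septal glutamatergic-like neurons and 36.9 CPM (interval 29.8 to 45.2) in Cajal-Retzius-like cells. It was 11.9 CPM (interval 9.98 to 14.0) in septal-like, 10.1 CPM (interval 8.09 to 12.4) in subpallial-like and 3.81 CPM (interval 3.08 to 4.66) in pallial-like APs. Only the E12.5 embryos carry *tdTomato*, so that its level depends on the share of cells that each age contributed to a class.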

Bottom: expression levels of *Pcdh8*, *Dbx1* and *Tomato* transcripts. **(E)** Top: SPRING representation of the septum dataset showing the distinct progenitor and neuronal populations that were identified, with selected marker genes indicated for each population. Bottom: expression level of selected genes in marked differentiation trajectories.

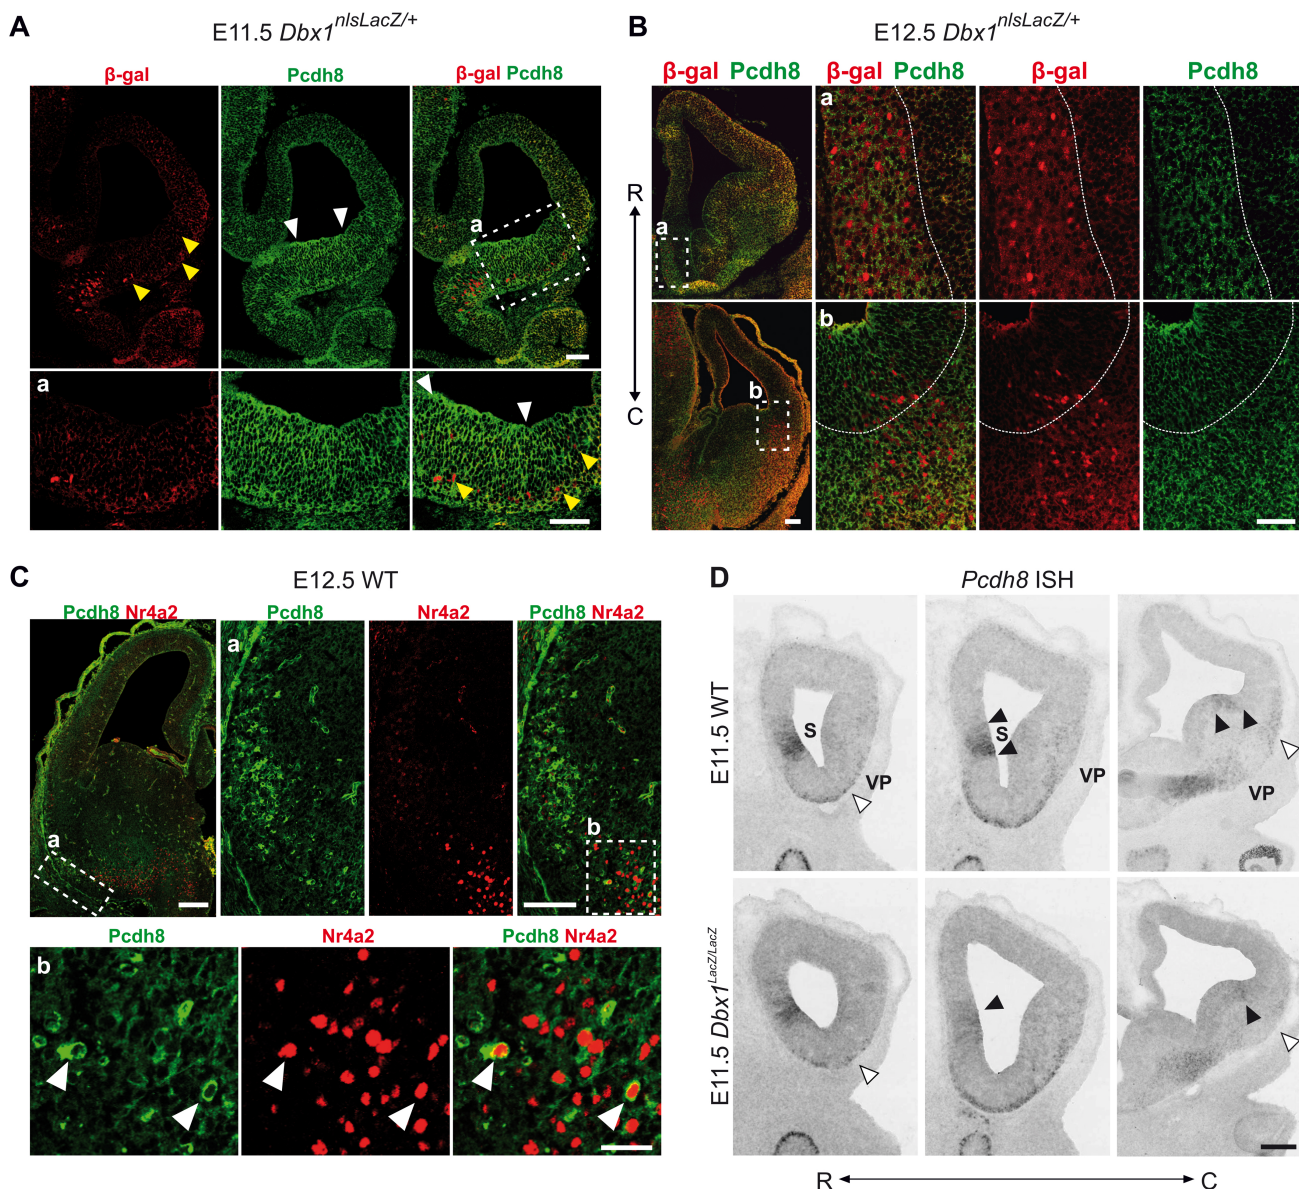

**Fig. S5. *Pcdh8* and *Dbx1* display interrelated expression patterns in the developing telencephalon.**

(**A**, **B**) Confocal images of  $\beta$ -gal (red) and *Pcdh8* (green) co-labeling in coronal brain sections of (**A**) E11.5 and (**B**) E12.5 *Dbx1*<sup>nlsLacZ/+</sup> embryos. Yellow arrowheads indicate  $\beta$ -gal<sup>+</sup>*Pcdh8*<sup>+</sup> cells, while white arrowheads mark *Pcdh8*<sup>+</sup> areas. Dashed boxes (a, b) magnified below the corresponding low-magnification images. In (**B**), dashed lines outline the borders of stronger *Pcdh8* staining and the double arrow line indicates the rostro-caudal (R-C) axis. Scale bars: 200  $\mu$ m, 100  $\mu$ m (magnified). (**C**) Confocal images of coronal brain sections from E12.5 WT embryos co-labeled with *Pcdh8* (green) and *Nr4a2* (red). Dashed boxes (a, b) magnified on the right of the corresponding image. White arrowheads indicate *Pcdh8*<sup>+</sup>*Nr4a2*<sup>+</sup> cells. Scale bars: 100  $\mu$ m, 50  $\mu$ m (a), 25  $\mu$ m (b). (**D**) Bright-field images of ISH for *Pcdh8* along the rostro-caudal (R-C) axis (double arrow line) in coronal brain sections of E11.5 WT and *Dbx1*<sup>LacZ/LacZ</sup> (*Dbx1* KO) embryos. White and black arrowheads indicate changes of *Pcdh8* expression related to the organization of cells in the ventral postmitotic compartment, and the localization of septum (S) and VP progenitor domains, respectively. Scale bar: 100  $\mu$ m.

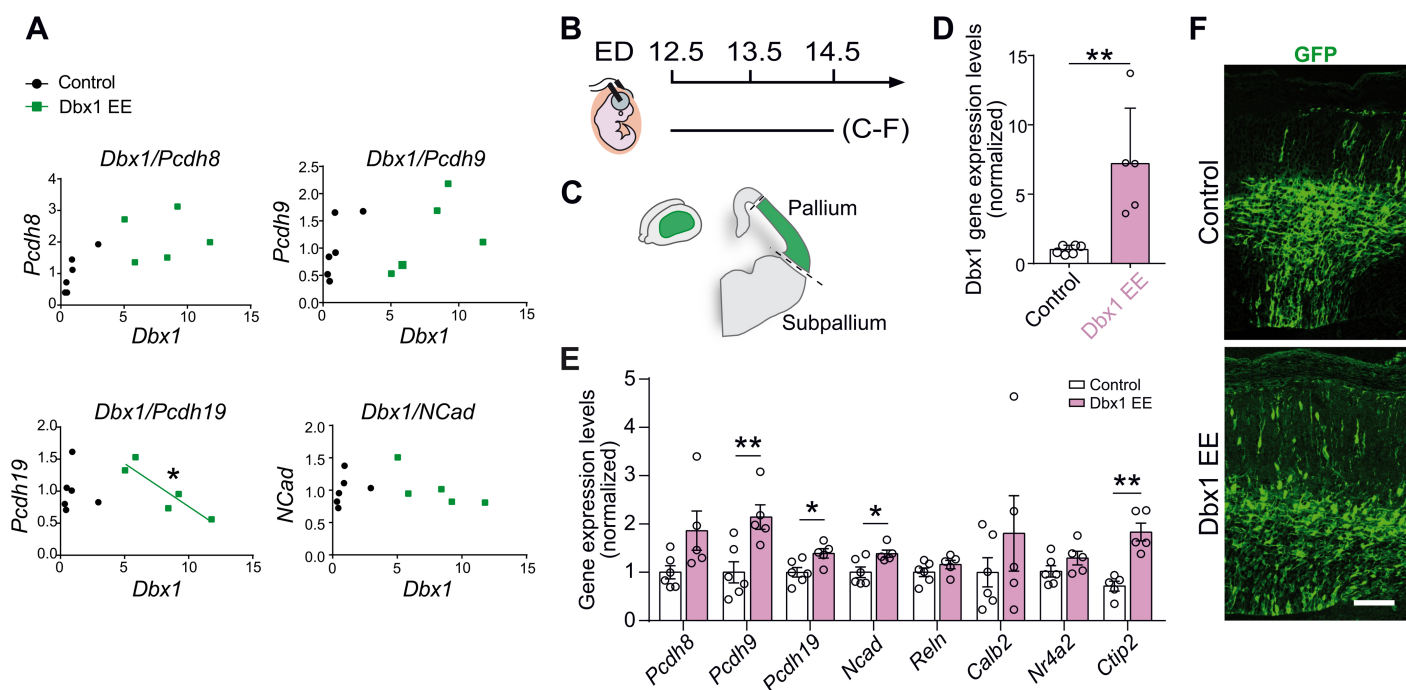

**Fig. S6. Dbx1 EE at E12.5 induces expression of different sets of genes in comparison to IUE at E11.5.**

(A) qPCR analysis of gene expression upon IUE (E11.5-E13.5) with either a control vector or Dbx1 EE, showing no correlation (*Dbx1/Pcdh8*; *Dbx1/Pcdh9*; *Dbx1/NCad*) or a negative correlation (*Dbx1/Pcdh19*). (B) Timeline of the IUE. ED, electroporation day. (C) Electroporated region dissection scheme. (D, E) qPCR quantification of the average expression levels of (D) *Dbx1* and (E) *Pcdh8*, *Pcdh9*, *Pcdh19*, *NCad*, *Reln*, *Calb2*, *Nr4a2* and *Ctip2* upon IUE (E12.5-E14.5) with either a control vector or Dbx1 EE, normalized internally to *Gapdh* expression. Data are mean  $\pm$  SEM; circles represent values from independent electroporated embryos ( $n=6$  controls,  $n=5$  Dbx1 EE). Student's *t*-test: (D)  $**p=0.0014$ , (E)  $*p\leq 0.05$ ;  $**p\leq 0.01$ . (F) Confocal images of GFP (green) in coronal sections of E14.5 mouse brains upon IUE at E12.5 with control vector or Dbx1 EE. Scale bar: 100  $\mu$ m.

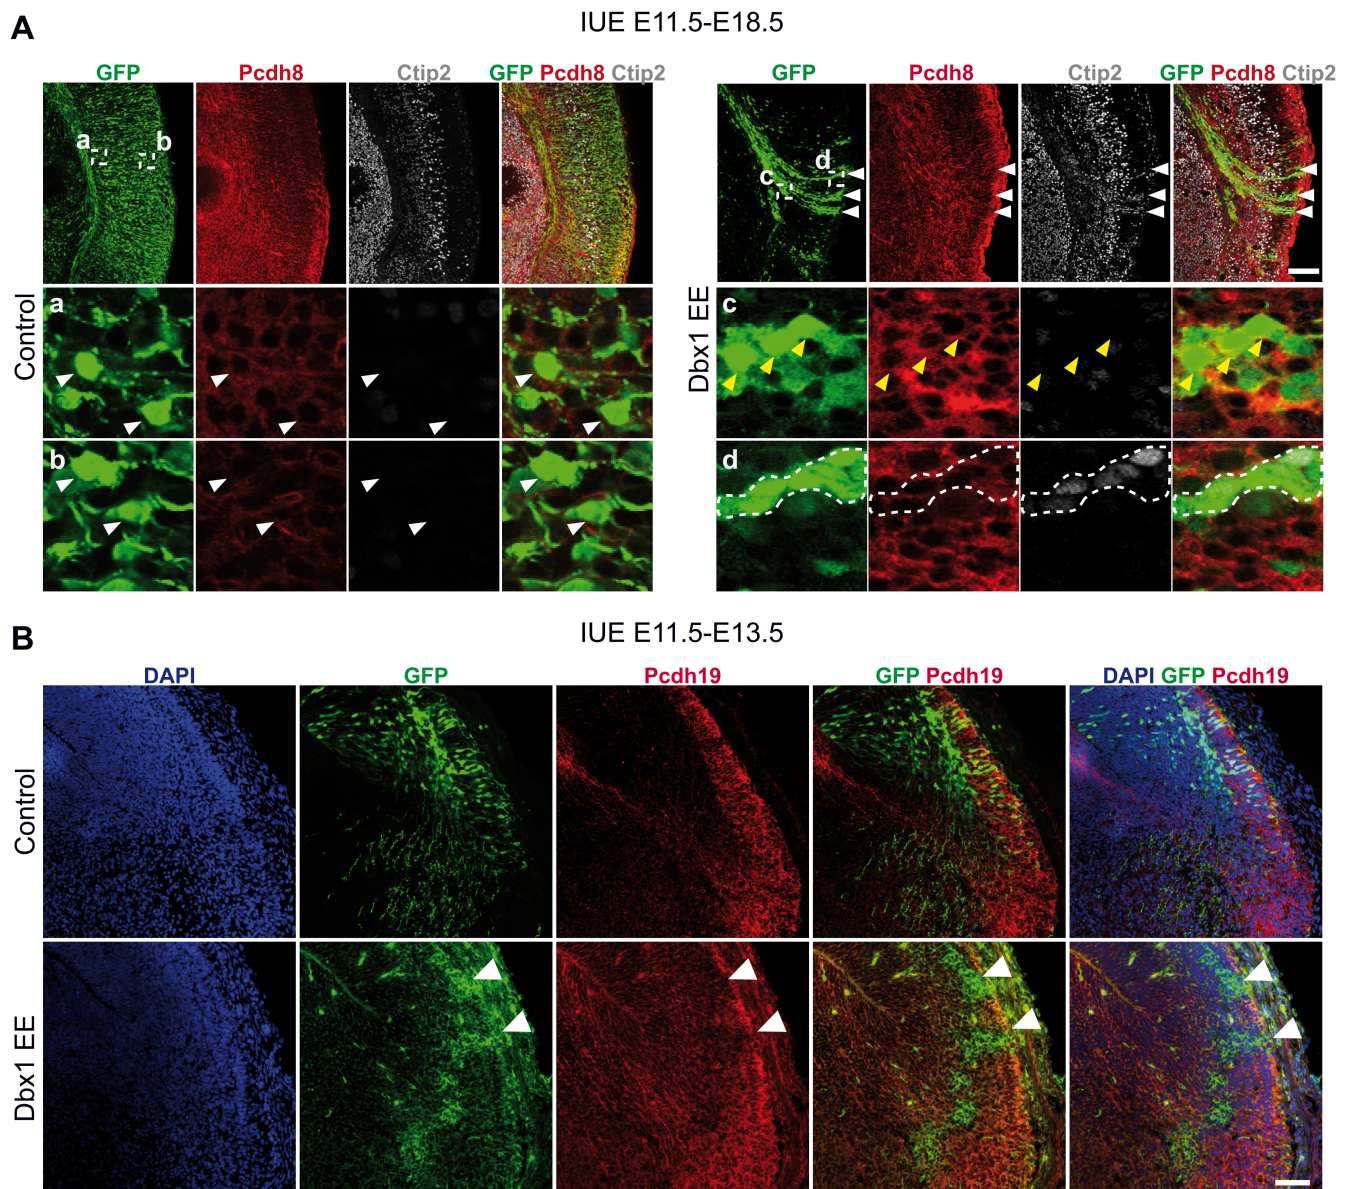

**Fig. S7. Dbx1 EE at E11.5 affects cell identity and adhesion.**

(A) Confocal images of GFP (green) in coronal sections of E18.5 mouse brain cortices electroporated at E11.5 with control vector or Dbx1 EE, co-labeled for Pcdh8 (red) and Ctip2 (gray). Dashed squares (a, b, c, d) magnified below. White arrowheads indicate GFP<sup>+</sup>Pcdh8<sup>-</sup>Ctip2<sup>-</sup> cells in the control and strongly adherent ‘streams’ of GFP<sup>+</sup> cells in Dbx1 EE. Yellow arrowheads in (c) indicate Dbx1 EE Pcdh8<sup>high</sup>Ctip2<sup>-</sup> cells below the CP, while the dashed area in (d) shows a group of Dbx1 EE Pcdh8<sup>low</sup>Ctip2<sup>+</sup> cells in the CP. Scale bars: 200  $\mu$ m, 25  $\mu$ m (magnified). (B) Confocal images of GFP (green) in coronal sections of E13.5 mouse brain cortices electroporated at E11.5 with control vector or Dbx1 EE, co-labeled for Pcdh19 (red) with DAPI (blue) counterstaining. White arrowheads indicate Pcdh19<sup>-</sup> aggregates induced by Dbx1 EE. Scale bar: 100  $\mu$ m.

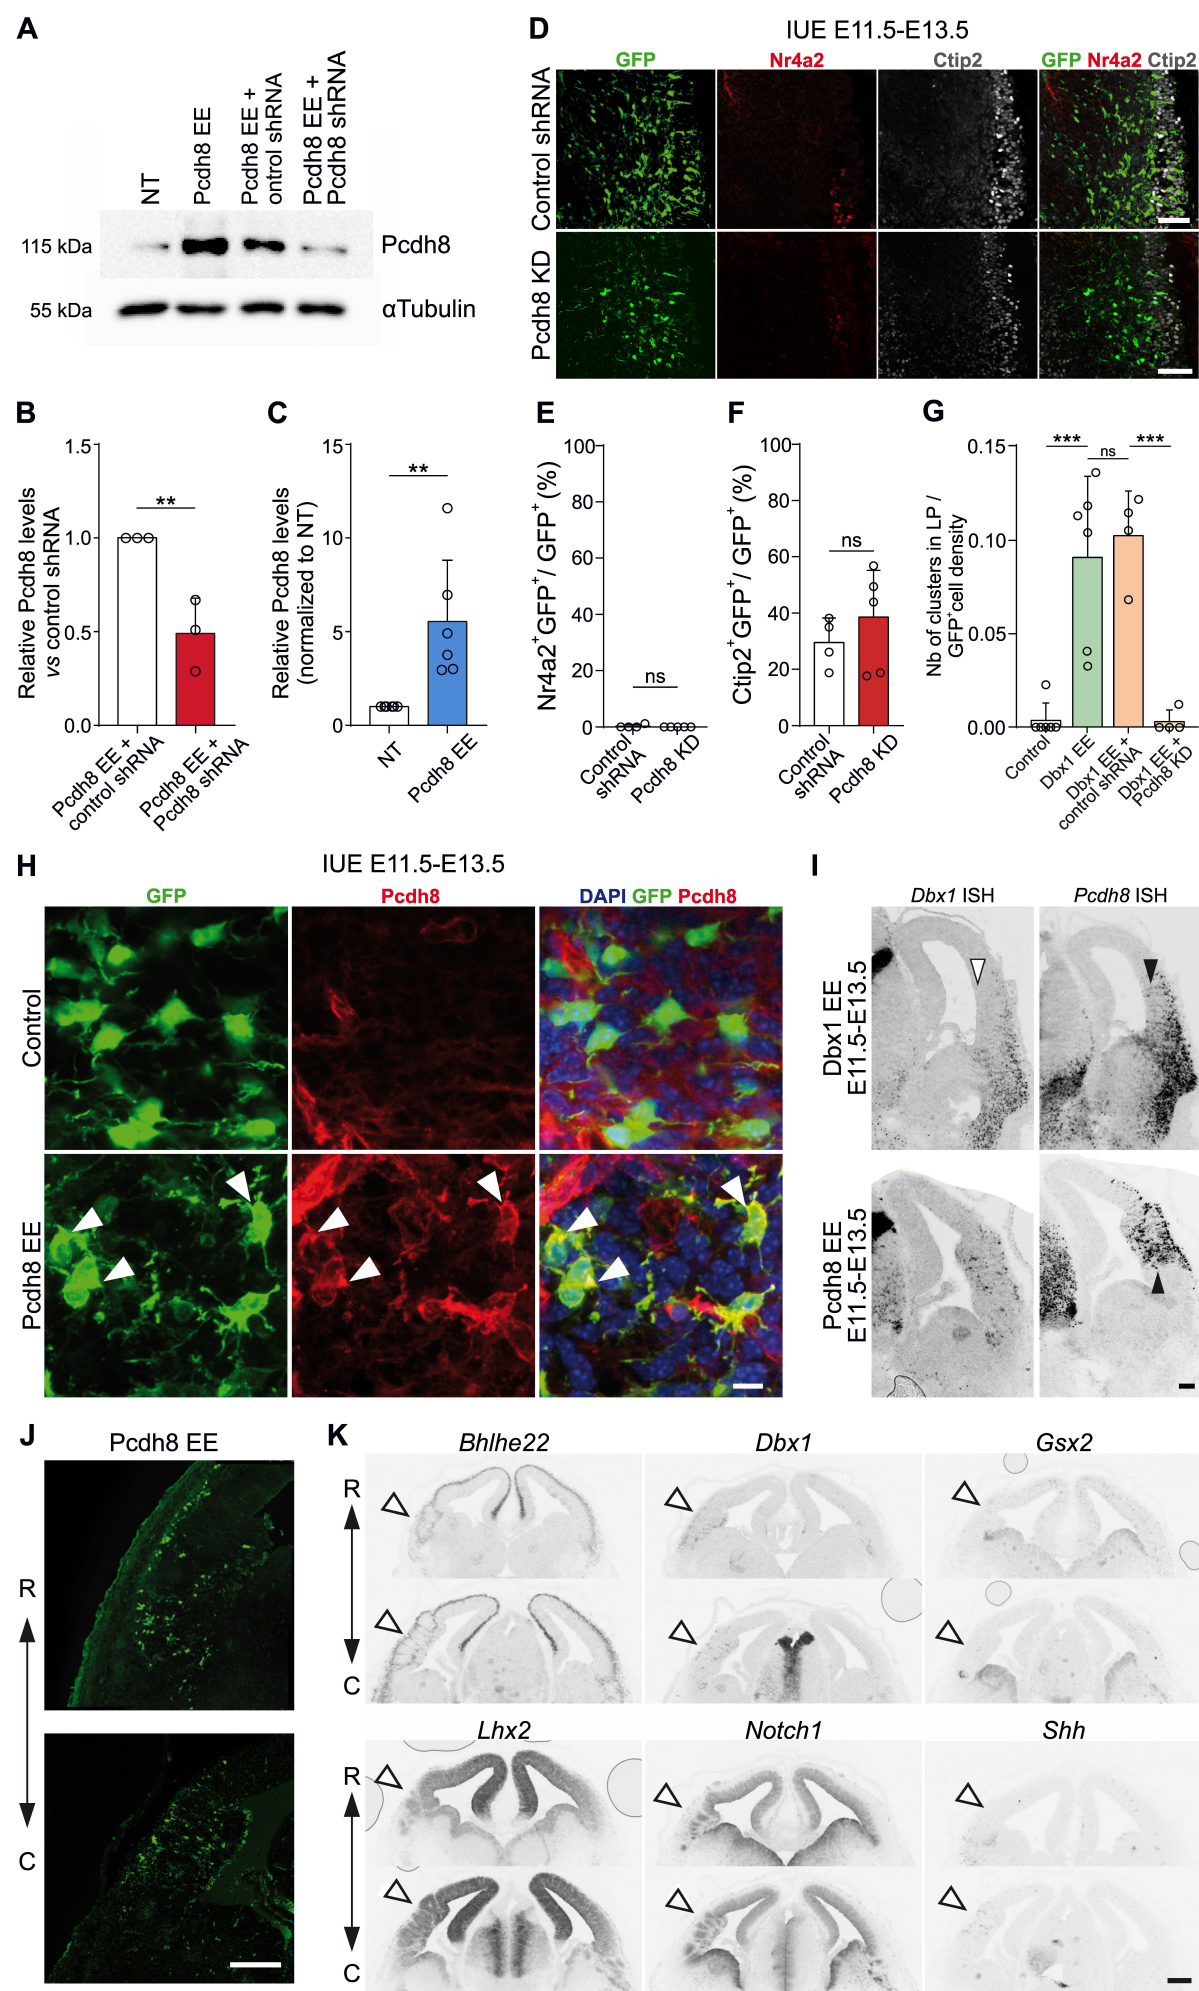

**Fig. S8. Pcdh8 KD does not affect cell identity but Pcdh8 EE alters the organization of the lateral pallium.**

(A) Representative immunoblotting of Pcdh8 protein levels in cell lysates from HEK293T cells 48h post-transfection under the following conditions: non-transfected (NT), Pcdh8 EE, Pcdh8 EE + control shRNA, and Pcdh8 EE + Pcdh8 shRNA. (B, C) Densitometric quantification of Pcdh8 signal, normalized to  $\alpha$ Tubulin, to assess (B) the relative percentage of Pcdh8 knockdown (KD) and (C) Pcdh8 EE efficacy ( $n=6$  NT and Pcdh8 EE;  $n=3$  Pcdh8 EE + control shRNA and Pcdh8 EE + Pcdh8 shRNA). Data are mean  $\pm$  SEM; circles represent values from independent transfections. Student's  $t$ -test:  $**p \leq 0.01$ . (D) Confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with a control shRNA or Pcdh8-targeted shRNA (Pcdh8 KD), co-labeled with Nr4a2 (red) and Ctip2 (gray). Scale bars: 50  $\mu$ m. (E-F) Percentage of (E) Nr4a2<sup>+</sup>GFP<sup>+</sup> and (F) Ctip2<sup>+</sup>GFP<sup>+</sup> cells among GFP<sup>+</sup> cells. Data are mean  $\pm$  SEM; circles represent values from independent electroporated embryos ( $n=4$  controls,  $n=5$  Pcdh8 KD). Student's  $t$ -test: ns, not significant. (G) Quantification of GFP<sup>+</sup> cluster formation in the lateral pallium. Data are mean  $\pm$  SEM; circles represent single analysed section values ( $n=6$  controls,  $n=6$  Dbx1 EE,  $n=4$  Dbx1 EE + control shRNA,  $n=4$  Dbx1 EE + Pcdh8 KD) from independent electroporations (from at least 3 animals). One-way ANOVA, *post hoc* Holm-Sidak: ns, not significant;  $***p < 0.001$ . (H) Confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with control vector or Pcdh8 EE, co-labeled with Pcdh8 (red) and DAPI (blue) counterstaining. White arrowheads indicate cells overexpressing Pcdh8. Scale bar: 50  $\mu$ m. (I) Bright-field images of ISH for *Dbx1* and *Pcdh8* in coronal sections of E13.5 mouse brains electroporated at E11.5 with Dbx1 EE or Pcdh8 EE. White arrowheads show small number of Dbx1-expressing cells in the VZ, while black arrowheads show cells in the postmitotic compartment. Scale bar: 150  $\mu$ m. (J) Confocal images of GFP (green) along the rostro-caudal (R-C) axis in coronal sections of E13.5 mouse brains electroporated with Pcdh8 EE. Scale bar: 200  $\mu$ m. (K) Bright-field images of ISH for *Bhlhe22*, *Dbx1*, *Gxs2*, *Lhx2*, *Notch1* and *Shh* along the R-C axis in coronal sections of E13.5 mouse brains electroporated at E11.5 with Pcdh8 EE. White arrowheads indicate changes in expression along the DV axis. The caudal images of *Bhlhe22*, *Dbx1* and *Lhx2* are reproduced from Fig. 5D, as they represent the same experimental condition with bilateral hemispheric representation. Scale bar: 250  $\mu$ m.

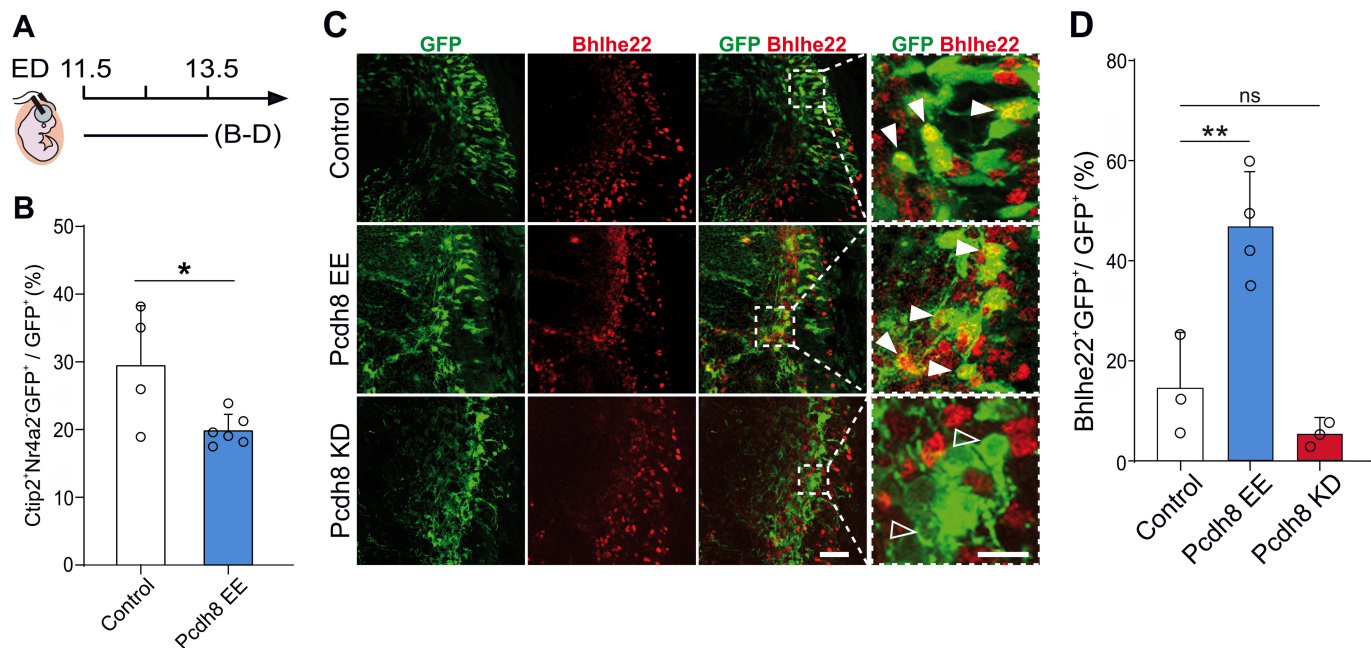

**Fig. S9. Pcdh8 EE reduces Ctip2<sup>+</sup> while promoting Bhlhe22<sup>+</sup> neurons.**

(A) Timeline of the IUE. ED, electroporation day. (B) Percentage of Ctip2<sup>+</sup>Nr4a2<sup>+</sup>GFP<sup>+</sup> cells among GFP<sup>+</sup> cells. Data are mean ± SEM; circles represent individual section values (n=3 electroporations/condition, 1-2 sections/mouse). Student's *t*-test: \**p*=0.0304. (C) Confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with control, Pcdh8 EE or Pcdh8 KD (Pcdh8 shRNA), co-labeled with Bhlhe22 (red). Dashed squares magnified on the right. White and empty arrowheads indicate GFP<sup>+</sup>Bhlhe22<sup>+</sup> and GFP<sup>+</sup>Bhlhe22<sup>-</sup> cells, respectively. The images depicting the control condition are reproduced from Fig. S2E, which represents the same experimental condition within the same experimental block. Scale bars: 100 μm; 25 μm (magnified). (D) Percentage of Bhlhe22<sup>+</sup>GFP<sup>+</sup> cells among GFP<sup>+</sup> cells. Data are mean ± SEM; circles represent values from independent electroporated embryos (n=3 each condition). One-way ANOVA, *post hoc* Holm-Sidak: ns, not significant, \**p*=0.0101, \*\**p*=0.0027.

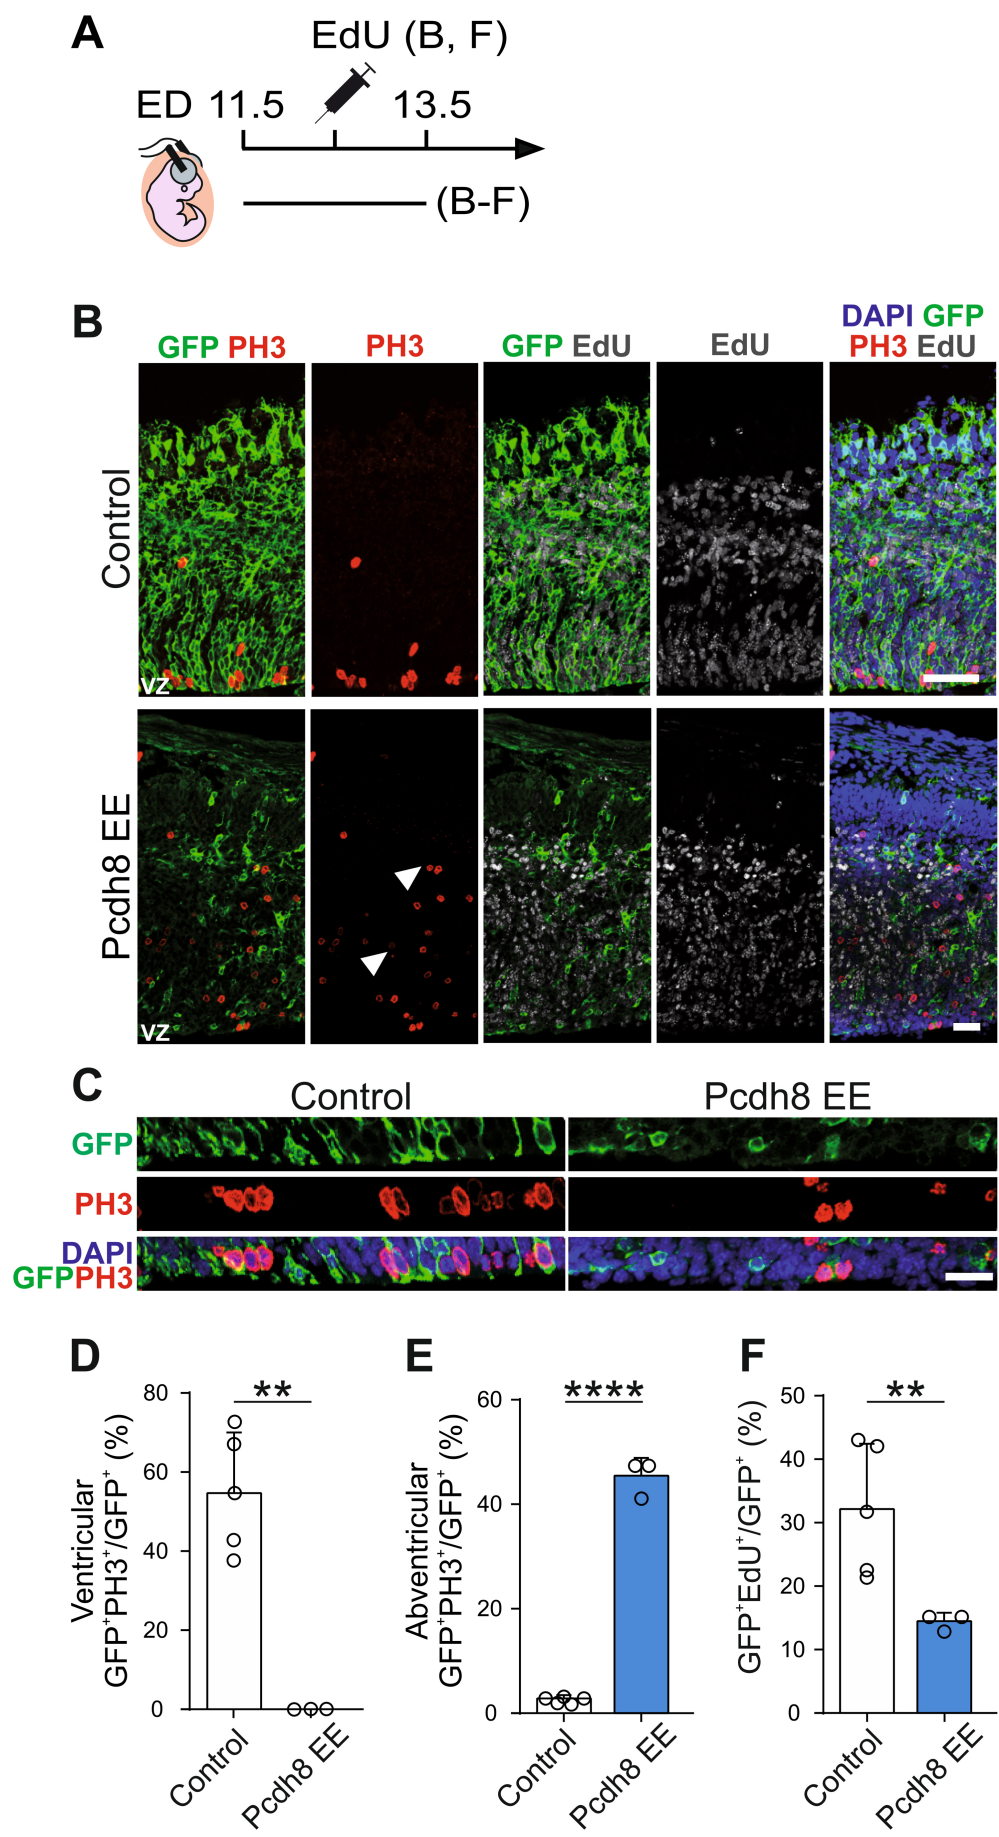

**Fig. S10. Pcdh8 EE alters cell cycle exit.**

(A) Schematic timeline of the IUE. ED, electroporation day. (B) Confocal images of GFP (green) in coronal sections of E13.5 mouse brains electroporated at E11.5 with control vector or Pcdh8 EE, followed by EdU administration 24h post-electroporation. Sections are co-labeled with PH3 (red), EdU (gray) and DAPI (blue) counterstaining. White arrowheads indicate PH3<sup>+</sup> cells outside the VZ. Scale bars: 100  $\mu$ m. (C) Electroporated VZ from (B) magnified, showing GFP (green), PH3 (red) and DAPI (blue) labeling. Scale bar: 50  $\mu$ m. (D, E) Percentages of GFP<sup>+</sup>PH3<sup>+</sup> cells among GFP<sup>+</sup> cells, aligned either (D) with the VZ (ventricular) or (E) outside the VZ (abventricular). Data are mean  $\pm$  SEM; circles represent values from independent electroporated embryos ( $n=3-5$  mice/condition, 2 sections/mouse). Student's *t*-test: (D) \*\* $p=0.01$ , (E) \*\*\*\* $p<0.001$ . (F) Percentage of GFP<sup>+</sup>EdU<sup>+</sup> cells among GFP<sup>+</sup> cells. Data are mean  $\pm$  SEM; circles represent values from independent electroporated embryos ( $n=3-5$  mice/condition, 2 sections/mouse). Student's *t*-test: \*\* $p=0.0087$ .

**Table S1. List of reagents used in the study.**

| REAGENT or RESOURCE                   | SOURCE               | IDENTIFIER     |
|---------------------------------------|----------------------|----------------|
| <b>Antibodies</b>                     |                      |                |
| $\alpha$ Tubulin (Polyclonal Rabbit)  | Invitrogen           | PA529444       |
| $\beta$ -Gal (Polyclonal Chicken)     | Abcam                | ab9361         |
| Bhlhe22 (Monoclonal Guinea Pig)       | Pierani et al., 2001 | NA             |
| Ctip2 (Monoclonal Rat)                | Abcam                | ab18465        |
| Calb2 (Polyclonal Rabbit)             | Sawant               | 7699/3H        |
| DAPI (4', 6-diamidino-2-phenylindole) | Sigma                | D9542          |
| Dbx1 (Polyclonal Rabbit)              | Pierani et al., 2001 | NA             |
| Delta 1 (Polyclonal Rabbit)           | Santa Cruz           | SC-9102        |
| GFP (Polyclonal Chicken)              | Aves labs            | GFP-1020       |
| Jag1 (Polyclonal Goat)                | Santa Cruz           | SC-6011        |
| Ncad (Monoclonal Mouse)               | BD Bioscience        | 610921         |
| Nr4a2 (Nurr1) (Polyclonal Goat)       | R&D systems          | AF2156         |
| Pax6 (Polyclonal Mouse)               | Biotech              | 12323-1-AP     |
| Pcdh8 (Monoclonal Mouse)              | Novus Bio            | H000051100-M01 |
| Pcdh19 (Polyclonal Rabbit)            | Abcam                | Ab191198       |
| PH3 (Polyclonal Rabbit)               | Millipore            | 06-570         |
| Reln G10 (Monoclonal Mouse)           | Millipore            | MAB5364        |
| Tbr2 (Polyclonal Chicken)             | Millipore            | AB15894        |
| Tle4 (Polyclonal Rabbit)              | Abcam                | Ab140485       |
| Alexa-488 Donkey Anti-Mouse           | Molecular Probes     | A-21202        |
| Alexa-488 Donkey Anti-Chicken         | Jackson Laboratories | 703-545-155    |
| Alexa-555 Goat Anti-Guinea Pig        | Molecular Probes     | A-21435        |
| Cy3 Donkey Anti-Mouse                 | Jackson Laboratories | 715-165-151    |
| Cy3 Donkey Anti-Rabbit                | Jackson Laboratories | 711-165-152    |

|                                                      |                      |                                    |
|------------------------------------------------------|----------------------|------------------------------------|
| Cy3 Donkey Anti-Goat                                 | Jackson Laboratories | 705-165-003                        |
| Cyanine 3 Tyramide                                   | Biotechne            | 6457                               |
| Cy5 Donkey Anti-Rat                                  | Jackson Laboratories | 712-175-153                        |
| Cy5 Donkey Anti-Rabbit                               | Jackson Laboratories | 711-175-152                        |
| Cy5 Donkey Anti-Guinea Pig                           | Jackson Laboratories | 706-175-148                        |
| Biotin-SP-Conjugated AffiniPure Goat Anti-Mouse      | Jackson Laboratories | 115-065-146                        |
| HRP-conjugated secondary anti-mouse                  | Jackson Laboratories | 115-035-008                        |
| HRP-conjugated secondary anti-rabbit                 | Jackson Laboratories | 111-035-008                        |
| <b>Bacterial and Virus Strains</b>                   |                      |                                    |
| One Shot™ TOP10 competent E. coli                    | Invitrogen           | C404010                            |
| <b>Biological Samples</b>                            |                      |                                    |
| <b>CHEMICALS, PEPTIDES, AND RECOMBINANT PROTEINS</b> |                      |                                    |
| <b>Critical Commercial Assays</b>                    |                      |                                    |
| Alexa Fluor™ 488 Tyramide Super Boost™               | Invitrogen           | B40912                             |
| Anti-DIG-AP                                          | Roche                | 11093274910                        |
| Anti-DIG-POD                                         | Roche                | 1207733910                         |
| Anti-FITC-POD                                        | Roche                | 1426346910                         |
| Click iT EdU Alexa Fluor 647 Imaging Kit             | Invitrogen           | C10340                             |
| DIG-RNA labeling Mix                                 | Roche                | 11277073910                        |
| Fluorescein RNA labeling Mix                         | Roche                | 11685619910                        |
| GoTag qPCR Master Mix                                | Promega              | A6001                              |
| RevertAid First Strand cDNA Synthesis Kit            | Thermo Scientific    | K1622                              |
| Chromium Single Cell 3' Library & Gel Bead Kit       | 10x Genomics         | PN-120267                          |
| Neural Tissue Dissociation Kit (P)                   | Miltenyi Biotec      | 130-092-628                        |
| Mouse Neural Stem Cell Nucleofector® Kit             | Lonza                | VPG-1004                           |
| DNase I, RNase-free                                  | Thermo Scientific    | EN0521                             |
| <b>Deposited Data</b>                                |                      |                                    |
| Raw and analyzed single-cell sequencing data         | This paper           | GEO: GSE229603                     |
| R codes for analysis                                 | This paper           | ps://fcauseret.git<br>o.io/septum/ |
| <b>Experimental Models: Cell Lines</b>               |                      |                                    |

|                                                |                         |           |
|------------------------------------------------|-------------------------|-----------|
| HEK293T                                        | ATCC                    | CRL-3216  |
| NC929 (L929) cells                             | (Porlan et al., 2014)   | L929      |
| <b>Experimental Models: Organisms/Strains</b>  |                         |           |
| <i>C57BL/6RJ</i>                               | Janvier Labs France     | SC-C57J-F |
| <i>Dbx1<sup>LacZ</sup></i>                     | (Pierani et al., 2001)  | NA        |
| <i>Rosa<sup>26YFP</sup></i>                    | (Srinivas et al., 2001) | NA        |
| <i>Rosa<sup>26tdTomato</sup></i>               | (Madisen et al., 2010)  | NA        |
| <b>Oligonucleotides</b>                        |                         |           |
|                                                |                         |           |
| ISH: Bhlhe22-forward<br>TTAGTCGCCTACCTCAACCAA  | This paper              | NA        |
| ISH: Bhlhe22-reverse<br>TTTCTCCTGGCTCAGAATCAAG | This paper              | NA        |
| ISH: Dbx1                                      | Pierani et al., 2001    | NA        |
| ISH: Pcdh8-forward<br>AAGAAGGAGCCTTACGGTGC     | This paper              | NA        |
| ISH: Pcdh8-reverse<br>TGCTACCAGGAGGGGATTCA     | This paper              | NA        |
| ISH: Pcdh9-forward<br>ACACACCAGACAGTCTCAGC     | This paper              | NA        |
| ISH: Pcdh9-reverse<br>TGGCCGCCATTGTTGAAAT      | This paper              | NA        |
| ISH: Pcdh19-forward<br>CACTTGTCTCCTCGGCTGTT    | This paper              | NA        |
| ISH: Pcdh19-reverse<br>TGAAGGTGGAGCTGCTTTTG    | This paper              | NA        |
| qPCR:Dbx1-forward<br>CTTGAAGGACTCGCAGGTGA      | This paper              | NA        |

|                                               |            |    |
|-----------------------------------------------|------------|----|
| qPCR: Dbx1-reverse<br>TTTGTGGGAAGGGTCTGCTC    | This paper | NA |
| qPCR: Pcdh8-forward<br>ATGTTGACGTGCTCACCTT    | This paper | NA |
| qPCR: Pcdh8-reverse<br>CTCGAAGTGACAGGCGCTTT   | This paper | NA |
| qPCR: Pcdh9-forward<br>ACCCTTTCCAAACGCTCCTC   | This paper | NA |
| qPCR: Pcdh9-reverse<br>GAGGTCCATCTGTCTGGTGTG  | This paper | NA |
| qPCR: Pcdh19-forward<br>CATCACTTGTCTCCTCGGCT  | This paper | NA |
| qPCR: Pcdh19-reverse<br>TCAGCGATTCTCTTTCCCCTT | This paper | NA |
| qPCR: Ncad-forward<br>GGGTGTCCAAGGGTGACAAG    | This paper | NA |
| qPCR: Nacd-reverse<br>TTGCTGAATTTCACTTGCAAAGC | This paper | NA |
| qPCR: Nr4a2-forward<br>GCTCAGCTCGGCGGTC       | This paper | NA |
| qPCR: Nr4a2-reverse<br>CGTCAGATCTCCCTGCCCA    | This paper | NA |
| qPCR: Reln-forward<br>TTACAACGTCCCCCTGGAAG    | This paper | NA |
| qPCR: Reln-reverse<br>TAGGACGACCTCCACATGGT    | This paper | NA |
| qPCR: Calr-forward<br>AGCACTTTGATGCTGACGGA    | This paper | NA |
| qPCR: Calr-reverse<br>TGGACATCATGCCAGAACCC    | This paper | NA |
| qPCR: Ctip2-forward<br>GGAGAACATTGCAGGGCCG    | This paper | NA |

|                                                                                                 |                            |                                                                                                                       |
|-------------------------------------------------------------------------------------------------|----------------------------|-----------------------------------------------------------------------------------------------------------------------|
| qPCR: Ct1p2-reverse<br>GGGAAACAGGGTGGGAGAAAC                                                    | This paper                 | NA                                                                                                                    |
| qPCR: Gapdh-forward:<br>TGACGTGCCGCCTGGAGAAAC                                                   | This paper                 | NA                                                                                                                    |
| qPCR: Gapdh-reverse:<br>CCGGCATCGAAGGTGGAAGAG                                                   | This paper                 | NA                                                                                                                    |
| <b>Recombinant DNA</b>                                                                          |                            |                                                                                                                       |
| pCAGGS-ires-EGFP                                                                                | Addgene                    | #32482                                                                                                                |
| psiSTRIKE-CAG-ires-GFP                                                                          | Gift from Pierre Billuart  | Hu et al., 2016                                                                                                       |
| pT3-EFa1-HA-Jag1                                                                                | Addgene                    | #46051                                                                                                                |
| Pcdh8 shRNA Top Strand:<br>ACCGGCGTGTGCTAGATGCCAATGACGAAT<br>CATTGGCATCTAGCACACGCCTTTT          | This paper                 | NA                                                                                                                    |
| Pcdh8 Scrambled shRNA Top Strand:<br>ACCGGTGGGAATCGCGCTTACAGTACGAAT<br>ACTGTAAGCGCGATTCCCACCTTT | This paper                 | NA                                                                                                                    |
| <b>Software and Algorithms</b>                                                                  |                            |                                                                                                                       |
| Adobe Photoshop                                                                                 | Adobe Systems Incorporated | <a href="https://www.adobe.com/products/photoshop.html">https://www.adobe.com/products/photoshop.html</a>             |
| Excel                                                                                           | Microsoft                  | Microsoft                                                                                                             |
| Graph Prism                                                                                     | GraphPad Software          | <a href="https://www.graphpad.com/scientific-software/prism/">https://www.graphpad.com/scientific-software/prism/</a> |
| Adobe Illustrator                                                                               | Adobe Systems Incorporated | <a href="https://www.adobe.com/products/illustrator.html">https://www.adobe.com/products/illustrator.html</a>         |
| Image J                                                                                         | Schneider et al., 2012     | <a href="https://imagej.nih.gov/ij/">https://imagej.nih.gov/ij/</a>                                                   |
| NDP Viewer                                                                                      | Hamamatsu                  | U12388-01                                                                                                             |
| Image Lab™ software                                                                             | Biorad                     | <a href="https://www.biorad.com/">https://www.biorad.com/</a>                                                         |

| Other                                                   |                  |            |
|---------------------------------------------------------|------------------|------------|
| NEPA21 electroporator                                   | Nepagene         | NEPA21     |
| Amaxa Nucleofector II                                   | Amaxa Biosystems | AAD-1001S  |
| In-Fusion® HD Cloning                                   | Takara Bio       | 102518     |
| RevertAid First Strand cDNA Synthesis Kit               | Thermo Fisher    | K1622      |
| Go Tag qPCR Master Mix                                  | Promega          | A6001      |
| DAPI (4', 6-diamidino-2-phenylindole)                   | Invitrogen       | D1306      |
| EdU (5-ethynyl-2'-deoxyuridine)                         | Invitrogen       | E10187     |
| B27                                                     | Thermo Fisher    | 12587010   |
| DMEM                                                    | Gibco            | 31966021   |
| DMEM/F-12                                               | Gibco            | 11320033   |
| Opti-MEM Reduced Serum Medium                           | Gibco            | 11058021   |
| Opti-MEM Reduced Serum Medium, Glutamax Supplement      | Gibco            | 51985026   |
| Fetal Bovine Serum (FBS)                                | Gibco            | 10270106   |
| Penicillin-Streptomycin (P/S)                           | Gibco            | 15140122   |
| Epidermal Growth Factor (EGF)                           | Gibco            | 53003018   |
| Fibroblast Growth Factor-basic (FGFb)                   | Sigma            | F0291      |
| Lipofectamine 2000                                      | Invitrogen       | 11668019   |
| PI cocktail (cOmplete™ tablets)                         | Roche            | 4693159001 |
| BCA protein assay reagent kit                           | Thermo Fisher    | 23227      |
| TRIzol Reagent                                          | Invitrogen       | 15596-026  |
| Vilo Kit cDNA synthesis                                 | Invitrogen       | 11754050   |
| SDS-PAGE on 3-8% tris-acetate gels (NuPAGE, Invitrogen) | Thermo Fisher    | EA03785BOX |
| NuPAGE™ Antioxidant                                     | Invitrogen       | NP0005     |
| NuPAGE™ LDS Sample Buffer (4X)                          | Invitrogen       | NP0007     |
| NuPAGE™ Sample Reducing Agent (10X)                     | Invitrogen       | NP0004     |
| NuPAGE™ Tris-Acetate SDS Running Buffer (20X)           | Invitrogen       | LA0041     |
| NuPAGE™ Transfer Buffer (20X)                           | Invitrogen       | NP00061    |

|                                          |               |            |
|------------------------------------------|---------------|------------|
| Skimmed milk                             | Régilait      | NA         |
| Nitrocellulose membranes 0.45 (Amersham) | GE Healthcare | GE10600002 |
| Protein standard (HiMark 31-460 kDa)     | Invitrogen    | LC5699     |
| SuperSignal West Pico Chemiluminescent   | Thermo Fisher | 34580      |
| Chloroform                               | VWR           | 22711.290  |
| Paraformaldehyde (PFA)                   | VWR           | 28794.295  |
| Sodium Chloride (NaCl)                   | VWR           | 28244.295  |
| NP-40                                    | Sigma         | 18896      |
| Sodium deoxycholate                      | Sigma         | 30970      |
| SDS solution 20%                         | Sigma         | 05030-1L-F |
| Tris-HCl                                 | Sigma         | T3253      |
| Tween-20                                 | VWR           | 28829.296  |
| Horse serum (HS)                         | Gibco         | 16050122   |
| In-Fusion HD Cloning Kit                 | Takara Bio    | 639650     |
| Tissue-Tek O.C.T compound                | Sakura        | 4583       |
| Vectashield Mounting medium              | Vector Labs   | H-1000     |

How the deposited data were processed for this re-analysis (not part of the article)

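The data are 2 single cell libraries made with droplet kits of 10x Genomics, in which each transcript molecule caught in a cell carries a unique molecular identifier (UMI). The first comes from septal explants of 8 E11.5 *PGK Cre;Rosa26 YFP* and 4 E12.5 *Dbx1 Cre;Rosa26 tdTomato* embryos, and the second from the telencephalic vesicles of 3 WT embryos. The authors deposited raw counts for both, as the number of UMIs per gene and cell barcode without normalisation. For the septal explants, the authors made these counts with Cell Ranger 2.1.1, default parameters, and mm10 with the *YFP* and *tdTomato* sequences added, and the gene list also holds a sequence named IRESCRE. For the telencephalic vesicle, the header of the deposited counts names Cell Ranger 7.1.0, and the gene list holds an added LacZ sequence. The genome build of that library is not stated, and neither is whether intronic reads were counted, which is the default of that version. Levels were therefore not compared between the libraries. Gene coordinates are those of GRCm38 (mm10) and apply to the counts of the septal explants.

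Each condition has 1 library, and embryos cannot be told apart within it. Cells are not replicates, so that no significance test, p-value or standard error was computed from cells, and folds and ratios are set against counting intervals. A share of cells is given with its exact Clopper-Pearson 95% interval and a sum of UMIs with its exact Poisson 95% interval, and both cover counting error only. A share of 0 is given with the share that 3 counts would make. Levels per class are CPM, the UMIs of a gene scaled to the UMIs of all genes in the summed cells, computed here from the deposited counts. Depth limits what can be seen of weakly expressed genes, with a median of 12859.5 UMIs per kept cell in the septal explants and 9032 in the telencephalic vesicle. Shares were therefore computed again with each cell thinned to 8000 UMIs in the septal explants, where 510 cells were shallower and left out, and to 3500 UMIs in the telencephalic vesicle, where 1144 were. The thinning depth is the largest multiple of 500 that at least 90% of the kept cells reach.

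Cells were filtered as the paper describes, by a mitochondrial share within 3 MAD of the median (median 2.20% with a MAD of 0.545 in the septal explants, 2.77% with a MAD of 1.05 in the telencephalic vesicle) where the MAD is scaled to the standard deviation of a normal distribution, and by removal of doublets with Scrublet, as implemented in scanpy 1.11.5, with an expected rate of 0.8% per 1000 barcodes. UMIs were scaled to 10000 per cell and log-transformed. Clustering used 2000 variable genes, without 100 cell cycle genes and without the genes under study, reporters and sex-linked genes, 30 principal components, 15 neighbours and the Leiden method of igraph 0.11.9 at a resolution of 1.5. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0 and matplotlib 3.10.9.

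Clusters were named from marker lists fixed before the data were examined. A marker counted for a cluster when at least 5% of its cells held a UMI and its CPM was at least 1.5 times the mean of the other clusters. A class needed 3 such markers, and no other class could have more of its markers among the 10 leading genes of the cluster by fold, where AP and regional classes did not count against each other. A cluster with a median depth under a 3rd of that of its library also needed a marker of the class among those leading genes. Among the classes left, the one with the highest mean z score of log2(CPM + 1) gave the name, and a progenitor cluster took a regional name only with a z score of at least 0.5. This rule was revised once after its clusters had been seen, and the first rule, under which 2 clusters of the septal explants and 6 of the telencephalic vesicle had no name, was kept as an alternative. Under the rule used, 0 clusters of the septal explants and 3 clusters of the telencephalic vesicle, with 967 cells together, stayed without a name. Subpallial-like clusters whose cells lay mostly on the neuron side of the differentiation axis, with 145 cells in the septal explants and 636 in the telencephalic vesicle, were not counted as APs, and this threshold was set after the data were seen. *Pcdh8* was found in 3.45% of the former and 2.20% of the latter. In the septal explants, a cluster of 44 mesenchyme-like cells was also led by macrophage genes.

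The differentiation axis of a cell is log2((N + 1)/(A + 1)), where N is the UMIs of 11 neuronal genes and A those of 9 AP genes. Cells were divided into 10 bins of equal size along it, and the AP-to-BP transition was taken as the bins in which the summed CPM of BP markers was over 50.0% of its highest bin. The number of co-expressing cells expected without any relation between *Dbx1* and *Pcdh8* is the product of both shares times the number of cells. For each gene with at least 50 UMIs in the cells compared, the CPM in *Dbx1+* neural cells was divided by the CPM in *Dbx1-* cells weighted to the same clusters. Counts were simulated for 12882 genes of the septal explants and 16108 genes of the telencephalic vesicle, with 200 genes changed in each. Corrected for the shift that the changed genes give to the total UMIs, and over genes with at least 20 observed and expected UMIs together in the *Dbx1+* cells, a true fold of 2.0 came back as a median of 2.027 over 49 genes in the septal explants and 2.015 over 46 genes in the telencephalic vesicle, and a true fold of 0.5 as 0.483 over 44 genes and 0.502 over 46 genes.

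Genes are named by a rule fixed before the data were examined: every gene that the paper names for its single cell data, *Jag1*, *Dll1*, *Notch1*, *Bcl11b*, *Reln*, *Calb2* and *Bhlhe22* from its electroporation experiments, and in each library the 5 genes with the largest fold in *Dbx1+* cells among those found in at least 10 *Dbx1+* cells. The alternatives tried were all deposited barcodes, doublets kept, at least 1000 genes per cell, at least 2 UMIs of each gene, thinning, Leiden resolutions of 0.8 and 2.5, cell cycle genes kept, another random seed, 5 or 20 bins, other definitions of the transition, the lineages and the classes, an expectation within clusters, a fold without cluster weights, and a minimum of 10 UMIs per gene. Chosen after the data were seen were the first naming rule and an expectation within clusters and depth groups together.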

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

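All tests in this part were chosen after the result was seen.

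The gene list of the septal explants holds an added sequence named IRESCRE that the paper does not report on, and 27 UMIs were assigned to it, in 25 of the 5827 barcodes, which is more than the 3 counts that a count of 0 allows. Of these barcodes, 23 were kept as cells, of which 10 were septal glutamatergic-like neurons, 6 septal-like APs, 3 Cajal-Retzius-like cells, 2 pallial-like APs and 2 subpallial-like APs. Free RNA would place the sequence in cells without regard to *Dbx1*. *Dbx1* was found in 10 of the 23 cells, against 2.49 expected among cells of the same depth, a ratio of 4.02 (counting interval 1.93 to 7.39), which argues against free RNA as the whole source. A candidate explanation is transcripts of the Cre allele of the *Dbx1 Cre;Rosa26 tdTomato* embryos, whose cells carry no *YFP*. *YFP* was absent from 78.3% of the 23 cells (interval 56.3 to 92.5%) and from 30.0% of the other kept cells. Against this as the only source, 4 of the 23 cells held at least 3 *YFP* UMIs, which marks cells of the other embryos or doublets with them. Those embryos carry *PGK Cre*, and whether the added sequence also holds reads from that allele was not tested. Age and genotype go together in this pool, so that a difference between E11.5 and E12.5 embryos in the number of such cells was not tested apart from the allele.

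The gene list of the telencephalic vesicle holds an added LacZ sequence, and 11 UMIs were assigned to it, in 9 of the 14283 barcodes, although the paper describes the embryos as WT. All 9 barcodes were kept as cells, of which 4 were BP-like, 3 pallial-like APs, 1 an AP without regional likeness and 1 a septal-like AP. Free RNA or reads assigned to the wrong sequence would be found in *Dbx1+* cells no more often than in other cells of the same depth. *Dbx1* was found in 5 of the 9 cells, against 0.580 expected, a ratio of 8.62 (counting interval 2.80 to 20.1). A candidate explanation is a *Dbx1* allele that carries LacZ, such as the one the paper uses in other experiments, in 1 or more of the 3 embryos. Of the 9 cells, 8 held *Xist* and no Y-linked UMI, as 54.4% of all kept cells did, and 0 held Y-linked UMIs without *Xist*, against 24.5% of all kept cells. The number of cells is small, the embryos cannot be told apart, and a mislabelled embryo, a mixed pool and reads from another library run beside this one were not tested.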

How the results depend on the processing

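The first naming rule was the only alternative of this part chosen after the data were seen. No paired analysis was possible because each condition has 1 library.

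Of 272 values of 30 results under the alternatives, 219 stayed within the interval of the value reported and 53 did not. Some of the 219 could not move. The first naming rule and a minimum of 10 UMIs per gene leave the *Pcdh8* fold unchanged by construction. The share at the transition uses clusters only to set neural cells apart, and was 17.6% under each alternative of the clustering. The 219 are therefore not a count of independent checks. For places of maxima, this interval is not a counting interval but reaches to the neighbouring bins. For the septal *Pcdh8* maximum at 75.0% of the axis, it runs from 65.0 to 85.0%. Moves of this maximum to 85.0% therefore count as within it, although they put it in the same bin as that of *Dbx1*. At least 2 UMIs of each gene and thinning lower shares of cells by their construction, since fewer UMIs count. For ratios, for the share at the transition and for the other alternatives, the cause was not tested. Levels per class in CPM were computed with the reported settings only, and places of maxima are midpoints of bins in percent of the axis.

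With at least 2 UMIs of each gene in the septal explants, and of *tdTomato* where it defines the cells, the share of *Dbx1+Pcdh8+* cells was 0.168% and its ratio to the number expected 1.46. *Pcdh8* was then found in 1.29% of septal-like, 2.80% of subpallial-like and 3.14% of pallial-like APs, and both genes in 0.0% of 3510 cells of AP clusters (up to 0.0855%) and 0.0% of 59 excitatory neurons (up to 5.08%). Of 137 *tdTomato+* cells, 11.7% held *Dbx1*, 2.19% *Pcdh8*, 0.0% both and 0.0% *Nr4a2* with *Pcdh8* (up to 2.19% each). The lowest share in a neural class was 21.4% for *Cdh2*, 0.117% for *Pcdh9*, 0.746% for *Pcdh19* and 0.0% of 212 cells for *Pcdh8* (up to 1.42%). For the telencephalic vesicle, this threshold gave a share of 0.154%, a ratio of 7.48, 27.8% of co-expressing cells at the transition, and lowest shares of 68.9% for *Cdh2*, 10.4% for *Pcdh9*, 3.83% for *Pcdh19* and 0.314% for *Pcdh8*.

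After thinning, the share of *Dbx1+Pcdh8+* cells in the septal explants was 0.638%, and 0.372% in AP clusters. *Pcdh8* was found in 7.40% of subpallial-like and 6.34% of pallial-like APs and in 7.14% of *tdTomato+* cells, *Nr4a2* with *Pcdh8* in 0.0% of 252 *tdTomato+* cells (up to 1.19%), and *Pcdh9* in 1.85% of the lowest class. Thinning the telencephalic vesicle gave a share of 0.0663%, a ratio of 1.58 with an interval that includes 1, and lowest shares of 69.9% for *Cdh2*, 12.7% for *Pcdh9*, 4.42% for *Pcdh19* and 0.319% for *Pcdh8*.

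The clustering moved classes of the septal explants. *Pcdh8* was found in 9.56% of septal-like APs with all deposited barcodes, where no cluster was named subpallial-like AP, so that this share has no value there. With doublets kept it was found in 9.36% of septal-like and 19.3% of subpallial-like APs, at a Leiden resolution of 2.5 in 10.1% and 8.87%, and with another random seed in 8.22% of subpallial-like APs. The lowest share of *Pcdh19* was 1.60% with cell cycle genes kept and 1.60% with the other seed, which also gave 62.6% for *Cdh2*. The *Pcdh8* maximum of the septal lineage moved from 75.0% to 95.0% of the axis with doublets kept, to 95.0% with the other seed and to 95.0% over all cells other than non-neural clusters. For the pallial lineage of the telencephalic vesicle, it moved from 95.0% to 5.0% at a Leiden resolution of 0.8, and the *Dbx1* maximum from 65.0% to 45.0% under the first naming rule.

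The ratio of observed to expected co-expressing cells of the telencephalic vesicle was 1.48 with the expectation within clusters, and with 5 bins 36.5% of these cells lay at the transition. Without cluster weights, the *Pcdh8* fold was 1.36 and 6.33% of genes had a larger fold. With cluster weights, the fold lay between 0.933 and 1.15 over the alternatives in the telencephalic vesicle and between 0.961 and 1.07 in the septal explants.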

Differences from the paper's values

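No test of a cause is reported in this part, and of the alternatives covered, the first naming rule was chosen after the data were seen.

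The paper's Fig. 2F shows about 36 *Dbx1+Pcdh8+* cells of the telencephalic vesicle, read by eye, against 85 cells here. Points that overlap in the figure cannot be counted apart, so that the value read from it is a lower limit of the cells plotted. Under the alternatives set before the data were examined, the number was 105 with all deposited barcodes, 105 with doublets kept, 85 with at least 1000 genes per cell, 18 with at least 2 UMIs of each gene and 7 after thinning. No threshold for calling a cell *Dbx1+Pcdh8+* was found in the paper. The value read lies between the numbers with at least 1 and at least 2 UMIs, so that a difference beyond threshold and overlap is not established.

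The paper states that most of these cells lie at the AP-to-BP transition (Fig. 2F), where 17.6% of them lay here. Over the alternatives, the share was between 14.3% after thinning and 36.5% with 5 bins, and thus under 50.0% in every one. The interval also stayed under 50.0%, except after thinning, with 1 of 7 cells (interval 0.361 to 57.9%), and with at least 2 UMIs of each gene, with 5 of 18 cells (27.8%, interval 9.69 to 53.5%), where so few cells do not exclude a majority. The transition is defined here by bins of an axis and in the paper by an area of a map, which are not the same population.

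The paper states that *Pcdh8* was detected in APs of the subpallium, VP and septum and not in those of LP and DP. It cites another dataset, from around the PSB (Fig. 2D,E), together with the septal explants (Fig. S4D,E). Pallial-like APs of the septal explants, which were not divided into regions of the pallium here, held *Pcdh8* in 10.5% of 1433 cells, and septal-like APs in 7.24% of 856 cells. The share in pallial-like APs lay between 3.14% with at least 2 UMIs and 11.3% with cell cycle genes kept. Hem-like and Cajal-Retzius-like cells, a weak reference for free RNA, held it in 3.81% of cells. Pallial-like APs of the telencephalic vesicle, VP-like APs not included, held *Pcdh8* in 6.50% of 1324 cells, and after thinning, which left out 17 of them, in 2.14%, against 0.227% of cells of blood and vessel type. Names were rebuilt here from marker genes, and these classes are not the regions of the paper. The explants were dissected to encompass the septum, and which pallial regions their pallial-like APs came from was not determined. In neither library do these shares therefore test the absence of *Pcdh8* from LP or DP.

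The paper states that *Pcdh8* peaks in APs, followed by *Dbx1* in BPs and *Nr4a2* in neurons, for the VP lineage of another dataset, and that both genes are expressed sequentially in the VP and septal lineages. The pallial lineage of the telencephalic vesicle was not restricted to the VP here. Its APs were 1324 pallial-like cells, with *Pcdh8* at 3.11 CPM, and only 265 VP-like cells, which held more. A cluster of 706 APs without a clear regional likeness, 117 of them *Dbx1+*, was left out. The order in the VP lineage was therefore not tested. In the pallial lineage, *Pcdh8* was highest in bin 10 with 14.5 CPM, after the *Dbx1* maximum in bin 7, and *Nr4a2* was highest in bin 4. The counting intervals do not separate the *Pcdh8* maximum from bin 1 with 10.9 CPM (interval 7.71 to 14.9). They also do not separate the *Nr4a2* maximum from bin 10 at the neuron end, with 32.8 CPM (interval 26.0 to 40.9). The *Pcdh8* maximum fell before that of *Dbx1* at a Leiden resolution of 0.8, where it lay at 5.0% of the axis, and in no other alternative. For the septal lineage, the *Pcdh8* maximum lay before that of *Dbx1* with the reported settings, at a Leiden resolution of 2.5, with cell cycle genes kept, with 5 bins, with 20 bins and with the first naming rule, which was chosen after the data were seen. Both maxima lay in the same bin with all deposited barcodes, with at least 1000 genes per cell and at a Leiden resolution of 0.8, each time at 85.0% of the axis. The *Pcdh8* maximum lay after that of *Dbx1* when doublets were kept, with another random seed and over all cells other than non-neural clusters, each time at 95.0% of the axis.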

Other observations

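The test with depth groups and the tests of doublets between embryos of different sex, at both thresholds, were chosen after the excess of co-expressing cells was seen, the reading of the test within clusters was set after its value was seen, and the other tests in this part were set before their results were seen.

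More cells of the telencephalic vesicle held both *Dbx1* and *Pcdh8* than the product of both shares gives, with a ratio of 2.22 (counting interval 1.78 to 2.75). Differences between clusters in how often each gene is found are not the whole cause, since the ratio was still 1.48 (interval 1.18 to 1.82) with the expectation summed within clusters. Within clusters and 10 depth groups together it was 1.15 (interval 0.921 to 1.43), which leaves depth differences between cells of a cluster as a possible source of the excess. With 50 depth groups it was 1.11. Groups of few cells draw the expectation toward the number observed, so that this finer division is not further evidence. Depth and doublets go together, however. Cells with both *Xist* and Y-linked UMIs, which mark doublets of a male and a female cell or free RNA, made up 22 of the co-expressing cells with at least 1 UMI of each, against 15.2 expected at the same depth (ratio 1.44, interval 0.905 to 2.19). With at least 3 UMIs of each there were 14, against 5.29 expected (ratio 2.65, interval 1.45 to 4.44), as some doublets left in after Scrublet would give. This threshold was chosen after both counts had been seen, and the reading rests on it, since the interval with at least 1 UMI includes 1. Without the cells that held both, and within clusters and depth groups, 63 cells were observed against 60.3 expected (ratio 1.04, interval 0.803 to 1.34). Whether doublets make up the whole excess cannot be told apart from depth, since the interval already includes 1 within clusters and depth groups before any cell is left out, and doublets are deep cells. Depth groups without clusters left a ratio of 1.55 (interval 1.24 to 1.92). With at least 2 UMIs of each gene, 18 cells were observed against 2.41 expected from the product of both shares (ratio 7.48, interval 4.44 to 11.8). This larger ratio was not computed within clusters or depth groups, so that depth remains open as its source. No biological explanation was tested.

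Free RNA would give *Dbx1* and *Pcdh8* to all cells of the telencephalic vesicle in a like share at the same depth. After thinning, neural cells held *Dbx1* in 1.87% (interval 1.60 to 2.16%) and *Pcdh8* in 2.71% (interval 2.39 to 3.05%) of 9595 cells, with 160 shallower cells left out. Unthinned, these shares were 5.07% and 9.04% at a median of 9589 UMIs. For cells of blood and vessel type, with 54 left out, the thinned shares were 0 of 440 cells for *Dbx1*, which allows up to 0.682%, and 0.227% for *Pcdh8* (interval 0.00575 to 1.26%), and the unthinned shares 0.405% and 0.810% at a median of 6047.5 UMIs. Free RNA is therefore not the whole source of these UMIs in neural cells.

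Cells of the septal explants with at least 3 *YFP* UMIs come from embryos without *tdTomato*, and *tdTomato* UMIs in them are a measure of free RNA and doublets between embryos. *tdTomato* was found in 1.27% of such cells in AP clusters (interval 0.833 to 1.86%) and in 0.561% in neuron clusters (interval 0.153 to 1.43%), which are low and like shares. Among cells without a *YFP* UMI it was 14.8% in AP clusters and 24.5% in neuron clusters, 35.5% in septal glutamatergic-like neurons, 21.9% in septal-like APs and 12.1% in pallial-like APs. In septal glutamatergic-like neurons with at least 3 *YFP* UMIs, it was found in 0 of 195 cells, which allows a share of up to 1.54%. The values are consistent with free RNA and doublets as the source of *tdTomato* in *YFP+* cells.

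Between *Dbx1+* and *Dbx1-* neural cells of the same clusters, the fold of *Pcdh8* was 0.995 (interval 0.784 to 1.25) in the septal explants, where 51.9% of 12830 genes had a larger fold, and 1.02 (interval 0.839 to 1.23) in the telencephalic vesicle, where 47.3% of 16059 genes did. Without cluster weights, the fold in the telencephalic vesicle was 1.36 (interval 1.12 to 1.64). Of the named genes, *Calb2* was lower in *Dbx1+* cells of the septal explants (fold 0.439, interval 0.386 to 0.498), as was *Jag1* (fold 0.501, interval 0.277 to 0.838, from 15 UMIs). In the telencephalic vesicle, where *Jag1* had 259 UMIs in *Dbx1+* cells, its fold was 1.11 (interval 0.972 to 1.26), so that the lower level was not seen there. *Reln* (fold 1.51, interval 1.35 to 1.68) and *Notch1* (fold 1.27, interval 1.22 to 1.33) were higher in *Dbx1+* cells of the telencephalic vesicle, as were, to a smaller extent, *Dll1* (fold 1.16, interval 1.08 to 1.25), *Bcl11b* (fold 1.08, interval 1.02 to 1.15) and *Cdh2* (fold 1.04, interval 1.01 to 1.06), and *Calb2* was lower (fold 0.304, interval 0.166 to 0.511). Among genes found in at least 10 *Dbx1+* cells, the largest folds were those of 1700028P14Rik, Pthlh, Hist1h2ai, Cav2 and Iqub in the septal explants, from 4.01 to 3.17, and Wdr63, Fam183b, Kcnj6, Chodl and Abca13 in the telencephalic vesicle, from 4.20 to 3.13. The intervals included 1 for *Pcdh9*, *Nr4a2* and *Bhlhe22* in both libraries, and for *Cdh2*, *Dll1*, *Notch1*, *Bcl11b* and *Reln* in the septal explants. By size of fold among 16059 genes of the telencephalic vesicle, *Reln* ranked 573, *Notch1* 1360, *Dll1* 2511, *Bcl11b* 4587 and *Cdh2* 6802. Folds as large as those of *Bcl11b* and *Cdh2* were thus common among all genes. These folds describe 1 library each, with no significance test.

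The paper reports on Notch ligands in its electroporation experiments, and the hypothesis was tested that *Pcdh8+* APs differ from *Pcdh8-* APs of the same clusters in *Jag1* or *Dll1*, in the same direction in both libraries. The fold of *Jag1* in the telencephalic vesicle was 0.990 (interval 0.891 to 1.10) and that of *Dll1* 1.16 (interval 1.08 to 1.25). They were 1.22 (interval 0.839 to 1.74) and 0.861 (interval 0.742 to 0.996) in the septal explants. Neither gene moved the same way beyond its interval in both libraries, so that the hypothesis was not borne out.

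The hypothesis that *Dbx1+* cells hold more *Pcdh19* than *Dbx1-* cells of the same clusters was not borne out, with a fold of 0.709 (interval 0.585 to 0.853) in the septal explants and 0.971 (interval 0.924 to 1.02) in the telencephalic vesicle. The septal fold lay below 1 beyond its interval, in the direction opposite to the hypothesis. For electroporation of *Dbx1* at E11.5, the paper reports lower *Pcdh19* with higher *Dbx1*, and for electroporation at E12.5 higher *Pcdh19*. These are other cells and conditions than the libraries compared here.

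The paper states for another dataset that *Ncad* (*Cdh2*), *Pcdh9* and *Pcdh19* are expressed broadly. Among the named neural classes of the telencephalic vesicle, the lowest share of cells with a UMI was 87.4% for *Cdh2*, 21.3% for *Pcdh9* and 12.0% for *Pcdh19*, against 2.19% for *Pcdh8*, in Cajal-Retzius-like cells with a median of 6757 UMIs. Erythroid-like cells, as a reference for free RNA, held these genes in 8.50%, 3.25%, 2.75% and 0.25% of cells at a median of 5428.5 UMIs. By CPM, *Cdh2* and *Pcdh8* were not lowest in Cajal-Retzius-like cells, so that no order of classes is read from these shares. Among classes of the septal explants, the lowest share was 53.8% for *Cdh2*, 3.48% for *Pcdh9*, 4.44% for *Pcdh19* and 3.1% for *Pcdh8*, each in another class, and for *Pcdh9* and *Pcdh19* the class with the lowest CPM was again a different one. Only 26 erythroid-like cells were found there, too few for a reference. *Pcdh9* was 54.1 CPM (interval 48.4 to 60.3) in pallial glutamatergic-like neurons there and 3.45 CPM (interval 1.93 to 5.69) in septal glutamatergic-like neurons. *Pcdh19* was 50.2 CPM (interval 47.5 to 53.1) in pallial-like APs and 5.29 CPM (interval 3.35 to 7.93) in septal glutamatergic-like neurons. No explanation of these differences was tested.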
